# Aging in mice alters regionally enriched striatal astrocytes

**DOI:** 10.1038/s41467-025-63429-8

**Published:** 2025-09-26

**Authors:** Kay E. Linker, Violeta Duran-Laforet, Matthias Ollivier, Xinzhu Yu, Dorothy P. Schafer, Baljit S. Khakh

**Keywords:** Astrocyte, Ageing

## Abstract

Aging affects multiple organs and within the brain drives distinct molecular changes across different cell types. The striatum encodes motor behaviors that decline with age, but our understanding of how cells within the striatum change remains incomplete. Using single-cell RNA sequencing from young and aged mice we identify molecularly distinct astrocyte subtypes. We show that astrocytes change significantly with age, exhibiting downregulation of genes, reduced diversity, and a shift to more homogenous inflammatory transcriptomic profiles. By exploring where striatal astrocyte subtypes are located with single-cell resolution, we map astrocytes enriched in dorsal, medial, and ventral striatum. Age increases inflammatory marker transcripts in dorsal striatal astrocytes, which display greater age-related changes than ventral striatal astrocytes. We impute molecular interactions between astrocytes and neurons and find that age particularly reduced interactions related to *Nrxn2*. Our data show that aging alters regionally enriched striatal astrocytes asymmetrically, with dorsal striatal astrocytes exhibiting greater age-related molecular changes.

## Abstract (web summary)

Aging drives distinct molecular changes in the brain. Here, the authors use scRNAseq and MERFISH and find that in mice, aging induces subtype-specific, regionally biased changes in striatal astrocytes, marked by transcriptional repression, inflammation, and impaired neuronal interactions.

## Introduction

The striatum is a large, evolutionarily conserved brain nucleus that serves multiple essential functions^1^, including precise information encoding necessary for a range of motor and reward-associated behaviors^2,3^. Normal aging disrupts striatal function, resulting in degradation of motor learning skills and susceptibility to age-related neurodegenerative diseases such as Huntington’s disease and Parkinson’s disease^4–8^. Furthermore, owing to its limited regenerative capacity, the brain may be particularly susceptible to the accumulating damage that occurs with age^9^, contributing to dysfunctional circuits and behavioral decline^10^. Non-neuronal glial cells are essential to support neurons and neural circuits^11^, and exhibit age-related changes. Thus, RNA sequencing of several brain regions, including the striatum, demonstrates that age alters the molecular signatures of glia more robustly than those of neurons^12–14^. In mice, several transcriptomic approaches with single-cell resolution show that glia have more pronounced age-related changes in gene expression and cellular density than neurons^14,15^.

Astrocytes are glial cells that tile the central nervous system (CNS), displaying distinct morphologies and molecular signatures across the CNS^16–20^. Within the striatum, astrocytes contribute to normal and maladaptive behaviors by regulating neurons through a variety of mechanisms^21–31^. Using Rpl22-HA ribosomal subunits and the *Gfap* promoter to target astrocytes, gene expression analyses of astrocytes within several brain regions (visual and motor cortex, hypothalamus, and cerebellum) demonstrated age-induced shifts in their transcriptomes^32^. Notably, a consistent elevation in inflammatory transcripts with unique patterns of decline was observed in individual brain regions^32^. In a separate study, RNA sequencing of striatal astrocytes from the *Aldh1l1*-eGFP-L10a mouse line expressing GFP-tagged L10a ribosomal subunits also demonstrated increased inflammatory transcripts^33^. However, both these studies assessed astrocytes within individual brain regions as a pooled population because of the genetic approaches employed. Astrocytes are diverse between and within brain regions^16,17,19,34^, and changes in any one brain region may not be reflective of changes elsewhere. It is also important to note that past studies did not evaluate age-related differences for astrocytes in different parts of the striatum, nor did they assess different populations of astrocytes in any brain region. Therefore, because of the methods available and employed in the aforesaid pioneering studies^32,33^ an understanding of how striatal astrocyte subtypes^19,23,26^ change with age remains unknown. This is an important issue to resolve because the striatum is involved in age-related neurodegenerative diseases that also exhibit dysfunctional astrocytes^35,36^. In addition, motor skill decline is a clinical metric of age, increasing mortality risk by 30%^37^. The striatum is a key regulator of such behaviors with well-established differences between dorsal-ventral areas, but the contributions of astrocyte subtypes to different areas of the striatum during aging remain unexplored. Considering these issues, we focused on assessing diverse striatal astrocytes and how they change with age by employing single-cell methods.

Single-cell RNA sequencing (scRNAseq) and spatial transcriptomics enable the discovery of previously unidentifiable cell types^38^ and the ability to produce maps of all cell types within tissues. Much is known about the local heterogeneity and precise demarcation of neurons, but far less is known about striatal astrocytes, their local diversity, anatomical location, and their age-related changes. In this study, we used a series of integrated approaches to explore astrocytes within the striatum and determined how distinct astrocyte subtypes change with age in terms of their molecular properties within different anatomical locations.

## Results

### Astrocytes display distinct molecular changes with age

We used multiple integrated techniques to investigate the cellular and molecular changes that occur within the striatum between young (2 months) and aged mice (18 months; Fig. 1a), with a focus on astrocytes. For the scRNAseq data, we report quality control (QC) metrics before and after filtering steps (Supplementary Fig. 1), power analysis to assess if our data have enough cells to identify 7 astrocyte subtypes in the striatum (Supplementary Fig. 2), and cluster module scores for each astrocyte subtype for cell cluster integration and molecular distinction with the scRNAseq and multiplexed error-robust fluorescent in situ hybridization (MERFISH) data (Supplementary Fig. 3). Additional checks of quality and validation in relation to past work are included in the sections that follow and data are provided in Supplementary Data 7, Fig. 3g, and Fig. 5h-i

**Fig. 1:**
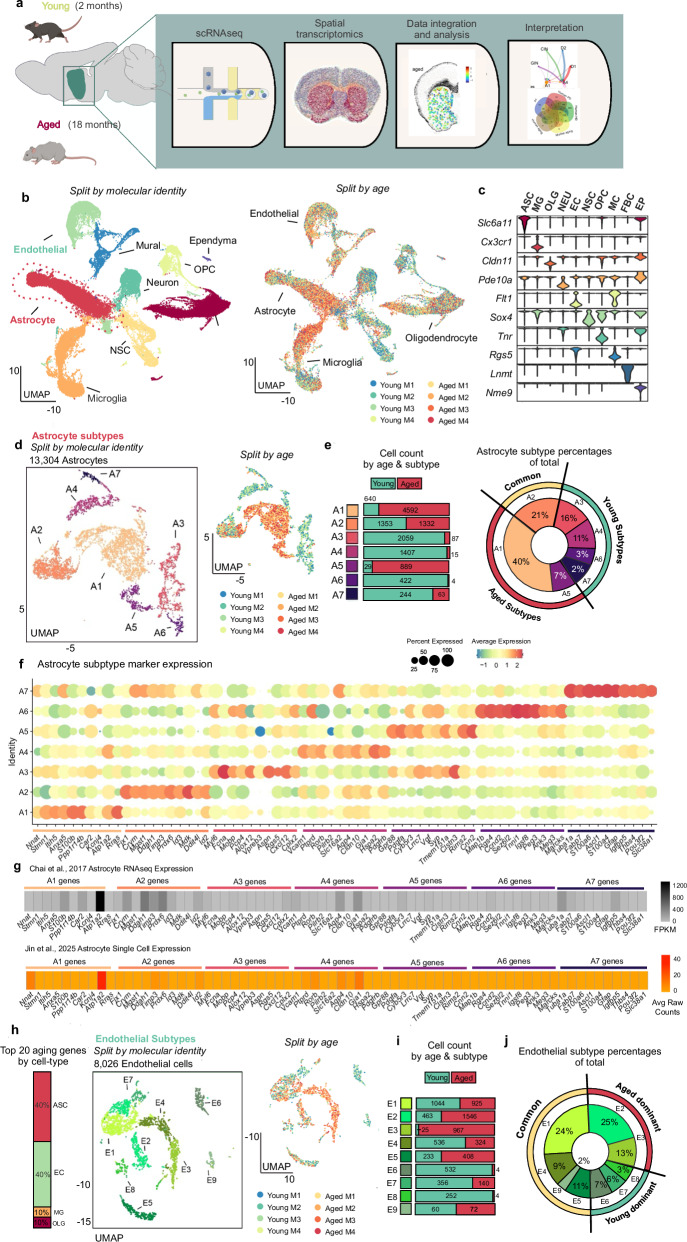
scRNAseq revealed differences between astrocytes from young and aged mice. **a** Schematic of the approach to evaluate astrocytes within the striatum in young and aged mice (*n* = 4 mice per group, 8 total; 64,836 cells). The cartoons on the left side of (**a**) were created in Biorender (Linker, K. (2025) https://BioRender.com/4yka9a8). **b** UMAP split by age and molecular identity. **c** A violin plot of select markers for each major cell type (ASC astrocyte, MG microglia, OLG oligodendrocyte, NEU neuron, NSC neural stem cell, EC endothelial cell, OPC oligodendrocyte precursor cell, MC mural cell, EP ependyma cell) is shown (cross-referenced with dropviz.org) (**c**). The astrocyte cell class was subset from the larger dataset and analyzed further (**d**–**f**). **d** UMAP of astrocytes, which shows putative subtypes identified with Louvain clustering (resolution = 0.1), split by molecular identity and age. **e** The number of each cell type derived from young (green) or old (red) for each astrocyte subtype (A1–7) is shown to display the contribution of young or aged cells to each astrocyte subcluster. The relative percentage of each astrocyte subcluster commits to the total amount of astrocytes (**e**, inner pie) and if the subcluster is dominated by cells from aged, young, or neither (common) samples (**e**, outer pie). Astrocyte subclusters were determined to be young or aged dominant if >70% of the cells within that cluster came from young or aged mice. Expression of 10 distinct subtype-defining markers for each subcluster is shown (**f**). **g** FPKM from the Chai et al.^20^ RNAseq dataset is shown in the grayscale heatmap. The average raw count values of cluster-defining genes in the Jin et al.^41^ single-cell sequencing of astrocytes are shown in the orange heatmap. **h** Astrocytes and endothelial cells contribute the highest amount of DEGs to the total aging DEGs across all cell types. **i** UMAP of subset endothelial cells have nine unique molecular subtypes that were identified with Louvain clustering (resolution = 0.1). **j** The number of each cell derived from young or old for each endothelial subtype (E1–9) is shown to display the contribution of young or aged cells to each endothelial subcluster. The relative percentage of each endothelial subcluster (**j**, inner pie) and if the subcluster is dominated by cells from aged, young, or neither (common) samples (**j**, outer pie).

Generally, glia, and particularly astrocytes, are represented at low levels in standard scRNAseq protocols; we thus used published protocols that bias scRNAseq preparations for cellular diversity, enriching for glia at the expense of neurons^19,23,26^ (Supplementary Figs. 4b). We assessed 64,836 cells in total from eight mice; the data for four 18-month-old mice were assessed along with data from four 2-month-old mice that we recently reported^23^ (Methods). We recognize that greater numbers of cells would allow further insights to emerge, and we thus limit our conclusions to those that are supported by our dataset.

Astrocytes are of interest in the context of aging^39^ and for exploring how astrocytes regulate striatal circuits^40^ and neurodegenerative diseases^36^, prompting us to analyze them in detail. Shallow clustering was used to identify large cell classes (Fig. 1b, c), from which major non-neuronal cells (astrocytes, oligodendrocytes, microglia, and endothelial cells) were subgrouped for a second tier of Louvain community detection (Fig. 1d, e; Supplementary Figs. 4 and 5). The astrocyte cell class exhibited known genes (Fig. 1c; e.g., *Slc6a11*). In accord with past work^19^, we identified seven putative astrocyte subtypes that could be split by molecular identity and age (Fig. 1d), and by cluster-defining genes (Fig. 1f). We also clarified that the cluster-defining genes are not categorical markers but instead embody sets of genes representing signatures used to define the cell clusters. We next compared cluster-defining genes (Fig. 1f) with published astrocyte gene expression data from deep sequencing of striatal astrocytes^20^ and found 91% of these genes were detected. Thus, Fig. 1f shows the top cluster-defining genes (for A1–A7; Supplementary Data 3) and Fig. 1g shows their expression (as FPKM) from astrocyte RiboTag RNAseq data^20^. Furthermore, we compared the cluster-defining genes to recent scRNAseq data for striatal astrocytes^41^ and found that all of them were detected (Fig. 1g). These evaluations show that cluster-defining genes for astrocyte subtypes A1–A7 seen in our data are in accord with astrocytic expression in two published datasets. Upon quantification (Fig. 1e), A1 and A5 subtypes emerged as dominant in aged mice, whereas A3, A4, A6, and A7 subtypes were dominant in young mice. Subtype A2 was equal between young and aged mice. We also found that astrocytes from aged mice displayed less molecular diversity than those from young mice; this was observed in striata that were clustered separately (Supplementary Fig. 4d [young = 6 clusters]; Supplementary Fig. 5c [aged = 3 clusters]) and in integrated aged/young datasets (Fig. 1d). Aged-astrocyte dominant subtype-defining transcripts (Fig. 1f) include *Stmn1*, a transcript whose overexpression distorts cell shape^42^; *Hes5*, a transcriptional repressor^43^, and *Vgf* that is involved in inflammation^44^. One common subtype transcript (A2) is *Ddit4l*, a stress response gene that promotes autophagy^45^. Young astrocyte dominant subtype transcripts were more varied in function, including chaperoning small molecules (A3; *Trf*, *Hbb-bt)*, transcriptional and proteome regulation (A4; *Rorb*, *Hspa2*), cell structure (A7; *Map1b, A6; Tnni1)*, and calcium signaling (A7; *S100a4*)^46–49^. Overall, although all cell types displayed age-related changes in gene expression from our scRNAseq data, we found that the top 20 DEGs across cell types mapped to astrocytes and endothelial cells (Supplementary Fig. 6), which we evaluated in detail in the following sections with a focus on astrocytes.

### Comparison of scRNAseq to past work

There are two prior studies reporting how striatal astrocytes change with age in mice, which used *Aldh1l1* L10a RiboTag methods^33^ and single-cell methods^14^. We next compared our findings at the single-cell level to the RiboTag study, both for validation purposes and to identify shared molecular features. In making these comparisons, it is important to note that RiboTag methods and scRNAseq differ in sequencing read depth. Nonetheless, we identified 926 common genes (Supplementary Fig. 7a, b). Of these, the top 16 significantly altered genes from our study (Log2FC > 0.25 and FDR < 0.05 for young versus old) and Clarke et al. (ref. ^33^ FPKM > 5 and FDR < 0.05 for young versus old) were shared (Supplementary Fig. 7b). We used Enrichr to perform pathway analysis, which highlighted commonalities in inflammatory reactivity (e.g., lysosomes, glutathione metabolism) and protein glycation (e.g., glycan degradation, glycosaminoglycan degradation). The prior study also concluded that aged striatal astrocytes adopt A1-like reactivity^33^. In accord, from our data, we found that striatal astrocytes from aged mice displayed broad changes shared with some of the previously reported pan reactive, A1 and A2 genes with 7, 3 and 3 DEGs, respectively (Supplementary Fig. 7c). While we did not find strong evidence for A1-like reactivity alone, upon closer examination we found that the data from Clarke et al.^33^ also included changes in pan reactive, A1 and A2 genes with 7, 7 and 4 DEGs, respectively (Supplementary Fig. 7c in this study and Fig. 2E of ref. ^33^). These data suggest that aged striatal astrocytes adopt broadly reactive/inflammatory profiles that we found vary between striatal astrocyte subtypes (Supplementary Fig. 7d). The finding that astrocytes display neuroinflammatory and reactivity states with aging is a consistent finding between the current work and past RiboTag^33^ and scRNAseq studies^14^. We next compared age-related astrocyte DEGs from our data to 170 consensus astrocyte reactivity genes (cARGs) from multiple disease states^50^. Of the 170 cARGs, 88 genes were detected in our data, and of the detected genes 97% (85 out of 88) were significantly differentially expressed (42 up, 43 down), displaying age-dependent variation between astrocyte subtypes (Supplementary Fig. 7e, f). These analyses demonstrate overall correspondence between our data for aging striatal astrocytes and past work^33,50^ and show that aged astrocytes adopt inflammatory and reactivity states that vary between subtypes. Core conserved increases in select genes such as *C3*, *Gfap*, and *S100a6* were observed. However, we caution that methodological differences between our work and past studies^33,50^ ought to be considered when making mechanistic interpretations of the similarities and differences between them. Furthermore, it is likely that additional age-related changes will be found in future studies that benefit from greater numbers of high-quality cells, and our findings do not vitiate the necessity for such additional work.

### General comments in relation to other cell types

We note that our scRNAseq data provide information on non-neuronal cell transcriptomes more broadly beyond that of astrocytes alone (Supplementary Fig. 6). Other cell classes, including microglia, endothelial cells, and oligodendrocytes, exhibited several subclusters. Like astrocytes, endothelial cells displayed reduced molecular diversity with age (Fig. 1h; Supplementary Figs. 4g, 5f and 8c). In contrast, oligodendrocytes increased molecular diversity (Supplementary Figs. 4f, 5e and 8d). All three of these cell types displayed subclusters that are dominant in aged mice and those that are dominant in young. Common functional signatures threaded throughout the aged subtype markers include mitochondrial function (E5: *Alas2*; O4: *Slc16a1*), proteome regulation (E3: *Ctsd*; M6:*Kcdt12*; M9:*Ube2c*, O5: *Desi1*) and inflammation (M3: *Ptgs1, Pld4;* M4: *Cspg5*; M7:*Prf1*; E2: *Mgp;* O5: *Il33;* O7: *Igsf8*) (Supplementary Fig. 8). Based on these evaluations we conclude that striatal non-neuronal cells exhibit heterogeneity and that age manifests itself as shifts in their transcriptomes that are specific to each non-neuronal cell class. However, common functional signatures associated with age also emerge and are seen across non-neuronal cells (e.g., inflammation). These findings are consistent with a recent study^14^.

### The regional distribution of striatal astrocyte subtypes changes with age

Our scRNAseq experiments demonstrate striatal astrocytes comprise separable subtypes that change with age (Fig. 1). We next chose one gene from each of the seven subtypes and performed RNAscope evaluations in striatal tissue sections to assess mRNA expression in S100β-positive astrocytes in 2-month-old mice. We used S100β as an astrocyte marker because it labels essentially all striatal astrocytes^23,24^. mRNA for all seven genes for clusters A1–A7, i.e., *Atp1a2*, *Crym*, *Cplx2*, *Aqp4*, *Pdgfa*, *Rgs4*, and *Gfap* were found in S100β-positive astrocytes within striatal tissue sections (Fig. 2a–g; 30–35 cells from 3 mice). As expected^20^, *Gfap* was expressed at low levels in striatal astrocytes (Fig. 2g), but the RNAscope assessments also revealed that some transcripts varied significantly within astrocytes located in the dorsal, central, and ventral striatum (e.g., *Crym*, *Atp1a2* in Fig. 2). 

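MERFISH, which counts single mRNA molecules in place by imaging, was applied to 4 coronal brain sections, 2 from young mice (2 months) and 2 from aged mice (18 months). The authors decoded the images with MERLIN and segmented them into cells. For each cell they deposited its position, its volume and the count of decoded transcripts of each gene, without normalization. Segmentation gave between 73872 and 88584 cells per section. Decoded transcripts ranged from 18816375 in the first aged section to 36116711 in the first young section. Cells with few detected genes or a small volume were left out as in the study's methods. The median kept cell then held 400 and 325 transcripts in the young sections, and 215 and 293 in the aged sections. Counts were summed over the cells of a class within each section, so that sections and not cells were the replicates. With 2 sections per age, 0.333 is the smallest p-value that a two-sided exact permutation test can give. Differences in single values between the ages therefore could not pass a threshold of 0.05 under this test, a limit of the test chosen.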

Next, to determine if astrocyte subtypes have separable spatial enrichment more broadly and to assess young and aged mice, we performed MERFISH^51^. MERFISH detects single RNA transcripts and provides single-cell resolution, which in our data encompassed 42,549 cells. 

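Across the 4 sections, the deposited counts held 320663 segmented cells, of which 281824 were kept. The striatum was outlined from cell positions as the area where at least 40% of the cells nearby were medium spiny neuron-like. It held 82469 of the kept cells. Leaving out cells with markers of more than 1 cell class (mixed cells) left 41638 striatal cells. Under a stricter rule, in which 2 detected markers of another class sufficed, 20483 remained. The paper's text does not name which cells make up its number of cells.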

We created a panel of 383 genes designed from our scRNAseq study (Supplementary Data 1). 

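All 4 sections listed the same 383 genes by symbol. The authors also deposited the mean number of transcripts per cell for each gene and section. Means calculated from the counts of all segmented cells differed from that table by at most 4.7e-09 transcripts per cell. Kept cells had a median of 106 and 94 detected genes in the young sections and 75 and 91 in the aged sections. The panel held 89 of the 188 genes that the paper lists as changed with age in scRNAseq astrocytes (Supplementary Data 5).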

The genes we chose for the panel are categorized by three key features: known cell class markers, aging markers, and putative cell subtype markers. Known cell class markers included genes for major cell classes (astrocytes: *Aqp4*, neurons: *DRD1/DRD2*, microglia: *Hexb*, see Supplementary Fig. 9). These markers were used to identify established cell classes for subsequent analysis. Aging-related markers were the top 20 age-induced DEGs across all cells. These markers were derived by performing MAST (Model-based Analysis of Single-cell Transcriptomics) differential expression analysis that treats cellular detection as a covariate. We were most interested in astrocytes and endothelial cells and targeted our panel for putative subtype transcripts that were cluster-defining genes for these cells from Fig. 1. We selected these genes by determining the ratio of the percent of cells inside the respective cluster to percent expression equal to or greater than 2 (e.g., if 50 percent of the cells inside the cluster express the marker, and 75 percent of the cells outside of the cluster do not; 0.5 expression within cluster divided by 0.25 expression outside of cluster = 2). We chose to select cluster-defining genes with a higher percentage of expression in each cluster, because a low percentage of cells within a cluster can have high expression of a gene, and drive FDR significance and increase logFC, but not be representative of the broader gene expression profile across the cluster. This ensured that a high proportion of the cells expressed the gene and that the cluster-defining gene was not driven by a small proportion of cells, providing a higher likelihood that we would capture this expression in our MERFISH experiment. These markers were all statistically significant after *p* value adjustment. For each subtype A1–7 and E1–9, the top 10 markers had an expression ratio greater than 2 and had a *p* value FDR < 0.05. The full list is provided in Supplementary Data 1. The cell class markers were used to identify major glia populations to create a cellular map of coronal sections that included the striatum (Fig. 3a). Cells located within the striatum were regionally segregated and clustered with Louvain community detection (Fig. 3a). 

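The deposited files name no cell classes, so the classes were rebuilt from marker genes and each is named by its likeness to a class. Counts per cell were divided by volume and by the cell's total, scaled to 10000 and log-transformed. Clustering used 15 principal components and the study's resolution of 0.08. To keep clusters from being defined by the outcome, 35 genes whose change with age is reported were left out of this step. The 7 resulting clusters comprised 94895 neuron-like, 68354 medium spiny neuron-like, 40695 oligodendrocyte-like and 35150 vascular-like (endothelial and mural) cells. The smaller clusters held 26229 astrocyte-like, 10233 microglia-like and 6268 oligodendrocyte precursor (OPC)-like cells. In the astrocyte-like cluster, the 7 astrocyte markers of the panel were higher than in the other clusters by a median of 17.3-fold. The outlined striatum of a single hemisphere covered between 4.77 and 5.45 mm² in the young sections and between 4.05 and 5.39 mm² in the aged sections.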

Astrocytes of the striatum underwent a second tier of clustering mirroring scRNAseq analysis; several clusters were identified. The MERFISH data were also integrated with scRNAseq data using reciprocal principal component analysis (PCA) for collective comparison^52^. Both approaches identified seven astrocyte subtypes that are analogous to scRNAseq-identified subtypes (Fig. 3b). Each astrocyte subtype was identified by reliable markers that distinguished them both in MERFISH and in scRNAseq datasets (Supplementary Fig. 10).

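Each striatal astrocyte-like cell was assigned to the subtype whose 10 MERFISH markers in Supplementary Data 1 had the highest mean standardized expression in that cell. The subtypes below are thus rebuilt from markers and are called marker-assigned. That table lists markers for A1 to A6 and for A8, and none for A7, so 7 subtypes were assigned. Without mixed cells, 650 and 595 cells were assigned in the young sections, and 594 and 636 in the aged sections. Their median depth was 104.5 and 94 transcripts in the young sections and 83 and 97 in the aged sections, which limits the assignment of single cells. Some of the lists hold genes of other cell classes, such as Opalin (A3 and A5), Pdgfra and Olig1 (A4) and Csf1r, Cx3cr1 and P2ry12 (A8). Unlike in the clustering, genes that change with age were not left out of the lists. Dpysl3 and Ccnd2 (A6) were called lower in aged astrocyte-like cells of the whole section, with log2 fold changes of −1.42 and −1.08. Brinp3 (A4) was called higher (0.63). Shares can therefore change with age in part through these genes.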

**Fig. 2:**
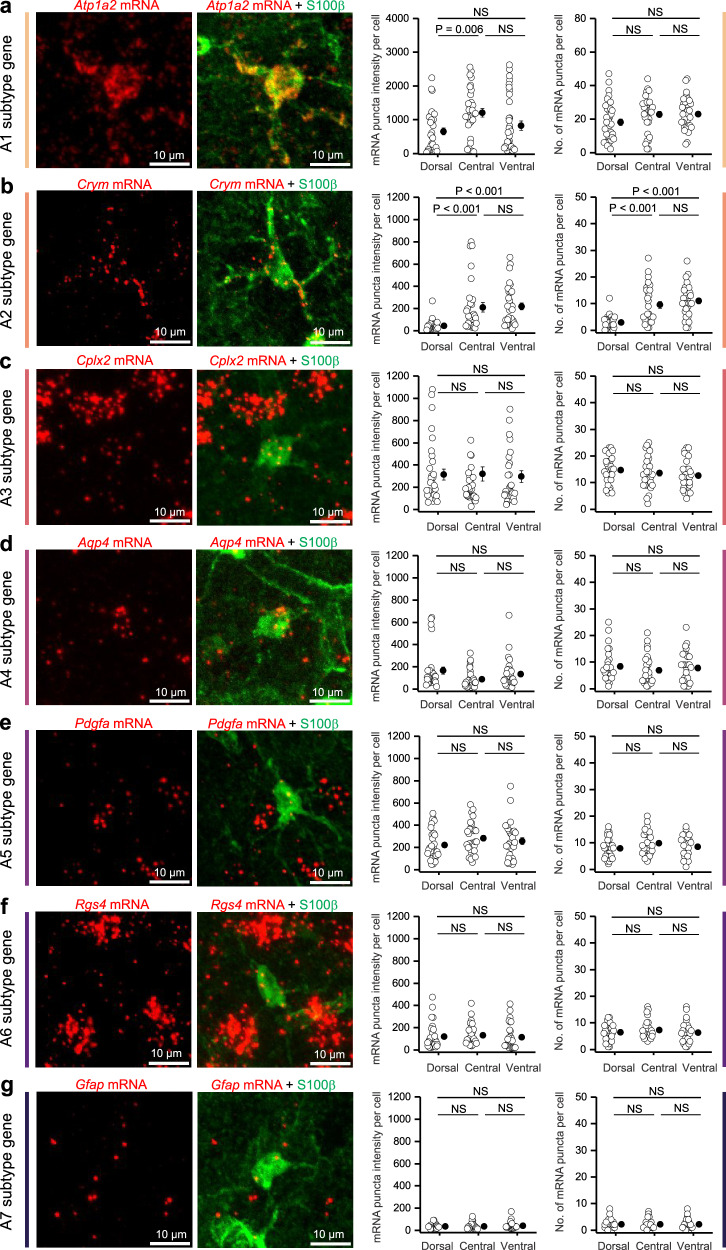
RNAscope validation of candidate mRNA gene expression for each astrocyte subtype. Representative images (left) of mouse central striatum with mRNA for *Atp1a2* (**a**), *Crym* (**b**), *Cplx2* (**c**), *Aqp4* (**d**), *Pdgfa* (**e**), *Rgs4* (**f**), and *Gfap* (**g**) in red, and S100β astrocyte marker protein in green. Quantification of the mRNA puncta intensity and the number of mRNA puncta per cell for each gene of interest in the dorsal, central, and ventral striatum (right). Average data shown as mean ± SEM. from *n*  =  30–35 cells from 3 mice (one-tailed one-way ANOVA followed by Tukey’s post hoc test or Kruskal-Wallis ANOVA). Source data are provided. In the case of *Pdgfa*, *Rgs4*, and *Cplx2*, mRNA was also detected in cells that were not S100β-positive astrocytes. These were NeuN-positive neurons. This is consistent with the idea that individual genes are not categorical markers but are part of a set of genes used to define cell clusters.

**Fig. 3:**
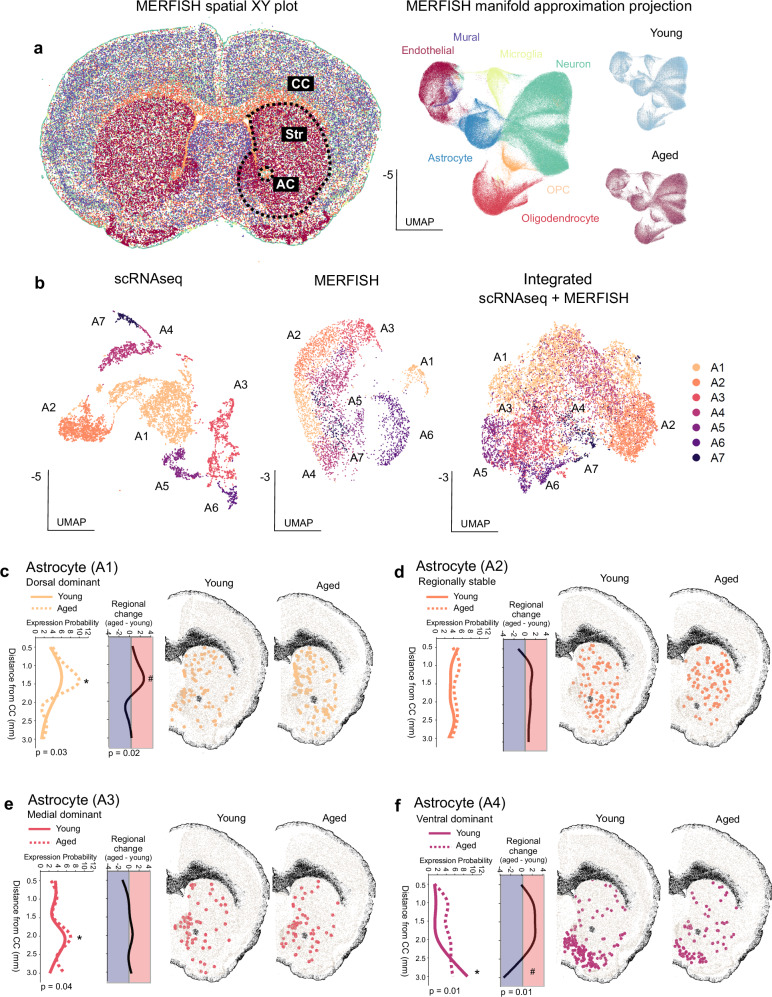
MERISH shows that astrocytes from aged mice display different regional enrichment. **a** XY directional map of all cell types identified within the striatal section is shown. Medium spiny neurons, cortical neurons, astrocytes, oligodendrocytes, endothelial cells, and microglia are displayed in different colors - each dot represents a cell segmented by MERLIN. All cells within the XY coordinates of the striatum were subset, and here we display the UMAP of these subset striatal cell clusters split by major cell types and UMAP split by age (young = blue; aged = red). **b** Striatal astrocytes were subset from all striatal cells and clustered separately using the Louvian algorithm. The first UMAP shows striatal astrocyte subtypes from single cells, the second UMAP shows striatal astrocyte subtypes from MERFISH, and the third UMAP shows striatal astrocyte subtypes from integrated single-cell and MERFISH datasets. **c**–**f** Top 4 astrocyte subtypes (by abundance) are shown. The astrocyte subtype expression probability is quantified along the dorsal-ventral axis in 500 μm segments in young and aged mice. We divided the striatum into five 500 μm sections, starting at the base of the corpus callosum and moving ventrally. We quantified the density of each astrocyte subtype within each subregion. This astrocyte expression probability quantification was calculated by the number of astrocytes within a subcluster (A1–7), within each 500 μm subregion (0–5) (*X*_A1…A7_ within *Y*_0…5_) divided by the total number of astrocytes within that 500 μm section (Σ_total_) normalized to the total number of astrocytes within each respective subcluster (*σ*_A1…A7_) ([(*X*_A1,..A7_ within *Y*_0…5_/Σ_total_)/*σ*_A1…A7_]). The regional change is quantified by subtracting the young astrocyte expression probability from the aged expression probability. These quantifications were statistically analyzed using a two-way repeated measures (for subregion) ANOVA. Asterisks (*) indicate significant differences (*p* value < 0.05) across sub-regions, and hashtags (#) indicate significant differences across ages. Individual representative astrocyte maps for young and aged striatal sections are displayed to the right of the astrocyte density quantification, with astrocyte subtypes demarcated in their respective colors. In the graphs shown in (**c**–**f**), the corpus callosum is abbreviated as CC on the *y*-axis.

Cell type-specific identifying markers mapped scRNAseq defined astrocyte subtypes to MERFISH astrocyte clusters, which enabled us to map astrocyte locations and regional enrichment (Fig. 3c-d; Supplementary Data 2). We assessed the striatum in 500 μm increments starting from the corpus callosum, down to the base of the striatum (NAc), for a total of six sub-regions along the dorsal-ventral axis. This astrocyte expression probability quantification was calculated by the number of astrocytes within a subcluster (A1–7), within each 500 μm subregion (0–5), divided by the total number of astrocytes within that section, and normalized to the total number of astrocytes within each respective subcluster. This quantification allowed us to calculate the percentage of astrocytes from a specific cluster within a subregion of the striatum, without the confounding factors of different astrocyte subsets having more cells than others (A1 subsets have the most astrocytes of all the subsets) and different regions of the striatum display more astrocyte density than others (the ventral striatum has more astrocytes than the dorsal). This enabled us to quantify regional enrichment of astrocyte subtypes and their shifts or stability with age. 

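Density was measured in 6 segments of 500 µm below the dorsal edge of the striatum, the last of which takes any deeper cells. In the 2 ventral-most segments, astrocyte-like cells numbered 53.7 ± 2.18 per mm² in young sections and 68.9 ± 6.12 in aged sections (SD, n = 2 per age). In the 2 dorsal-most segments there were 51.4 ± 5.42 and 55.7 ± 4.74 per mm² (SD, n = 2 per age). The ratio of ventral to dorsal density was 1.16 and 0.944 in the young sections and 1.09 and 1.40 in the aged sections. It was thus above 1 in 3 of 4 sections, and the ages did not separate (exact permutation test, two-sided p = 0.667). Where mixed cells were kept, the ratio was above 1 in each of the 4 sections, between 1.05 and 1.27. By the mean share, A2 was the most frequent marker-assigned subtype in young sections, with 21.7% ± 2.15 of astrocyte-like cells (SD, n = 2), but in the first young section A6 had 135 cells and A2 131. In aged sections it was A4 in each section, with 22.9% ± 0.418 (SD, n = 2). A1 made up 14.7% ± 0.104 and 15.7% ± 0.643 (SD, n = 2 per age).

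**Figure D1:**
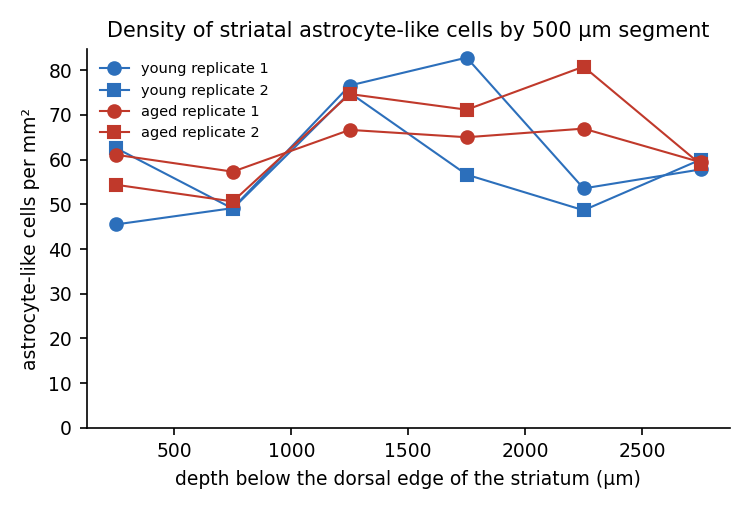
Astrocyte-like cells per mm² of striatum, mixed cells left out, in 500 µm segments by depth below the dorsal edge. Each line is 1 section, and the highest value, 82.8 per mm², lies in the fourth segment of young replicate 1.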

Astrocyte subtype 1 expression was dominant in the dorsal striatum, and in aged mice this dominance was exacerbated (Fig. 3c). 

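Marker-assigned A1 cells were 17.2% ± 2.66 of astrocyte-like cells in the dorsal-most 1000 µm of young sections and 16.0% ± 3.15 in aged sections (SD, n = 2 per age). In the ventral-most pair of segments their share was 16.1% ± 2.95 in young and 14.5% ± 0.729 in aged sections (SD, n = 2 per age). The dorsal minus ventral difference was −2.90 and 5.03 percentage points in the young sections, and 3.26 and −0.167 in the aged sections. Its sign thus differed between the sections of each age, and the ages did not separate (exact permutation test, two-sided p = 1). The middle share was 12.1% ± 0.687 in young and 16.1% ± 0.940 in aged sections (SD, n = 2 per age), with both aged sections above both young sections (exact permutation test, two-sided p = 0.333). Shares sum to 100%, so a fall of another subtype raises them. With A6-assigned cells left out, the middle share of A1 was 17.2% and 19.2% and the ages overlapped, as they did with mixed cells kept. The mean dorsal minus ventral difference rose by 0.480 percentage points with age, but changed by −3.49 without the first young section and by −1.23 without the first aged section.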

Astrocyte subtype 2 was regionally stable in both young and aged mice (Fig. 3d). 

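For A2, the share in the dorsal-most 1000 µm was 26.1% ± 0.734 in young sections and 17.4% ± 6.68 in aged sections (SD, n = 2 per age). Both aged sections lay below both young sections there (exact permutation test, two-sided p = 0.333), but the ages overlapped with mixed cells kept, at 20.7% and 19.4% in young and 9.70% and 20.3% in aged sections. Over the middle 1000 µm the shares were 19.3% ± 1.17 and 17.8% ± 3.27, and ventrally 21.7% ± 5.73 and 20.8% ± 5.71 (SD, n = 2 per age). Dorsal minus ventral, A2 differed by 8.99 and −0.153 percentage points in the young sections and by −4.06 and −2.69 in the aged sections. The change with age, −7.79, stayed below 0 in the 6 alternatives (−12.4 to −3.22), but the ages overlapped with mixed cells kept. With A6-assigned cells left out, the middle share was 27.3% and 27.7% in young sections. It was lower in both aged sections, at 17.7% and 24.8%. Across the whole striatum, A2 made up 15.0% of the first and 21.9% of the second aged section's astrocyte-like cells, a spread larger than the change with age.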

Astrocyte subtype 3 was dominant in the medial striatum in both young and aged mice (Fig. 3e). 

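A3-assigned cells made up 10.3% ± 0.898 of astrocyte-like cells in the middle segments of young sections and 9.31% ± 2.93 in aged sections (SD, n = 2 per age). Dorsal shares were 8.52% ± 2.10 and 11.4% ± 1.79, and ventral shares 9.43% ± 2.29 and 9.93% ± 2.90 (SD, n = 2 per age). The middle share exceeded both the dorsal and the ventral share in 1 section, young replicate 2. At each age, the segments differed by no more than the larger spread between sections. The dorsal share was higher in both aged than in both young sections (exact permutation test, two-sided p = 0.333). With A6-assigned cells left out, the middle share was 14.8% ± 2.03 in young and 11.0% ± 2.89 in aged sections (SD, n = 2 per age), and exceeded the dorsal and the ventral share in both young sections and in neither aged section.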

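The share of A4 among marker-assigned astrocyte-like cells of young sections was 23.4% ± 1.81 in the dorsal, 14.4% ± 1.29 in the middle and 26.8% ± 1.92 in the ventral segments (SD, n = 2). The corresponding values in aged sections were 21.9% ± 1.24, 21.5% ± 2.43 and 26.8% ± 1.51 (SD, n = 2). Ventral shares exceeded dorsal shares in each of the 4 sections, with dorsal minus ventral differences of −0.748 and −6.01 percentage points in the young sections and −4.75 and −5.12 in the aged sections. With age, the ventral share changed by 0.0440 percentage points and the dorsal share by −1.51, both less than the spread between sections. The middle share rose by 7.06 percentage points, with both aged sections above both young sections (exact permutation test, two-sided p = 0.333). This rise was 4.98 with A6-assigned cells left out and 3.64 with mixed cells kept. The change with age of the dorsal minus ventral difference turned from −1.56 to 1.08 percentage points without the first young section.

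**Figure D2:**
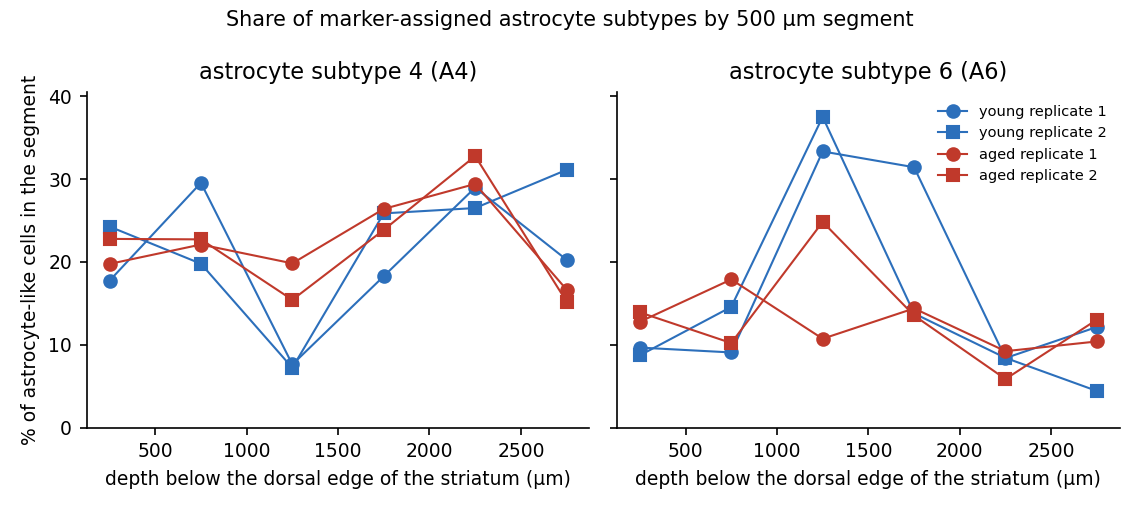
Share of astrocyte-like cells assigned to A4 and A6 in each 500 µm segment by depth below the dorsal edge of the striatum. Each line is 1 section. The A6 share in the third segment is 33.3% and 37.5% in the young sections, against 10.7% and 24.8% in the aged sections.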

Astrocyte subtype 4 was dominant in the ventral striatum, and in aged mice this regional enrichment was diminished, with the enrichment shifting dorsally towards the corpus callosum (Fig. 3f). Some smaller astrocyte subtypes (5–7) also had regional enrichment; with A5 being dorsal dominant, A6 medial dominant, and A7 dorsal dominant (Supplementary Fig. 10). Thus, two transcriptomic approaches with single-cell resolution (scRNAseq, MERFISH) and their integration demonstrated heterogeneity of astrocytes within the striatum and showed that regional enrichment of astrocyte subtypes shifts with age, which is similar to a recent scRNAseq and MERFISH study^14^. 

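A5-assigned cells were 9.85% ± 3.98 of dorsal and 9.11% ± 0.378 of ventral astrocyte-like cells in young sections (SD, n = 2), a difference within the spread between sections. In aged sections these shares were 11.4% ± 1.79 and 11.7% ± 2.03 (SD, n = 2). A6-assigned cells made up 29.8% ± 3.57 of the middle segments in young sections and 15.8% ± 4.58 in aged sections (SD, n = 2 per age). Both young sections lay above both aged sections (exact permutation test, two-sided p = 0.333). With mixed cells kept these shares were 23.4% ± 1.61 and 16.3% ± 1.60 (SD, n = 2 per age). Dorsal shares of A6 were 10.4% ± 1.57 and 13.7% ± 2.47, and ventral shares 8.49% ± 2.06 and 8.73% ± 1.20 (SD, n = 2 per age). The cells assigned to A6 also carried transcripts of neuroblast markers that are not in its list, at 4.75 times or more the level of the other cells in every section. A7 was not analysed here, since the table of MERFISH markers lists none for it.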

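Across the whole striatum, the share of A6 among marker-assigned cells fell by 5.74 percentage points with age, from 19.2% ± 2.21 to 13.5% ± 1.19 (SD, n = 2 per age). Shares rose by 3.08 percentage points for A4, 2.02 for A5, 2.41 for A8 and 1.01 for A1. For these subtypes both aged sections lay on the same side of both young sections (exact permutation test, two-sided p = 0.333 for each), which chance gives in 16.7% of cases in each direction. The sections of both ages overlapped for A2 and A3. Lists of A6 and A4 hold genes called lower and higher with age, so the assignment itself can add to the fall of A6 and the rise of A4. The shares sum to 100%, so the fall of A6 alone raises the others. With A6-assigned cells left out, A1 no longer rose (−0.0503 percentage points, exact permutation test, two-sided p = 1), while A4 rose by 1.93, A5 by 1.60 and A8 by 2.29, each with both aged above both young sections. With mixed cells kept, the fall of A6 was 1.81 percentage points, A4 rose by 1.63 and A8 by 1.04, while the ages overlapped for A1 and A5 (exact permutation test, two-sided p = 1 and 0.667). From the separable subtypes found by scRNAseq, MERFISH and their integration, and from their positions, the paper concludes that striatal astrocytes are heterogeneous and that the regional enrichment of their subtypes shifts with age.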

Our data indicate that subtypes exhibit regional enrichment that varies with age. These changes are likely due to cells shifting their state during aging, rather than the emergence of new cells or the migration of existing ones. Our data provide a basis to understand these state shifts, but additional studies with far greater numbers of cells across different species are an important requirement for the future.

Endothelial subtype markers were included in our MERFISH panel. Clustering of MERFISH identified eight of the nine striatal endothelial cell subtypes both separately and when integrated with scRNAseq (Supplementary Fig. 11). We found that striatal endothelial cells also exhibited shifts in transcriptomic signatures in aged mice (Fig. 1h–j, Supplementary Fig. 8). However, in contrast to astrocytes, spatial mapping of endothelial cells did not demonstrate regional enrichment within the striatum (Supplementary Fig. 11). Thus, all striatal endothelial subtypes had dispersed densities within tissue, despite their molecular diversity at the scRNAseq level.

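Endothelial and mural cells formed a single vascular-like cluster, and its subtypes were not analysed here. In the 2 dorsal-most segments, vascular-like cells numbered 84.8 ± 0.174 per mm² in young and 95.0 ± 2.23 in aged sections (SD, n = 2 per age, mixed cells left out). In the 2 ventral-most segments there were 85.0 ± 0.220 and 84.0 ± 2.65 per mm² (SD, n = 2 per age). Ventral over dorsal, the density ratio was 1.00 in both young sections, and 0.889 and 0.879 in the aged sections (exact permutation test, two-sided p = 0.333). With mixed cells kept it lay below 1 in each section, between 0.806 and 0.930.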

### Striatal astrocyte aging-related signatures

We investigated differentially expressed genes within astrocytes as a group in young and aged mice, outside of the astrocyte subtype analyses (Fig. 4a). Astrocytes and endothelial cells changed significantly with age, and most transcripts in astrocytes decreased with age, unlike other major cell classes within our single-cell dataset (Supplementary Fig. 6). Key transcripts that changed with age showed enriched expression in subtypes that had dominant expression in the dorsal striatum (Fig. 4a). For example, *Gfap* RNA increased with age, and astrocytes subtypes that occupied the dorsal striatum expressed more *Gfap* (Fig. 4b, Supplementary Fig. 12). 

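Gfap lies on chromosome 11 of GRCm38 from 102887336 to 102900912 in the GENCODE annotation, while the files give the symbol alone. In astrocyte-like cells of the whole section, without mixed cells, it made up 152 ± 20.2 of 10000 transcripts in young and 182 ± 25.2 in aged sections (SD, n = 2 per age). The log2 fold change was 0.25 (standard error 0.14, adjusted p = 0.356 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sections overlapped, at 167 and 138 in young and 200.4 and 164 in aged. The fold change stayed above 0 and short of the threshold in the 23 alternatives run, between 0.06 and 0.42. Of the 371 genes tested in these cells, 20 passed the threshold of 0.05, 4 higher and 16 lower in aged sections. DESeq2 called 32, while limma, the finer cluster resolution of 0.3 and leaving out the second aged section each gave 0 calls (67, 35 and 50 genes at an unadjusted p under 0.05). With cells that had 2 or more neuroblast markers left out, edgeR called 5 genes. C3, C4b and Snhg11 were higher there, while Cd38 and Tnf, which were not among the 20, were lower. The larger number of lower genes thus did not hold in that setting. Within the dorsal striatum, Gfap was 25.6 ± 0.486 of 10000 transcripts in young and 38.7 ± 19.4 in aged sections (SD, n = 2 per age). The second aged section alone was higher, at 52.4 against 24.9, and without it the dorsal log2 fold change was 0.00. In the ventral striatum the values were 29.9 ± 19.4 and 21.0 ± 7.55 (SD, n = 2 per age). The change with age differed between ventral and dorsal striatum by −1.01 (standard error 0.46, adjusted p = 0.981 from edgeR's interaction test with Benjamini-Hochberg adjustment). With the middle part of the axis left out of the comparison, this difference was −1.58 with an adjusted p of 0.000402, against a range of 0.000402 to 0.997 over the 8 alternatives of edgeR's test.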

GFAP is expressed at low levels in the striatum^19,20^, but is known to increase with inflammation and aging, and is strongly associated with astrogliosis^53^. We measured the percent area of the striatal parenchyma covered by GFAP (in 500 μm^2^) and found low GFAP throughout the striatum in young mice (Fig. 4c, Supplementary Fig. 12). However, in aged mice, GFAP coverage was significantly higher in the dorsal striatum compared to young mice (*n* = 4–5 mice, *p* = 0.015) and dissipated along the ventral axis (Fig. 4c; *n* = 4–5 mice, *p* > 0.1). In addition, scRNAseq data showed *C4b* increased with age and marked aged-dominant astrocyte subtypes A1 and A5, and *Tubb3* decreased with age and marked young-dominant astrocyte subtypes A3 and A6 (Supplementary Fig. 13). MERFISH datasets demonstrated *C4b* transcripts increased primarily in the dorsal striatum with age, while *Tubb3* decreased more substantially in the ventral striatum (Supplementary Fig. 13).

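C4b, which encodes a complement component, lies on chromosome 17 of GRCm38 from 34728380 to 34743882. The annotation places the closely related C4a on the same chromosome from 34809092 to 34823464, and whether the probes separate the pair is not known from the files. In astrocyte-like cells of the whole section, C4b rose from 21.9 ± 0.992 to 37.9 ± 4.56 of 10000 transcripts (SD, n = 2 per age). Its log2 fold change was 0.78 (standard error 0.18, adjusted p = 0.0026 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The direction held in the 23 alternatives, with a log2 fold change of 0.72 with mixed cells kept and 0.48 by limma. Limma was fitted to section means of log values per cell and edgeR to summed counts, so their sizes are not directly comparable. C4b fell short of the threshold in 10 of the 23, the striatum alone among them. Leaving out either aged section also brought its adjusted p above 0.05 (edgeR with Benjamini-Hochberg adjustment, 0.108 and 0.148, in a range of 0.000116 to 0.604 over all alternatives). Dorsally, C4b rose from 27.0 ± 5.81 to 58.1 ± 7.03 and ventrally from 33.1 ± 4.91 to 39.7 ± 0.656 (SD, n = 2 per age), which are log2 fold changes of 1.18 and 0.32. The ventral change was smaller by a log2 difference of −0.91 (standard error 0.32), which did not pass adjustment over the genes tested (adjusted p = 0.981, edgeR with Benjamini-Hochberg adjustment). It passed where the middle part of the axis was left out (−1.52, edgeR with Benjamini-Hochberg adjusted p = 0.000279, in a range of 0.000279 to 0.997 over 8 alternatives). With the striatum parted at the middle of the axis, edgeR's interaction test called 0 genes, with 2 at an unadjusted p under 0.05.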

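Tubb3, which encodes a neuronal tubulin, lies on chromosome 8 from 123411424 to 123422015. In astrocyte-like cells of the whole section it fell from 15.5 ± 2.76 to 7.66 ± 0.844 of 10000 transcripts (SD, n = 2 per age). This was a log2 fold change of −1.03 (standard error 0.23, edgeR with Benjamini-Hochberg adjusted p = 0.00177). That fall was no longer present at a cluster resolution of 0.3 (0.03) or where cells with neuroblast markers were left out (0.00). Without the second young or the second aged section it stayed lower (−0.83 and −0.88) but was not called (edgeR with Benjamini-Hochberg adjusted p = 0.107 and 0.257, in a range of 0.000166 to 0.994 over the 23 alternatives). In dorsal striatum Tubb3 fell from 15.4 ± 6.35 to 5.42 ± 3.13 and in ventral striatum from 8.09 ± 0.0354 to 3.51 ± 0.787 (SD, n = 2 per age). The log2 fold changes were −1.40 dorsally and −1.14 ventrally, and their difference of 0.17 was smaller than its standard error of 0.66. Its direction changed in 4 of 7 alternatives, to −1.35 with the second axis, −0.58 without the first aged section, −0.12 without the second young section and −0.0536 with mixed cells kept.

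**Figure D3:**
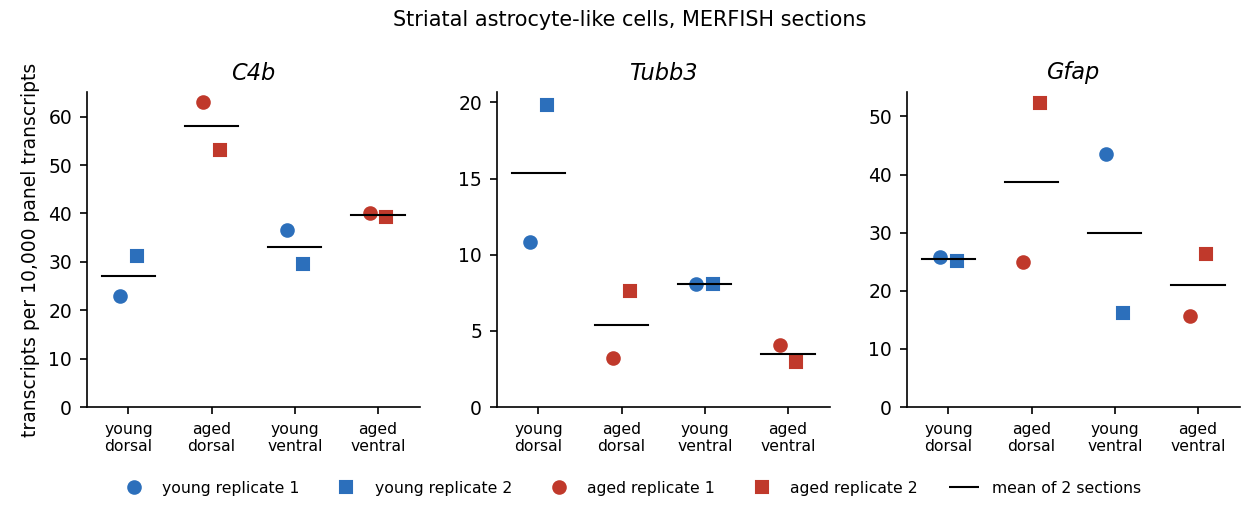
Transcripts of C4b, Tubb3 and Gfap per 10000 panel transcripts in astrocyte-like cells of the dorsal and ventral striatum, parted at the middle of the axis. Points are single sections and bars their means. Aged sections hold more C4b dorsally, at 63.1 and 53.1 against 22.9 and 31.1 in young sections, and Tubb3 is lower with age in both parts under the clusters used here.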

**Fig. 4:**
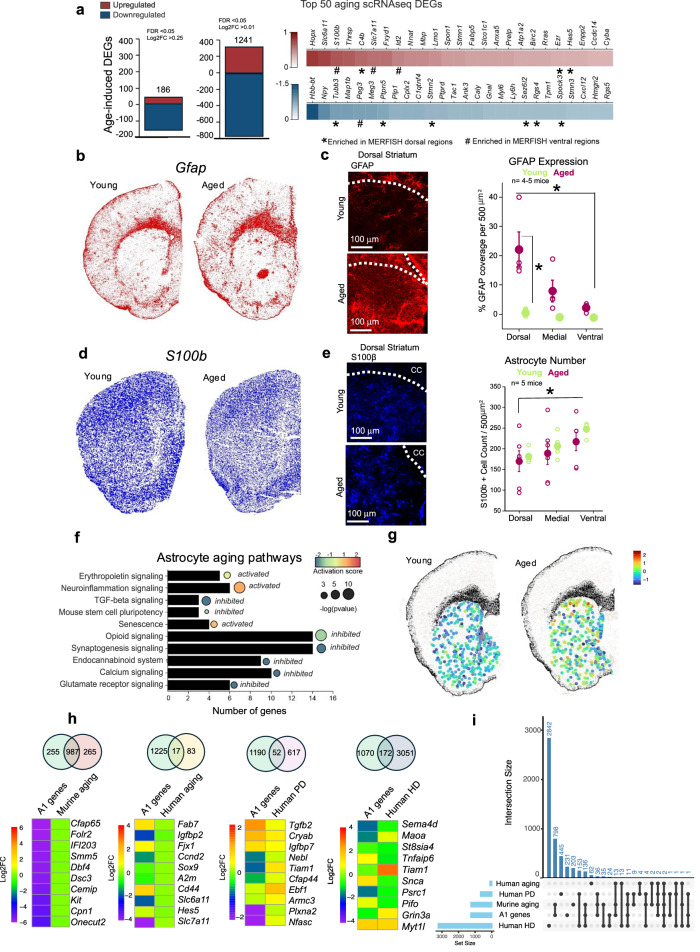
Molecular features of striatal astrocytes from aged mice. **a** Top aging astrocyte markers were assessed using MAST differential expression, and the top 25 up and 25 downregulated transcripts are shown in the heatmap (see also Supplementary Data 5). Dorsal enriched genes are marked with an asterisk (*) and ventral enriched genes are marked with a hashtag (#). **b** Representative image of MERFISH RNA counts shows age increases in *Gfap* in the dorsal striatum. **c** Representative images of the dorsal striatum are shown for young and aged mice. GFAP coverage per 500 μm^2^ in the dorsal striatum; across young and aged mice (*n* = 4–5 mice; 2-way RM ANOVA with Bonferroni post hoc (*p = 0.00032 (aged dorsal compared ventral) and *p = 0.00029 (aged dorsal compared to young dorsal), data are presented as mean values ± SEM). **d** Representative image of MERFISH RNA counts shows *S100b* expression in the dorsal striatum. **e** Quantification of S100β + cells per 500 μm^2^, in the dorsal, medial, and ventral striatum; across young and aged mice (*n* = 4–5 mice; 2-way RM ANOVA with Bonferroni post hoc *p = 0.036, data are presented as mean values ± SEM). **f** IPA analysis was performed on age-induced DEGs in striatal astrocytes, and each black bar indicates the number of genes per pathway, circle size indicates the −log(*p* value) (right-tailed Fisher’s Exact Test), and circle color indicates the activation score number. **g** Aging gene score is calculated by the average expression levels of the top 20 differentially expressed genes in age on a single-cell level, subtracted by the aggregated expression of control feature sets. Each dot represents an astrocyte, and the color of the dot is the relative change in the aging score. **h** Heatmaps of the top 10 shared genes between our aging and A1 astrocyte subtype genes (Log2FC > 0.01) with mouse aging (Log2FC > 0.01), human striatal astrocyte aging, human striatal astrocyte Huntington’s Disease, and human Parkinson’s Disease using the DEG (see data availability and Supplementary Data 5). Venn diagrams visualize the total overlap across each gene set. **i** UpSet plot of the overlap of murine aging striatal data and the past studies.

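S100b lies on chromosome 10 of GRCm38 from 76253853 to 76261159. In astrocyte-like cells of the whole section it made up 43.6 ± 2.33 of 10000 transcripts in young and 50.4 ± 9.06 in aged sections (SD, n = 2 per age). This is a log2 fold change of 0.20 (standard error 0.17, edgeR with Benjamini-Hochberg adjusted p = 0.576), with the direction reversed to −0.06 under a rule per cell without clusters. In the dorsal striatum the log2 fold change was 0.18 and in the ventral striatum 0.33, neither past the threshold (edgeR with Benjamini-Hochberg adjusted p = 0.884 and 0.766). Without the second aged section, the dorsal value was −0.40.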

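Astrocyte-like cells without mixed cells numbered 62.2 and 58.2 per mm² of striatum in the young sections and 62.9 and 65.3 in the aged sections. The means were 60.2 ± 2.85 and 64.1 ± 1.73 (SD, n = 2 per age), a difference of 3.88 per mm² (exact permutation test, two-sided p = 0.333). With mixed cells kept there were 131 ± 10.5 and 130.4 ± 5.69 per mm² (SD, n = 2 per age), and the direction reversed to −0.878. As a share of all kept cells without mixed cells over the whole section, astrocyte-like cells were 11.1% ± 0.0480 in young and 8.73% ± 0.255 in aged sections (SD, n = 2 per age). This share differed by −2.37 percentage points (exact permutation test, two-sided p = 0.333), and by 0.255 under a rule per cell without clusters, the alternative that moved it to the other direction. The difference was −0.965 percentage points with neuroblast-marker cells left out, −0.672 at a cluster resolution of 0.3, −1.10 with mixed cells kept and −5.03 without the filter on genes or volume. Restricted to the striatum, it was −0.908 percentage points, and −0.106 there with mixed cells kept. The rule on mixed cells counts detected markers and so depends on depth. It removed 59.3% and 50.9% of neuron-like cells in the young sections, against 33.8% and 48.7% in the aged sections. More neuron-like cells thus stayed in the aged total, and part of the fall in share can come from this rule.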

Astrocyte number did not change with age in MERFISH or immunohistochemistry (IHC) datasets: S100β-positive astrocytes increased along the ventral axis from ~190 to ~240 cells per 500 μm^2^ (Fig. 4d, e), but this pattern did not change with age. These findings suggest that age-related changes to astrocytes are not a result of astrocyte count decreases but due to transcriptomic shifts in state.

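In the density of all kept cells, which counts every class, young sections held 2062 ± 272 and aged sections 2076 ± 14.1 cells per mm² of striatum (SD, n = 2 per age, exact permutation test, two-sided p = 1). Astrocyte-like cells of the whole section, without mixed cells, held a median of 117 and 98 transcripts in young and 96 and 106 in aged sections. This depth overlapped between the ages, but the rule on mixed cells depends on depth itself. With mixed cells kept, the medians were 218 and 171 in young and 147.5 and 179 in aged sections. In the striatum with mixed cells kept, they were 193 and 161 in young and 140 and 157 in aged sections, where both aged lay below both young sections. From astrocyte counts that did not change with age, in MERFISH and by immunohistochemistry, the paper proposes that changes with age reflect transcriptomic shifts in state rather than a loss of astrocytes.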

Major astrocyte aging pathways included activated neuroinflammation signaling, senescence, and deactivated synaptogenesis and stem cell pluripotency (Fig. 4f), which aligns with major pathways that are disrupted in other organs^54^. *Psen1* is an upstream regulator whose proteolytic cleavage is involved in Alzheimer’s disease, a neurodegenerative disease with high comorbidity with age (Supplementary Fig. 13). *Rest*, which was activated, is also an upstream regulator and a major transcriptional repressor. This is consistent with the downregulation of astrocyte transcripts with age.

We created a composite aging score to investigate on a cell-by-cell basis which astrocytes within the striatum had more robust transcriptomic changes with age. The score is calculated by the average expression levels of the top 20 differentially expressed genes in age on a single-cell level, subtracted by the aggregated expression of control feature sets (the module score function in Seurat). Seurat selects a set of control genes to serve as a reference. The control genes are chosen randomly from the dataset but matched for expression levels to the genes in the input module. A positive module score in a cell shows that the module’s genes are more highly expressed than the control genes in that cell. This visually delineates astrocytes by the top 20 aging DEGs across the dorsal-ventral axis of the striatum, with dorsal astrocytes having a higher aging score than ventral (Fig. 4g). This is consistent with recent findings showing specific age-related astrocyte states emerge near the corpus callosum adjacent to the dorsal striatum^14^.

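The score was rebuilt from the 20 panel genes with the largest fold changes with age in the paper's scRNAseq astrocytes (Supplementary Data 5), since the paper's text does not name its list. Of these, 6 were higher and 14 lower in aged astrocytes in that table. The score takes both kinds with the same sign, so a higher score need not mean a larger change with age. Control genes came from 24 bins of mean expression, as in Seurat, and each bin held about 15 panel genes. Mean scores over astrocyte-like cells were −0.0188 and 0.0045 in the young sections, and 0.0482 and 0.0160 in the aged sections, a difference of 0.0392 (exact permutation test, two-sided p = 0.333). The signed score, higher genes minus lower genes, moved this most, to 0.186 in the whole section. In the striatum, the dorsal minus ventral score was −0.0527 and −0.0455 in the young sections and −0.0510 and −0.0487 in the aged sections, so that ventral scores were higher in each of the 4 sections. With age this difference changed by −0.000792 (exact permutation test, two-sided p = 1). With the 6 higher genes alone, dorsal scores rose by 0.244 and ventral scores by 0.116 with age, while dorsal scores stayed below ventral scores in each section. Leaving out single sections kept the mean dorsal minus ventral score between −0.0508 and −0.0484.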

### Human and murine striatal astrocyte signatures in different contexts

To explore how the mouse striatum aging astrocyte transcriptome relates to past work, we compared A1 astrocyte striatal astrocyte subset enriched genes to four groups: (1) mouse aging astrocyte DEGs (across all astrocyte subtypes), (2) human aging transcripts enriched in astrocytes^12^ (microarray), (3) Huntington’s disease (snRNAseq)^55^, and (4) Parkinson’s disease (snRNAseq)^56^ (Fig. 4h, i). The total number of overlapping DEGs and top 10 transcripts (by adjusted *p* value) between each of these conditions, with the A1 subtype cluster-defining genes, are shown as Venn diagrams and heatmaps, respectively, in Fig. 4h, along with the Log2 fold-changes. Among these genes were *Igfbp2*, *Sox9*, *Slc6a11*, and *Cd44*, which are known to contribute to astrocyte biology and astrocyte-neuron interactions^57–60^ and are astrocyte-enriched relative to other cells in the striatum^19,20^. We also performed UpSet analysis of the unique overlap of the DEGs reported in those past studies and our data in different combinations (Fig. 4i). This UpSet plot visualizes genes that exclusively overlap between different comparisons of the four datasets. In contrast to the overlap with pairwise comparisons, the number of uniquely shared genes across mouse striatal aging, human aging, human Huntington’s disease, and human Parkinson’s disease was much more modest (Fig. 4i). The number of unique genes shared across all datasets was only two (*CD44*, *EGFR*; Fig. 4i) and the degree of overlap between different combinations of conditions was variable and context specific (Fig. 4h, i; Supplementary Data 5). We recognize that we have performed a conservative comparison, and further detailed evaluations of striatal astrocytes in human diseases are needed for more comprehensive evaluations to occur. However, the modest number of shared DEGs across conditions is consistent with recent insights that astrocytes change in diverse context-specific ways during disease^26,61^, which implies disease and age-specific alterations that our data support (Fig. 4h, i). The richness and diversity of ways in which astrocytes change in disease has also been usefully reviewed^55^.

### Astrocyte-neuron interactions change with age

To determine if astrocytes change their communication with neurons, which could potentially impact behavior or cognition, we employed CellChat^62^, which infers communications by identifying over-expressed ligands or receptors in one cell group compared to other cell groups (Fig. 5). First, we evaluated the total number of interactions from major neuronal cell populations and either young or aged astrocytes (Fig. 5a). Our data suggest that aged astrocytes both send and receive less communication than young astrocytes. We also looked at an age and dorsal dominant astrocyte subtype (A1), compared to a young and ventral dominant astrocyte subtype (A4), and found A1 astrocytes send and receive less communication compared to A4 (Fig. 5a). We next investigated the specific ligand–receptor pairs from A1 or A4 to major neuronal populations (Fig. 5b). Of note in A1 astrocyte subtypes, *Nrxn-2* signaling from A1 astrocytes to neurons can no longer be detected in aged, especially in dopamine receptor expressing MSNs. From A4 astrocyte subtypes to D1 neurons, there is an increase in *Efna2*, *Flrt1*, and *Lama5* interactions with age (Fig. 5b). We next performed joint manifold learning and classification of the inferred communication networks based on their similarity across age. CellChat can identify the signaling networks with the most age-induced changes based on their Euclidean distance in the shared two-dimensional space. Larger distance implies larger difference of the communication networks between young cells (astrocyte + neurons) and old cells (astrocytes + neurons) (Fig. 5c). Many of the top communication networks are implicated in dysregulated immune function (*Pros1, Vista*) or endothelial function (*Jam*, *Pdgf*, *Gap*) (Fig. 5c). We took the top 10 interactomes by pathway distance and looked at their interaction across major neuronal cell populations and young/aged astrocytes or A1/A4 astrocytes (Fig. 5d). These top pathways converged on interaction between D1 MSNs, GABAergic interneurons (GIN) and astrocytes. In addition, A4 astrocytes receive more of these top interactome pathways than A1. Together, this suggests that astrocytes alone decline asymmetrically, and this has implications for their connections to some neurons more than others. Raw data for CellChat analysis of astrocytes, microglia, oligodendrocytes, and neurons are provided in Supplementary Data 4.

**Fig. 5:**
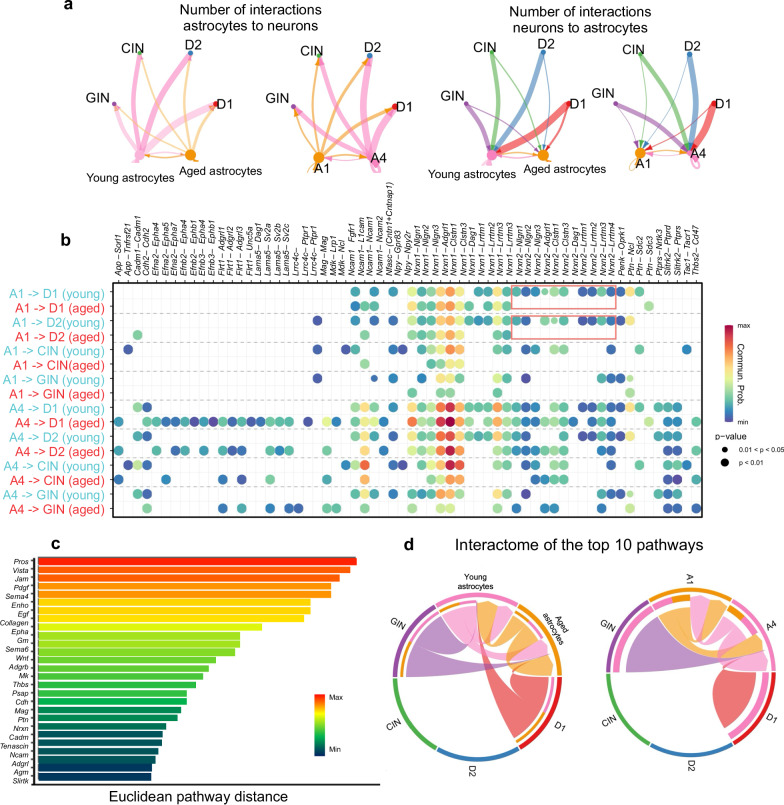
Interactions between astrocytes and neurons in young and aged mice. CellChat was used to investigate interactions in young and aged astrocytes across D1 expressing medium spiny neurons (D1), D2 expressing medium spiny neurons (D2), cholinergic interneurons (CIN), and GABAergic interneurons (GIN). **a** The number of interactions when astrocytes are the source/sender for young astrocytes and aged astrocytes highlights more interactions from young astrocytes to neurons. The number of interactions when astrocytes are the source/sender from astrocyte subtype A1 (aged and dorsal dominant subtype) and A4 (young and ventral dominant subtype) demonstrates that A4 astrocyte subtypes send more interactions to neurons than the A1 subtype. When neurons are the source/sender, both young astrocytes and A4 astrocyte subtypes receive more interactions than aged or A1 astrocytes, respectively. **b** Communication probability of significant pairs when A1 or A4 astrocyte subtypes are the source/sender to major neuronal populations, split by astrocytes from young or aged mice. In A1 astrocyte subtypes, NRXN2 communication pairs are not detected in aged mice, while they are in young A1 astrocytes. *P* values are computed from a one-sided permutation test. **c** CellChat can identify the signaling networks with a larger (or smaller) difference based on their Euclidean distance in the shared two-dimensional space. Larger distance implies a larger difference in the communication networks between our two datasets (aged astrocytes and neurons vs young astrocytes and neurons) in terms of functional similarity. Here, we listed the top 25 pathways with the farthest (most significant) Euclidean distance. **d** We took the top 10 interactions (by Euclidean distance) and plotted their interactome across different cell types. This highlighted that interactions that change the most with age are interactions between GABAergic interneurons (GIN), D1 medium spiny neurons (D1), astrocytes (young and aged), and the A4 astrocyte subtype.

## Discussion

Aging represents a general degradation of functionality, with many systems and pathways declining simultaneously. The consensus in the field^57^ is that aging is defined by twelve hallmarks: (1) genomic instability, (2) telomere attrition, (3) epigenetic alterations, (4) loss of proteostasis, (5) disabled macroautophagy, (6) deregulated nutrient-sensing, (7) mitochondrial dysfunction, (8) cellular senescence, (9) stem cell exhaustion, (10) altered intercellular communication, (11) chronic inflammation, and (12) dysbiosis. Our study focused on striatal astrocytes, which is germane to several but not all of the hallmarks of aging (e.g., neuroinflammation, autophagy, mitochondrial dysfunction, intercellular communication and senescence) and is relevant because multiple studies in mice and humans demonstrate that aging causes substantial transcriptomic changes to astrocytes and other glia—more so than in neurons^12–15^. Astrocytes are also diverse between brain regions and respond differently to age^32,33^. Based on these studies, we explored striatal astrocyte heterogeneity and how this was altered at two time points: 2 months of age, representing young adulthood, and 18 months of age, representing aging in mice^58^. We integrated several approaches to provide a view of striatal astrocytes and the impact of aging. We documented striatal astrocyte heterogeneity, their responses to aging, and mapped astrocytes within the structure of the striatum.

Increasing evidence demonstrates that astrocytes are heterogeneous throughout the brain, with circuit-specific roles and functions^19,20,59^. We studied astrocyte heterogeneity within the striatum in young and aged mice. Our IHC studies demonstrate that astrocytes exhibit different densities in the striatum, and that dorsal astrocytes have significantly higher levels of *Gfap*. We report seven astrocyte subtypes with robust, stable cluster-defining transcripts that were identified consistently across scRNAseq, MERFISH, and in the integrated datasets. The cross-platform validation and consistent emergence of these astrocyte subtypes through unsupervised stringent clustering bolsters this finding, but this does not obviate the need for additional studies of greater numbers of cells and with increased sequencing depth. MERFISH mapped the coordinates of striatal astrocytes and demonstrated that five of the seven astrocyte subtypes exhibited regional preference. Surprisingly, endothelial cells displayed similar levels of heterogeneity, but did not exhibit any clear spatial preferences. Although astrocytes and endothelial cells have intimate physical interactions at end feet, their spatial maps did not correlate. This may indicate that astrocyte spatial diversity is derived autonomously or from neuronal cues since neurons display striatal compartmentalization^60^. The realization that distinct astrocyte subtypes are anatomically allocated within the striatum recalls advances on astrocyte diversity between and within brain structures, including the striatum^16,19,20,23,61^. In future studies, it will be important to develop astrocyte subtype-selective mouse lines (expressing Cre recombinase or reporters) and viruses to study the distinct populations physiologically.

The impact of age on striatal astrocytes was not uniform, and astrocyte responses differed along the dorsal-ventral axis. Aging increased astrocyte GFAP coverage by 10-fold, but this change was largely confined to the dorsal striatum. Spatial transcriptomics demonstrated aging gene scores were higher in dorsal astrocytes than ventral further indicating dorsal striatal astrocytes are more impacted in the aged brain than ventral astrocytes. The higher density of ventral astrocytes may help buffer age-induced changes, or the different transcriptomes of these cells may contribute. Of note, astrocytes that have a higher density in the ventral striatum (A4) maintain predicted molecular interactomes with neurons that are lost in dorsal astrocytes (A1).

Our data show that in response to age, striatal astrocytes change to a more transcriptionally repressed state—with approximately 80 percent of DEGs decreasing in expression with age. This is separable compared to other cell types in the striatum but echoes striatal neurodegenerative diseases such as Huntington’s disease^63^. This decline in transcriptional complexity may also explain the decline in astrocyte heterogeneity observed, as well as the reduction in imputed ligand–receptor communication between astrocytes and neurons in aged mice. Of the transcripts that did increase with age in astrocytes, many are predicted to contribute to the neuroinflammation signaling pathway. Together, this suggests astrocytes lose homeostatic functions, while switching to a reactive and neuroinflammatory state in the aging striatum^32,33^. Our findings recall recent work^58^ and a review on the topic^64^.

The MERFISH datasets revealed specific regional locations of striatal astrocyte subtypes, astrocyte-enriched genes, and aging DEGs. Astrocytes in the dorsal striatum had more robust age-induced transcriptional changes. This could be due to proximity to white matter tracts, as a recent study showed cells within and proximal to white matter tracts have more age-induced changes^58,65^.

Our data build on past work demonstrating that aging differentially impacts cell classes. We show that even within one cell class—astrocytes—there are subtypes and regional differences in aging responses, which may contribute to specific behavioral tasks declining faster than others. Whether the changes in astrocyte molecular profiles contribute to changes in behavior is not demonstrated by our work, and this was not the goal of this study. The availability of our data will allow this topic to be tackled for striatum-dependent behaviors. However, we caution that aging overall is a general loss of functionality involving many major processes^57^ and organ systems, all of which are not expected to be impacted directly by either the striatum or its astrocytes. Therefore, it seems unlikely that any one striatal astrocytic mechanism will have a profound direct effect on aging-related behaviors overall, but such mechanisms could affect striatal-dependent functions.

Exploring cellular diversity may lead to a deeper biological understanding of why select neural circuits are more susceptible to damage or decline. By demonstrating striatal astrocytes have diversity that contributes to their asymmetric aging profiles, our data provide evidence that cellular diversity and its alterations may have functional age-related consequences. However, we would be remiss if we did not explicitly state that additional studies with larger numbers of cells are needed across multiple ages and species, including humans. This is particularly the case for cells with low representation in our data. In addition, improved computational pipelines could be used to assess the data, as and when such newer bioinformatic methods continue to emerge. Thought leaders in the field have recently provided wise guidance on the interpretation of scRNAseq data, and such guidance should be incorporated in future studies before specific hypotheses are tested^66^. Whether astrocytic alterations, such as loss of essential normal homeostatic support, directly contribute to the decline of striatal-dependent functions will also need to be explored in future studies: our studies do not demonstrate that this is the case. In these regards, the single-cell and spatially resolved striatal astrocyte data reported here, along with past studies of pooled astrocytes from the striatum^33^ and other brain areas^32^ (see Introduction), provide the rationale for further exploratory and hypothesis-driven experiments focused on astrocytes, while carefully considering the strengths and limitations of the various multiomic methods^64^.

Identifying causal and consequential roles for astrocytes in neural circuits and for behavior has taken considerable effort over many years^67^. Exploring how, or even if, astrocytes contribute to aging and age-related dysfunction is thus an important ongoing goal for the field, which will no doubt be advanced by improved methods and tools and the availability of additional, larger high-dimensional datasets, including from genetic, physiological, transcriptomic, and proteomic studies.

## Methods

All animal experiments were conducted in accordance with the National Institute of Health Guide for the Care and Use of Laboratory Animals and were approved by the Chancellor’s Animal Research Committee at the University of California, Los Angeles (ARC-2017-090, ARC-2009-043). As per policy, mice were housed in vivarium holding rooms managed by the Division of Laboratory Animal Medicine at the University of California, Los Angeles (UCLA) with a 12 h light/dark cycle and *ad libitum* access to food and water. All animals were healthy with no obvious abnormal behavioral phenotypes, were not involved in previous studies, and were sacrificed during the light cycle. Wild-type C57BL/6NTac mice were generated from in-house breeding colonies or purchased from Taconic Biosciences.

### Striatal single-cell RNAseq (scRNAseq)

Single-cell RNAseq (scRNAseq) was performed identically on whole striata of adult and aged mice. All mice were euthanized with isoflurane and sacrificed at 9 am before brain collection, and prior to this there were no differences between mice in terms of housing, diet, handling, light-dark cycles, cage types, cage floor coverings, cage cleaning or anything else we could conjecture: as far as we can ascertain the mice for both ages were identically handled by us and the animal facility staff. Furthermore, the methods used to assess the cells were identical and performed within around 6 months, although for practical reasons (related to age) all the mice were not processed in parallel. Thus, KEL performed the molecular lab work for 2/4 young mice and 4/4 aged mice for scRNAseq, and XY performed the molecular lab work for 2/4 young mice and trained KEL. Male mice at 7–8 weeks old or 18 months old were anesthetized and decapitated. The brain was immediately dissected out and was sectioned on a vibratome (Microslicer DTK-Zero 1; Ted Pella, Inc.) into 400 μm slices in ice-cold artificial cerebrospinal fluid + trehalose (ACSF-T) (124 mM NaCl, 2.5 mM KCl, 1.2 mM NaH_2_PO_4_, 24 mM NaHCO_3_, 5 mM HEPES, 13 mM glucose, 2 mM MgSO_4_, 2 mM CaCl_2_, and 14.6 mM trehalose with pH adjusted to 7.3–7.4) oxygenated with 95% O_2_/5% CO_2_ (carbogen). The slices containing the striatum were immediately transferred to an oxygenated recovery solution (93 mM N-methyl-D-glucamine, 2.5 mM KCl, 1.2 mM NaH_2_PO_4_, 30 mM NaHCO_3_, 20 mM HEPES, 25 mM glucose, 10 mM MgSO_4_, 0.5 mM CaCl_2_, 5 mM sodium ascorbate, 2 mM thiourea, and 3 mM sodium pyruvate, 45 μM actinomycin D at a pH of 7.3–7.4) for 15 min on ice. The striatum was dissected out under a dissecting microscope in ice-cold ACSF-T and cut into small pieces (<1 mm in all dimensions). Tissue was then transferred to a Petri dish for digestion with ACSF-T containing 1 mg/ml pronase (Sigma-Aldrich, P6911) and 45 μM actinomycin D (Sigma-Aldrich, A1410) and incubated at 34 °C for 20 min while aerating with carbogen. The digested tissue was transferred to ice-cold oxygenated ACSF-T containing 1% fetal bovine serum and 3 μM actinomycin D. The tissue was dissociated sequentially by gentle trituration through glass Pasteur pipettes with polished tip openings of 500 μm, 300 μm, and 150 μm diameter. Actinomycin D was added to the recovery solution at 45 μM, the pronase solution at 45 μM, and the trituration solution at 3 μM to prevent stress-induced transcriptional alterations. To increase the yield of glial cells, filters with various pore sizes (70 μm, 40 μm, and 20 μm) were tested; 20 μm filters gave the highest yield and therefore were used. The dissociated cells were filtered through a 20 μm filter and washed with ice-cold ACSF-T. To remove myelin, the cell pellet was resuspended in phosphate-buffered saline (PBS) and processed with a debris removal kit (Miltenyi Biotec, 130-109-398). Cell density was counted, and isolated cells were diluted to 1000 cells/μl and processed with the 10X Genomics platform within 10 min. Single-cell libraries were generated and sequenced on the Illumina NextSeq500 sequencer. These methods have been described by us before^19,23,26^, and the 2-month-old dataset was reanalyzed from our recent study^23^.

### scRNAseq analysis

#### Initial processing and quality control

All scRNAseq data analysis in this study was performed by KEL. Sequence reads were initially processed and aligned to the mouse genome (mm10) using CellRanger 3.0. For the subsequent analysis in R, we included striatal cells with at least 300 genes and retained genes expressed in more than 3 cells. Cells with mitochondrial percentages above 20% were removed from the datasets. The initial dataset consisted of 64,836 cells with expression data for 21,019 genes. Young (*n* = 4) and Aged (*n* = 4) were integrated with Seurat’s canonical correlation analysis in the following steps: after filtering (described above), each object was individually normalized, where transcript expression was normalized for each cell by the total expression, and multiplied by a scale factor of 10,000, and log-transformed, and then each object was scaled. Ambient RNA was removed from each dataset using DecontX. We report quality control metrics before and after filtering in Supplementary Fig. 13.

#### Integration

A list of the 8 objects was created, and the Seurat SelectIntegrationFeatures function was used with nfeatures = 3000. Anchors for the objects were built with FindIntegrationAnchors, using the features output from SelectIntegrationFeatures. Data were integrated using IntegrateData with the anchors from the output of FindIntegrationAnchors. The whole object was scaled, and the FindVariableFeatures function was applied. Next, PCA was carried out, and the top 30 principal components (PCs) were stored. Clusters were identified with the FindClusters() function by use of the shared nearest neighbor modularity optimization with a Louvian clustering resolution set to 0.08. Cell class clusters were then annotated based on the expression of cell lineage marker genes^68^.

#### Cell type assignment and subclustering

Major cell classes of interest (astrocytes, endothelial cells, microglia, and oligodendrocytes) were further analyzed. Each clustered cell class was individually subset, CCA integrated as described above, scaled, normalized, PCA analysis performed, and shared nearest neighbor modularity optimization and Louvain clustering with resolution of 0.10–0.12 was performed for each glial cell class. This two-tiered analysis of glial cell clusters enabled us to investigate specifically the differences within each major glial cell class. We used SCPower to determine if our scRNAseq dataset had enough cells to identify the 7 astrocyte subclusters. (Supplementary Fig. 2). SCPower generates power curves by repeatedly subsampling the dataset to simulate different total cell numbers and measuring how often a given subcluster is detected. These power curves demonstrated we had enough power to detect the top 7 astrocyte subclusters, but not the smallest cluster, astrocyte subcluster 8 (Supplementary Fig. 2).

#### Aging gene score calculation

The aging gene score was calculated for astrocytes across the striatum using the module score function in Seurat. The top 20 DEGs across age (irrespective of astrocyte subtype) were selected for the module score. Seurat selects a set of control genes to serve as a baseline - these are selected based on the distribution of their expression level to match the distribution of the dataset. The number of control genes was set to 100, to ensure statistical robustness, and were randomly selected in bins based on their average expression level. To calculate the module score, Seurat subtracts the average module expression from the control expression, per individual cell.

#### Comparison with past mouse astrocyte RNA sequencing datasets

We examined astrocyte cluster-defining genes’ expression across two mouse astrocyte RNA sequencing datasets. The first is from Chai et al., which has RiboTag RNA sequencing data from striatal astrocytes^20^. We found that 90.8% of cluster-defining genes are present in the RNAseq dataset from Chai et al.^20^. We highlight 10 cluster-defining genes in Fig. 1f, and we visualized their FPKM expression from Chai et al.^20^ in a grayscale heatmap in Fig. 1g. The second dataset to which we compared our astrocyte cluster-defining genes is from a single-cell RNA sequencing dataset^41^ by Jin et al.^41^. We found that 100% of cluster-defining genes are present in the astrocytes from the single-cell RNAseq dataset from Jin et al.^41^. We represent the raw count expression of the highlighted astrocyte cluster-defining genes from the Jin et al.^41^ dataset in the orange heatmap in Fig. 1g.

#### Comparison with human datasets

We compared our dataset with three available human datasets (aging (GSE46706 and GSE36192), PD (GSE157783), and HD (GSE242198)). We pulled age-induced DEGs across all astrocytes irrespective of subtype (murine aging), and from A1 astrocytes (A1 genes). For these comparisons, we used the cutoff 0.01 for the Log2FC to try and pull more significant DEGs for comparison. We used a Venn diagram through the website: https://bioinformatics.psb.ugent.be/webtools/Venn/. This allowed us to evaluate common genes across the four datasets. Given the differences in the methods and platforms used, these datasets were not statistically compared or normalized to one another, meaning that we compared the DEGs from the reported gene lists to our data.

### Immunohistochemistry (IHC)

For transcardiac perfusion, mice were euthanized with isoflurane and perfused with 10% buffered formalin (Fisher #SF100-20). Once all reflexes subsided, the abdominal cavity was opened, and heparin (50 units) was injected into the heart to prevent blood clotting. The animal was perfused with 30 mL ice-cold 0.1 M PBS followed by 30 mL 10% buffered formalin. After gentle removal from the skull, the brain was postfixed in 10% buffered formalin overnight at 4 °C. The tissue was cryoprotected in 30% sucrose PBS solution for at least 48 h at 4 °C until use. Forty micrometers coronal sections were prepared using a cryostat microtome (Leica) at 20 °C and processed for IHC. Sections were washed three times in 0.1 M PBS for 10 min each, and then incubated in a blocking solution containing 5% NGS in 0.1 M PBS with 0.2% Triton X-100 for 1 h at room temperature with agitation. Sections were then incubated with agitation in primary antibodies diluted in solution containing 5% NGS in 0.1 M PBS with 0.2% Triton X-100 overnight at 4 °C. The following primary antibodies were used: mouse anti-GFAP (1:1000; Millipore, MAB360), mouse anti-NeuN (1:500; Millipore MAB377), and rabbit anti-S100b (1:1000; Abcam ab41548). The next day, the sections were washed three times in 0.1 M PBS for 10 min each before incubation at room temperature for 2 h with secondary antibodies diluted in 5% NGS in 0.1 M PBS with 0.2% Triton X-100. Alexa conjugated (Molecular Probes) secondary antibodies were used at 1:500 dilution except streptavidin conjugated Alexa 647 at 1:250 dilution. The sections were rinsed three times in 0.1 M PBS for 10 min each before mounting on microscope slides in fluoromount-G. Fluorescent images were taken using UplanSApo 20× 0.85 NA, UplanFL 40× 1.30 NA oil immersion or PlanApo N 60× 1.45 NA oil immersion objective lens on a confocal laser-scanning microscope (FV10-ASW; Olympus). Laser settings were kept the same within each experiment. Images are shown as collapsed z-projections of sections. IHC images were processed with ImageJ (NIH) and IMARIS (Oxford Instruments). Cell counting was done on maximum intensity projections using the spots module in IMARIS.

### Dual in situ hybridization with RNAscope and IHC

For RNAscope and IHC, mice were euthanized with isoflurane, and brains were isolated. Fixed-frozen tissue was processed as described for IHC. Serial coronal sections (20 μm) containing striatum were prepared using a cryostat microtome (Leica) at −20 °C and mounted immediately onto glass slides. In situ hybridization was performed using Multiplex RNAscope (ACDBio #320851). Sections were washed at least for 15 min with 0.1 M PBS, and then incubated in 1X Target Retrieval Reagents (ACDBio #322000) for 5 min at 95–100 °C. After washing with ddH2O twice for 1 min each, they were dehydrated with 100% ethanol for 2 min and dried at RT. Then, the sections were incubated with Protease Pretreat solution (ACDBio #322340) for 30 min at 40 °C. The slides were washed with ddH2O twice for 1 min each and then incubated with probe(s) for 2 h at 40 °C. The following probes were used: Mm-*Crym*-C3 (ACDBio #466131-C3), Mm-*Atp1a2*-C3 (ACDBio #569621-C3), Mm-*Cplx2*-C3 (ACDBio #573211-C3), Mm-*Aqp4*-C3 (ACDBio #417161-C3), Mm-*Rgs4*-C3 (ACDBio #467461-C3), Mm-*Gfap*-C3 (ACDBio #313211-C3), Mm-*Pdgfa*-C3 (ACDBio #411361-C3). The sections were incubated in AMP 1-FL for 30 min, AMP2-FL for 15 min, AMP3-FL for 30 min, and AMP4-FL for 15 min at 40 °C with washing in 1X Wash Buffer (ACDBio #310091) twice for 2 min each prior to the first incubation and in between incubations. All the incubations at 40 °C were performed in the HybEZ Hybridization System (ACDBio #310010). Slices were washed in 0.1 M PBS three times for 10 min each, followed by IHC that was performed as described above except with antibody dilutions. The following primary antibodies were used: guinea pig anti-NeuN (1:500, Synaptic system, #266004) and rabbit anti-S100ß (1:500; Abcam #ab41548). Images were obtained in the same way as for IHC and processed with ImageJ (NIH v2.1). For each gene of interest, the number of puncta and the fluorescence intensity were assessed in the soma of astrocytes and/or neurons.

### MERFISH

MERFISH was performed as described previously^69^ according to the manufacturer’s instructions (Vizgen). Briefly, mice were euthanized, and their brains were immediately placed in cold OCT. Embedded brains were then frozen at −20 °C and transferred to −80 °C for storage. Ten-micrometer coronal slices of the striatum were sectioned and placed upon a functionalized coverslip covered with fluorescent beads. Once adhered to the coverslip, the tissue was fixed (4% PFA in 1x PBS, 15 min, room temperature) followed by three washes with 1x PBS. After aspiration, 70% ethanol was added to permeabilize the tissue for 24 h. After a wash with formamide wash buffer (30% formamide in 2x saline sodium citrate (SSC)), the sample was incubated with a custom MERFISH probe library (Vizgen) and left to hybridize for 48 h. The sample was then washed and incubated at 47 °C with formamide wash buffer twice, and then the tissue was embedded in a polyacrylamide gel followed by incubation with tissue clearing solution (2x SSC, 2% SDS, 0.5% v/v Triton X-100, and 1:100 proteinase K) overnight at 37 °C. Then, the tissue was washed and hybridized for 15 min with the first hybridization buffer, which contained the readout probes associated with the first round of imaging. After washing, the coverslip was assembled into the imaging chamber and placed into the microscope for imaging. MERFISH imaging was performed on an automated Vizgen Alpha Instrument using imaging buffers, hybridization buffers, and parameter files provided by Vizgen. Briefly, the sample was loaded into a flow chamber connected to the Vizgen Alpha Instrument. First, a low-resolution mosaic image was acquired (DAPI channel) with a low magnification objective (10×). Then the microscope was switched to a high magnification objective (60×) and seven 1.5 μm z-stack images of each field of view position were generated in 750 nm, 650 nm, and 560 nm channels. A single image of the fiducial beads on the surface of the coverslip was acquired and used as a spatial reference. After each round of imaging, the readout probes were extinguished, and the sample was hybridized with another set of readout probes. This process was repeated until combinatorial FISH was completed. Raw data were decoded using the MERLIN pipeline (v.0.1.6, provided by Vizgen) with the codebook for the library (see Supplementary Data 2 for the gene panel).

### MERFISH data analysis

MERFISH identified segmented cells were filtered for quality control before subsequent analysis. Cells with less than 10 genes and/or less than 50 cubic micron^3^ volume were removed. 

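Cells with fewer than 10 detected genes numbered 3614 and 14908 in the young sections and 5664 and 5915 in the aged sections. A volume under 50 µm³ was found in 4757, 10573, 4416 and 5875 cells, in the same order, and a cell could fail on both counts. After the filter, 68011 and 70774 cells of the young sections and 68415 and 74624 of the aged sections were kept. Their median volume was between 697.5 and 728 µm³.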

To account for global differences in mRNA counts between samples, we normalized data to the total transcripts/cell for each sample. Data from all samples (*n* = 4) were merged into a single Seurat object for clustering and cell type annotation. Data were normalized by dividing gene counts/volume for each cell by total count/volume for that cell, multiplied by 10,000, and log-transformed. Data were then scaled, and PCs were calculated on all 390 measured genes. The transcript expression was normalized for each cell by the total expression, multiplied by a scale factor of 10,000, and log-transformed. Next, PCA was carried out, and the top 15 PCs were stored. FindClusters() function by use of the shared nearest neighbor modularity optimization with a Louvian clustering resolution set to 0.08. Cell class clusters were then annotated based on the expression of cell lineage marker genes^68^. Cells that expressed markers for multiple cell types were removed. 

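The rule used here for such mixed cells counted a cell as mixed when at least 3 markers of its own class and at least 3 of another were detected, with neuron and medium spiny neuron as 1 class. This applied to 141696 of the kept cells. In the astrocyte-like cluster, 53.3% and 47.1% of the cells of the young sections and 42.1% and 48.4% of those of the aged sections were mixed. After their removal, 3091 and 3744 astrocyte-like cells remained in the young sections, and 3521 and 3330 in the aged sections. These held between 413538 and 480725 transcripts per section. The share of mixed cells was highest in the OPC-like cluster, between 71.4% and 80.8% per section. In every class it was highest in the first young section and lowest in the first aged section, which have the highest and the lowest depth. The rule counts detected markers, so it can remove more cells where depth is higher.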

Plots generated using Seurat, ggplot2, scCustomize, and corrplot.

### CellChat data analysis

Astrocytes and neurons were subset from the larger single-cell sequencing dataset for interaction analysis using CellChat. CellChat identifies over-expressed ligands or receptors in one cell group and then identifies over-expressed ligand–receptor interactions if either ligand or receptor is over-expressed. The number of interactions across groups was assessed first. CellChat infers the biologically significant cell-cell communication by assigning each interaction with a probability value and performing a permutation test. CellChat models the probability of cell-cell communication by integrating gene expression with prior known knowledge of the interactions between signaling ligands, receptors, and their cofactors using the law of mass action. The law of mass action was then used to determine the communication probability from two main astrocyte subtypes (A1, A4) to major neuronal populations. CellChat performs joint manifold learning and classification of the inferred communication networks based on their functional and topological similarity across different conditions. We then ranked the communication networks by Euclidean distance to identify the top networks. Finally, we mapped the top 10 networks across young astrocytes, aged astrocytes, and major neuron cell populations: plus A1 astrocyte subtypes, A4 astrocyte subtypes, and major neuronal cell populations in a chord diagram.

### Data analysis, statistics, and reproducibility

Statistical tests were run in OriginPro 2020 (OriginLab, v.9.7). Summary data are presented as mean ± s.e.m. Sample sizes were not determined in advance and were based on past studies that are cited in the relevant sections of the manuscript and methods. Statistical tests were chosen as described below. All replicates were biological, not technical. For immunohistochemistry, the analyzer (KEL) was blind; for all other analyses, blinding was not done. For each set of data to be compared, we used OriginPro to determine whether the data were normally distributed or not. If they were normally distributed, we used parametric tests. If the data were not normally distributed, we used non-parametric tests. Paired or unpaired Student’s *t*-test, Wilcoxon signed-rank test, or Mann–Whitney tests were used for statistical analyses with two samples (as appropriate). One-way ANOVA, two-way ANOVA, or repeated two-way ANOVA tests followed by Bonferroni’s post hoc test were used for statistical analyses with more than three samples. Significant differences were defined as *P* < 0.05 and are indicated as such throughout.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

Transparent Peer Review file

## Source data

Source data

## Data Availability

scRNAseq datasets are available under GEO accession numbers GSE198027, GSE225741, and GSE226138. MERFISH datasets are available under GEO accession number GSE262083. Human striatal astrocyte aging is available under accession numbers GSE46706 and GSE36192, human striatal astrocyte Huntington’s Disease is available under accession number GSE242198, and human Parkinson’s Disease is available under accession number GSE157783. Source data for analyses of scRNAseq, MERFISH, immunohistochemistry, and RNAscope are provided with this manuscript. Source data are provided with this paper.

# Supplementary material for: Aging in mice alters regionally enriched striatal astrocytes
**Source:** Nat Commun. 2025 Sep 26;16:8496. doi: 10.1038/s41467-025-63429-8
**Supplement:** Supplementary file 1 — Supplementary information

**Aging in mice alters regionally enriched striatal astrocytes**

^1^Kay E. Linker*, ^3^Violeta Duran-Laforet, ^1^Matthias Ollivier, ^1^Xinzhu Yu^Ψ^, ^3^Dorothy P. Schafer and ^1,2^Baljit S. Khakh

^1^Department of Physiology and ^2^Department of Neurobiology David Geffen School of Medicine, University of California Los Angeles, Los Angeles USA CA 90095-1751. ^3^Department of Neurobiology, Brudnick Neuropsychiatric Research Institute, University of Massachusetts Chan Medical School, Worcester, MA, 01605, USA.

# **Supplementary figures**

# **13 Supplementary figures with legends (in the pages that follow)**

#
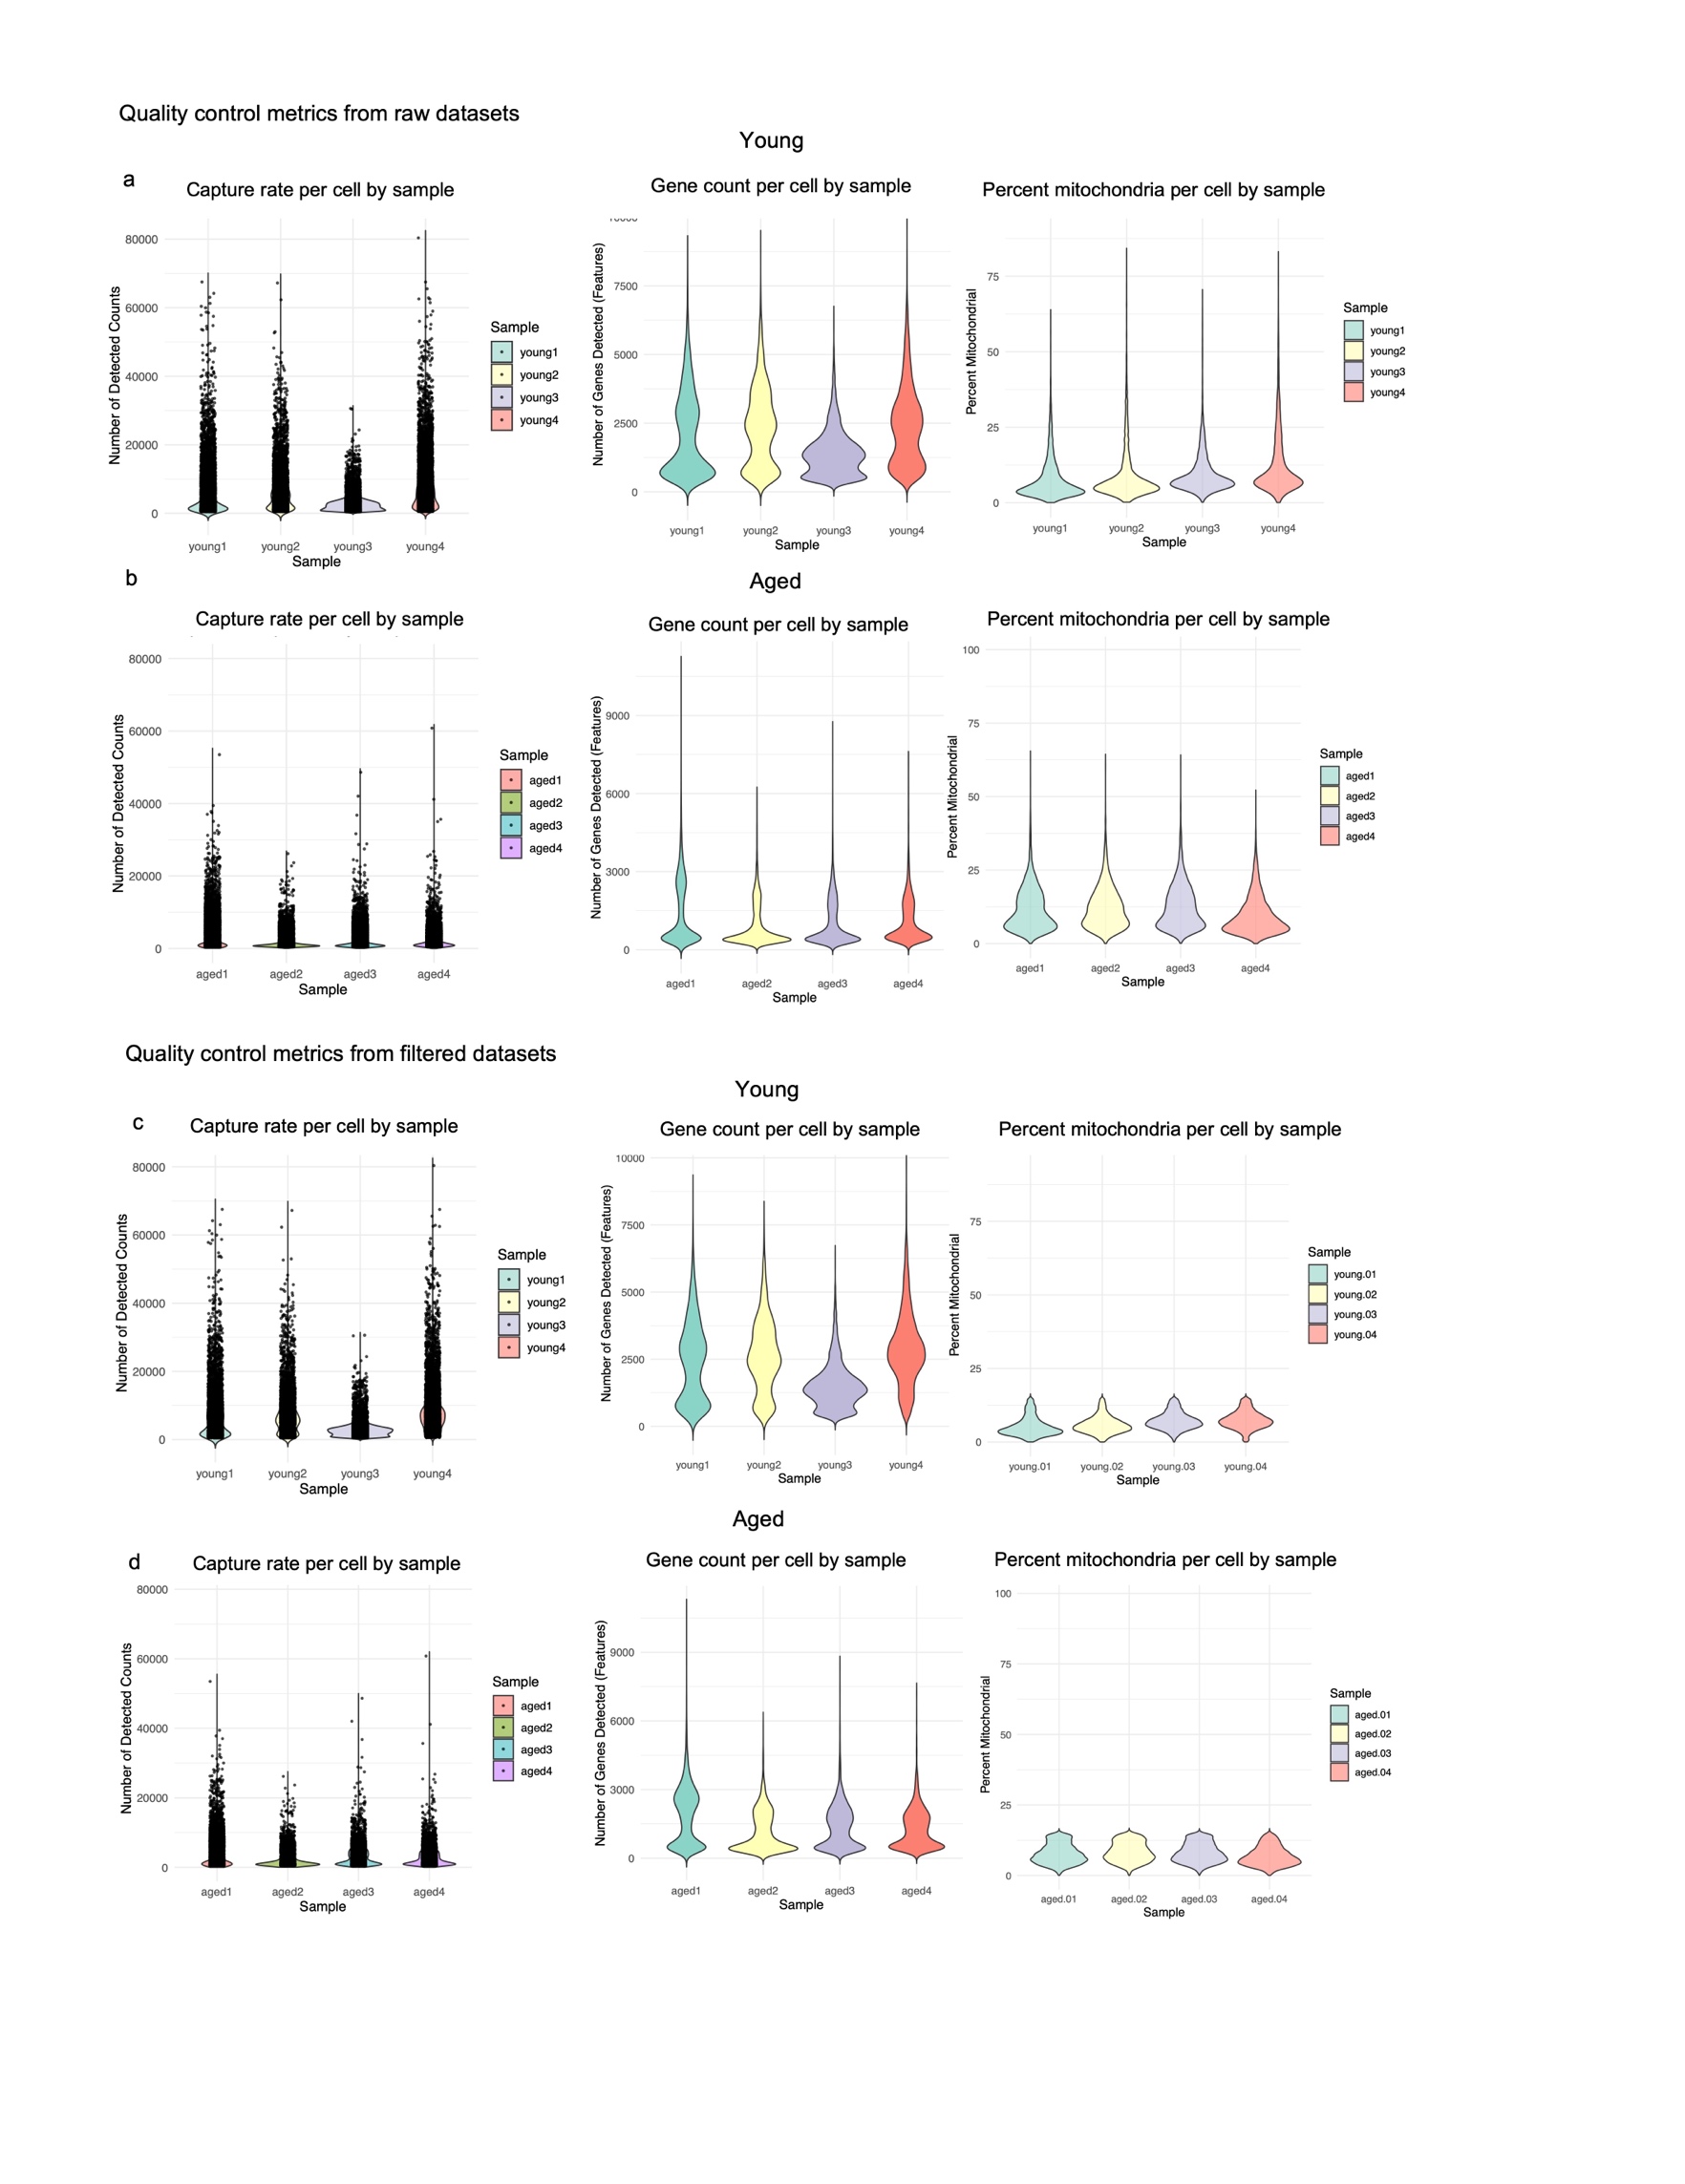

**Supplementary Fig 1:** **Data quality control metrics across aged and young samples before and after filtering steps.** Panels (**a**) and (**b**) show quality control metrics across young (**a**) and aged (**b**) in raw, pre filtered data. **a.** The capture rate (the number of detected UMI counts per cell) is depicted across four young (2-months-old) samples, followed by the number of unique genes per young sample. The third plot in the panel shows the percent mitochondrial genes of total genes (genes with mt-xx/number of unique genes per cell *100) per young sample from the raw data sets. **b.** The capture rate is depicted across four aged (18-months-old) samples, followed by the number of unique genes per aged samples. The final plot in the panel shows the percent mitochondrial genes (genes with mt-xx/number of unique genes per cell *100) per young sample per cell from the raw data sets. Panels (**c**) and (**d**) show quality control metrics across young (**c**) and aged (**d**) from filtered data (see methods). **c.** The capture rate (the number of detected UMI counts per cell) is depicted across four young samples, followed by the number of unique genes per young samples. The third plot in the panel shows the percent mitochondrial genes of total genes (genes with mt-xx/number of unique genes per cell *100) for each young sample from the filtered data sets. **d.** The capture rate is depicted across four aged (18-months-old) samples, followed by the number of unique genes per aged samples. The third plot in the panel shows the percent mitochondrial genes of total genes per aged sample from the filtered data sets. Aged samples have lower amounts of genes per cell and higher mitochondrial genes per cell and this has been previously shown in the literature of past aging scRNAseq papers^1,2^.

**
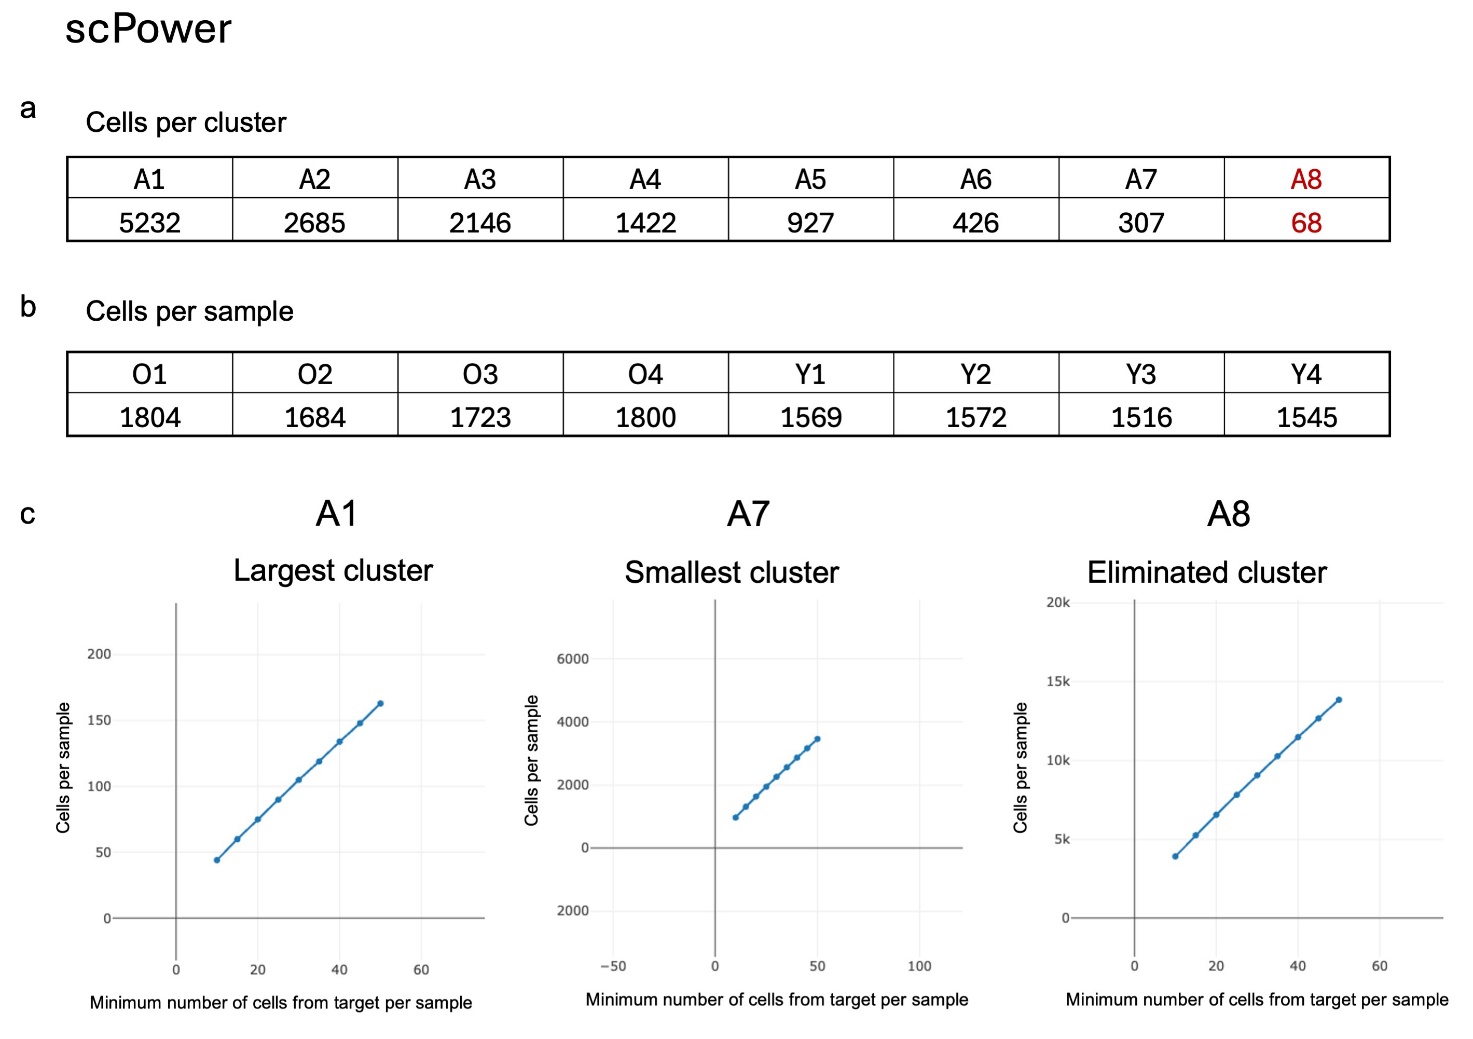
**

**Supplementary Fig 2:** **We conducted** **power analysis using the scPower algorithm to assess the capability of our dataset to identify astrocyte subtypes in the striatum**. **a.** The number of cells per cluster from the largest cluster (A1) to the smallest clusters (A7 and A8). We removed A8 from the dataset because we did not have enough power to identify this cell cluster. **b.** The total number of cells per sample, categorized by age and condition (*e.g.,* young *vs* old). **c.** We used scPower to identify the number of cells needed per sample and per subset to have enough statistical power to identify the individual subset. ScPower uses a multinomial model and models the distribution of cell-type proportions and tests whether there is a significant difference in the distribution of cell types between conditions^3^. The y axis is the total number of cells needed per sample, the x axis is the minimum cells needed per subtype, and the line indicates the acceptable range. The power analysis indicates that while some clusters (*e.g.,* A8) are underpowered due to low cell counts, the overall dataset still maintains sufficient statistical power to detect and analyze most astrocyte subtypes under study. The eliminated cluster (A8) was identified as having too few cells for robust statistical analysis and was therefore excluded from downstream analyses throughout the work.

#
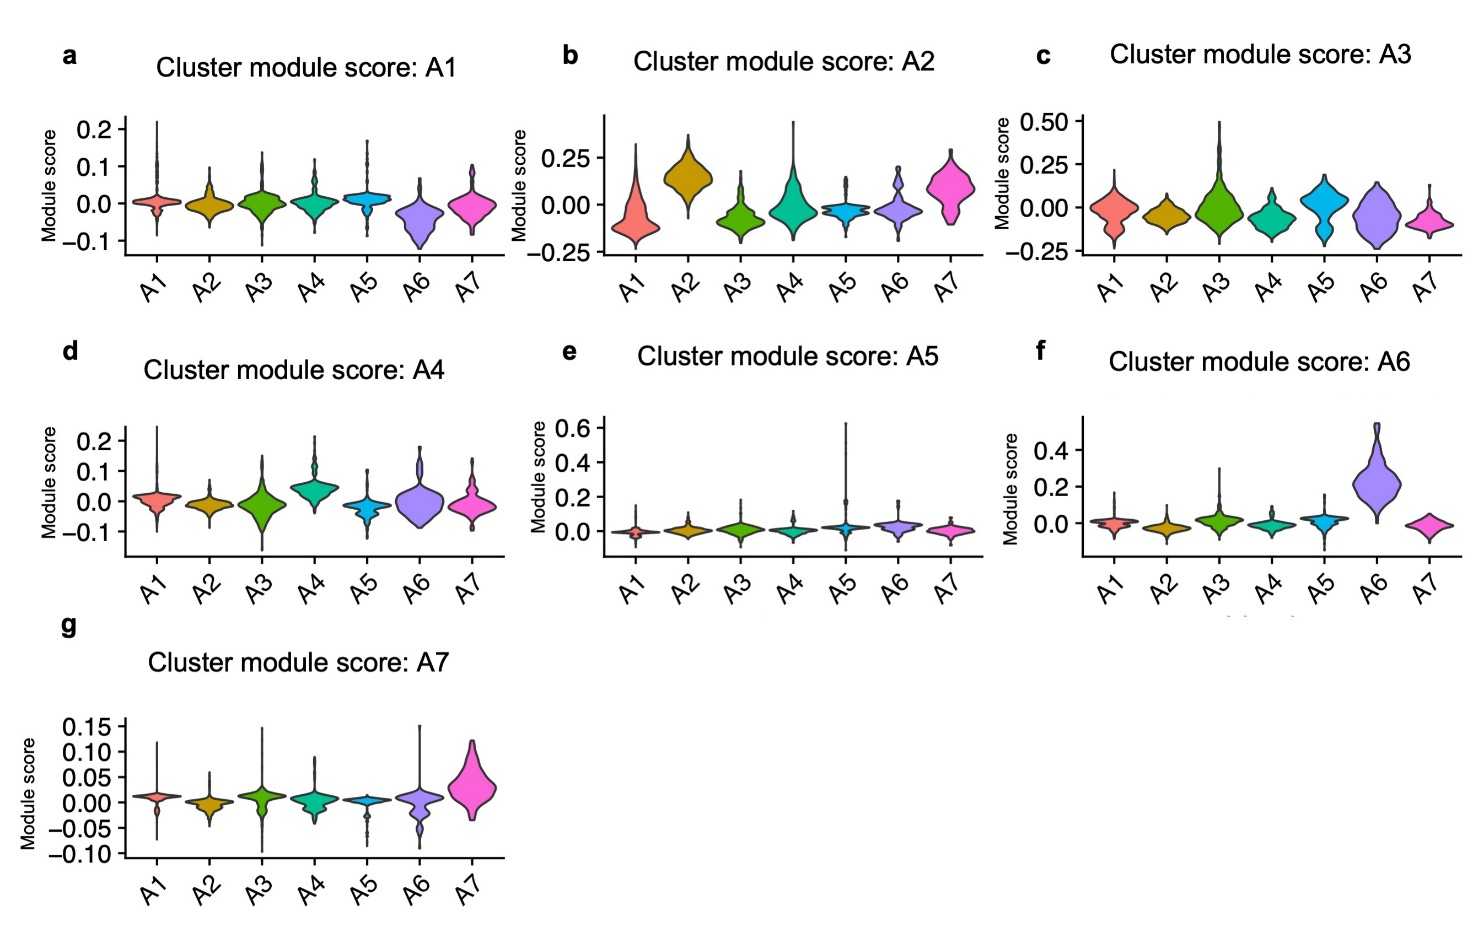

**Supplementary Fig 3:**  **To** **visually represent cluster integration and molecular distinction with the single-cell RNA sequencing and MERFISH data sets we calculated cluster module scores for each astrocyte subtype.** Cluster score was calculated from the top 10 DEGs using Seurat’s module score calculation. Seurat selects a set of control genes to serve as a baseline, these are selected based on the distribution of their expression level, to match the distribution of the dataset. The number of control genes was set to 100, to ensure statistical robustness, and are randomly selected in bins based on their average expression level. To calculate the module score, Seurat subtracts the average module expression from the control expression, per individual cell. This shows a pattern of gene expression across the data sets. Panels a-g, the cluster score was calculated the same way. (**a**) Top 10 cluster defining genes for subset A1 (as a module score as described above) are shown in a violin plot across astrocyte subsets. (**b**) Top 10 cluster defining genes for subset A2 (as a module score as described above) are shown in a violin plot across astrocyte subsets. (**c**) Top 10 cluster defining genes for subset A3 are shown in a violin plot across astrocyte subsets. (**d**) Top 10 cluster defining genes for subset A4 are shown in a violin plot across astrocyte subsets. (**e**) Top 10 cluster defining genes for subset A5 are shown in a violin plot across astrocyte subsets. (**f**) Top 10 cluster defining genes for subset A6 are shown in a violin plot across astrocyte subsets. (**g**) Top 10 cluster defining genes for subset A7 are shown in a violin plot across astrocyte subsets.

#
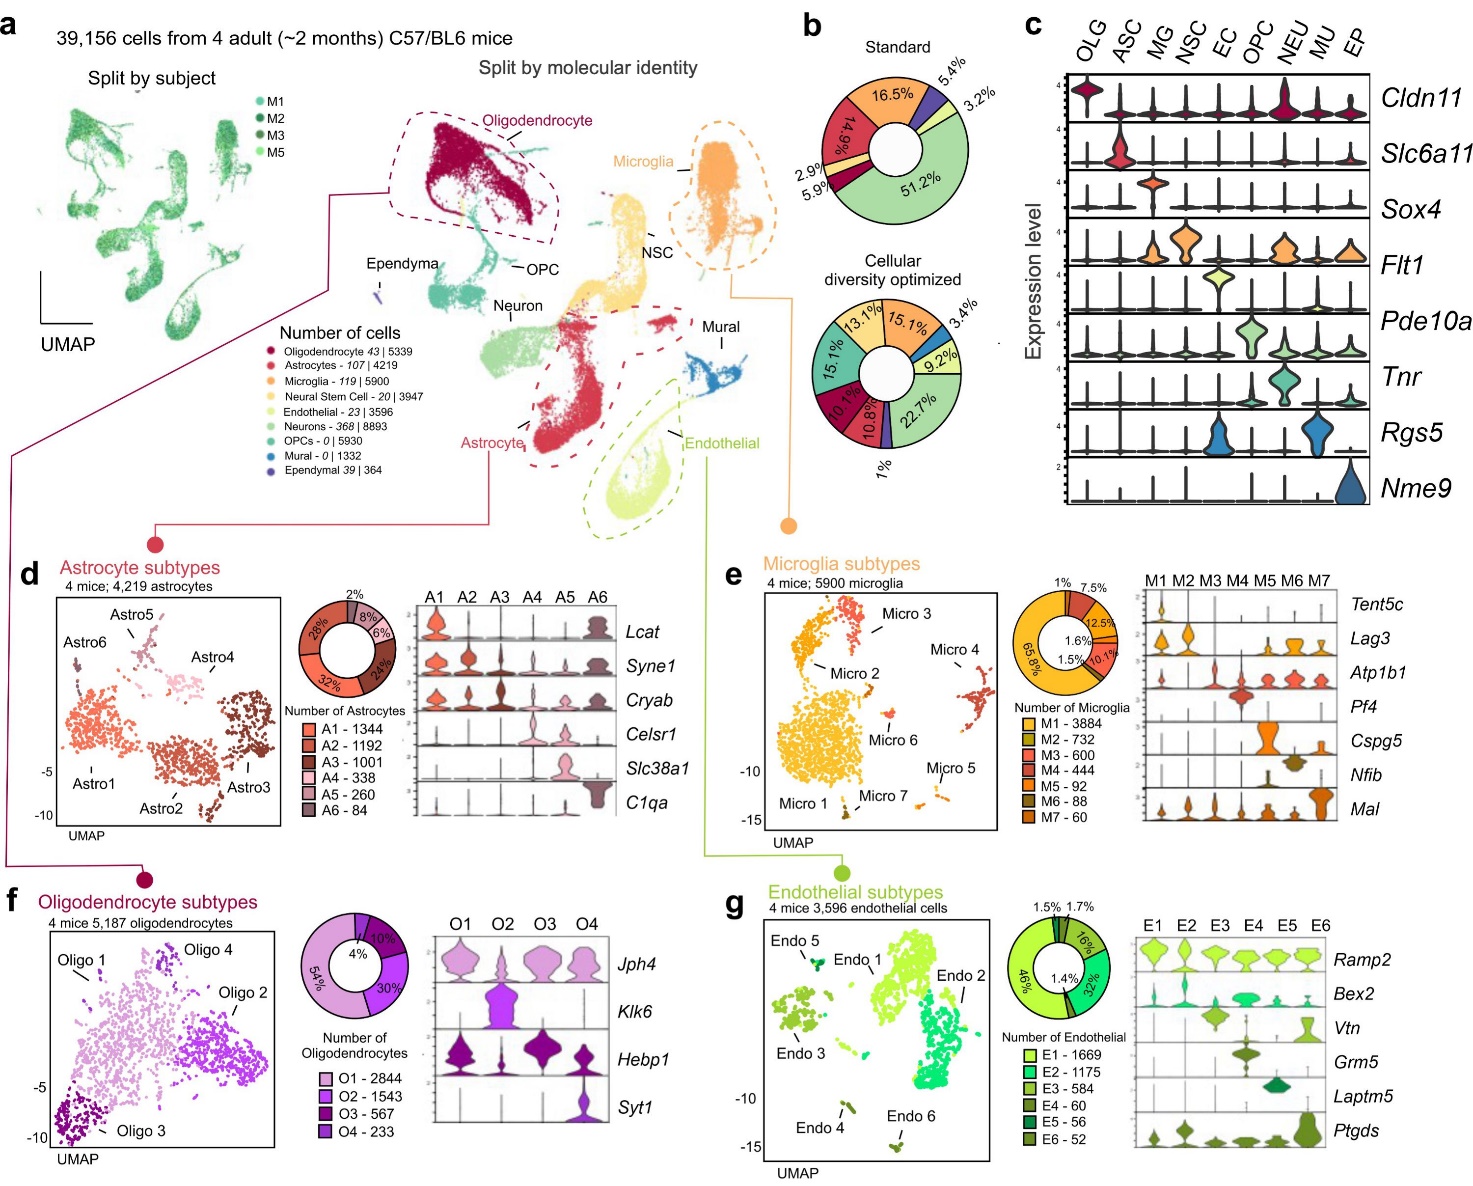

**Supplementary Fig 4: Single-cell analysis of young (2-month-old) striatal cells. a.** Single-cell RNA sequencing (scRNAseq) was used to evaluate transcriptomes of striatal cells from young mice (n = 4 mice). The plots show Uniform Manifold Approximation and Projection (UMAP) split by age and molecular identity. **b.** Cell percentages in the standard scRNAseq sample preparation^4^, versus our cellular diversity optimized protocol using a 20 μm pore filter. **c.** Known cell markers identified cell classes, and a violin plot of select markers is shown (OLG = oligodendrocyte, ASC = astrocyte, MG = microglia, NSC = neural stem cell, EC = endothelial cell, OPC = oligodendrocyte precursor cell, NEU = neuron, MU = mural cell, EP = ependyma cell). The astrocyte (**d**), microglia (**e**), oligodendrocyte (**f**) and endothelial (**g**) cell classes were individually subset from the broader data set and a second tier of community Louvain detection was performed for individual cell type analysis. There are 6 young astrocytes subtypes (**d**), 7 young microglia subtypes (**e**), 6 young endothelial subtypes (**g**) and 4 young oligodendrocytes subtypes (**f**). Individual subtypes contribute varying percentages to the total cell class, and this quantification is indicated for each with a pie chart. Under each pie chart is the number of cells in each subcluster, and the pie chart indicates the percentage each subcluster contributes to the total. Each sub-cluster had identifying markers, which are represented in the violin plots to the right of each pie chart.

#
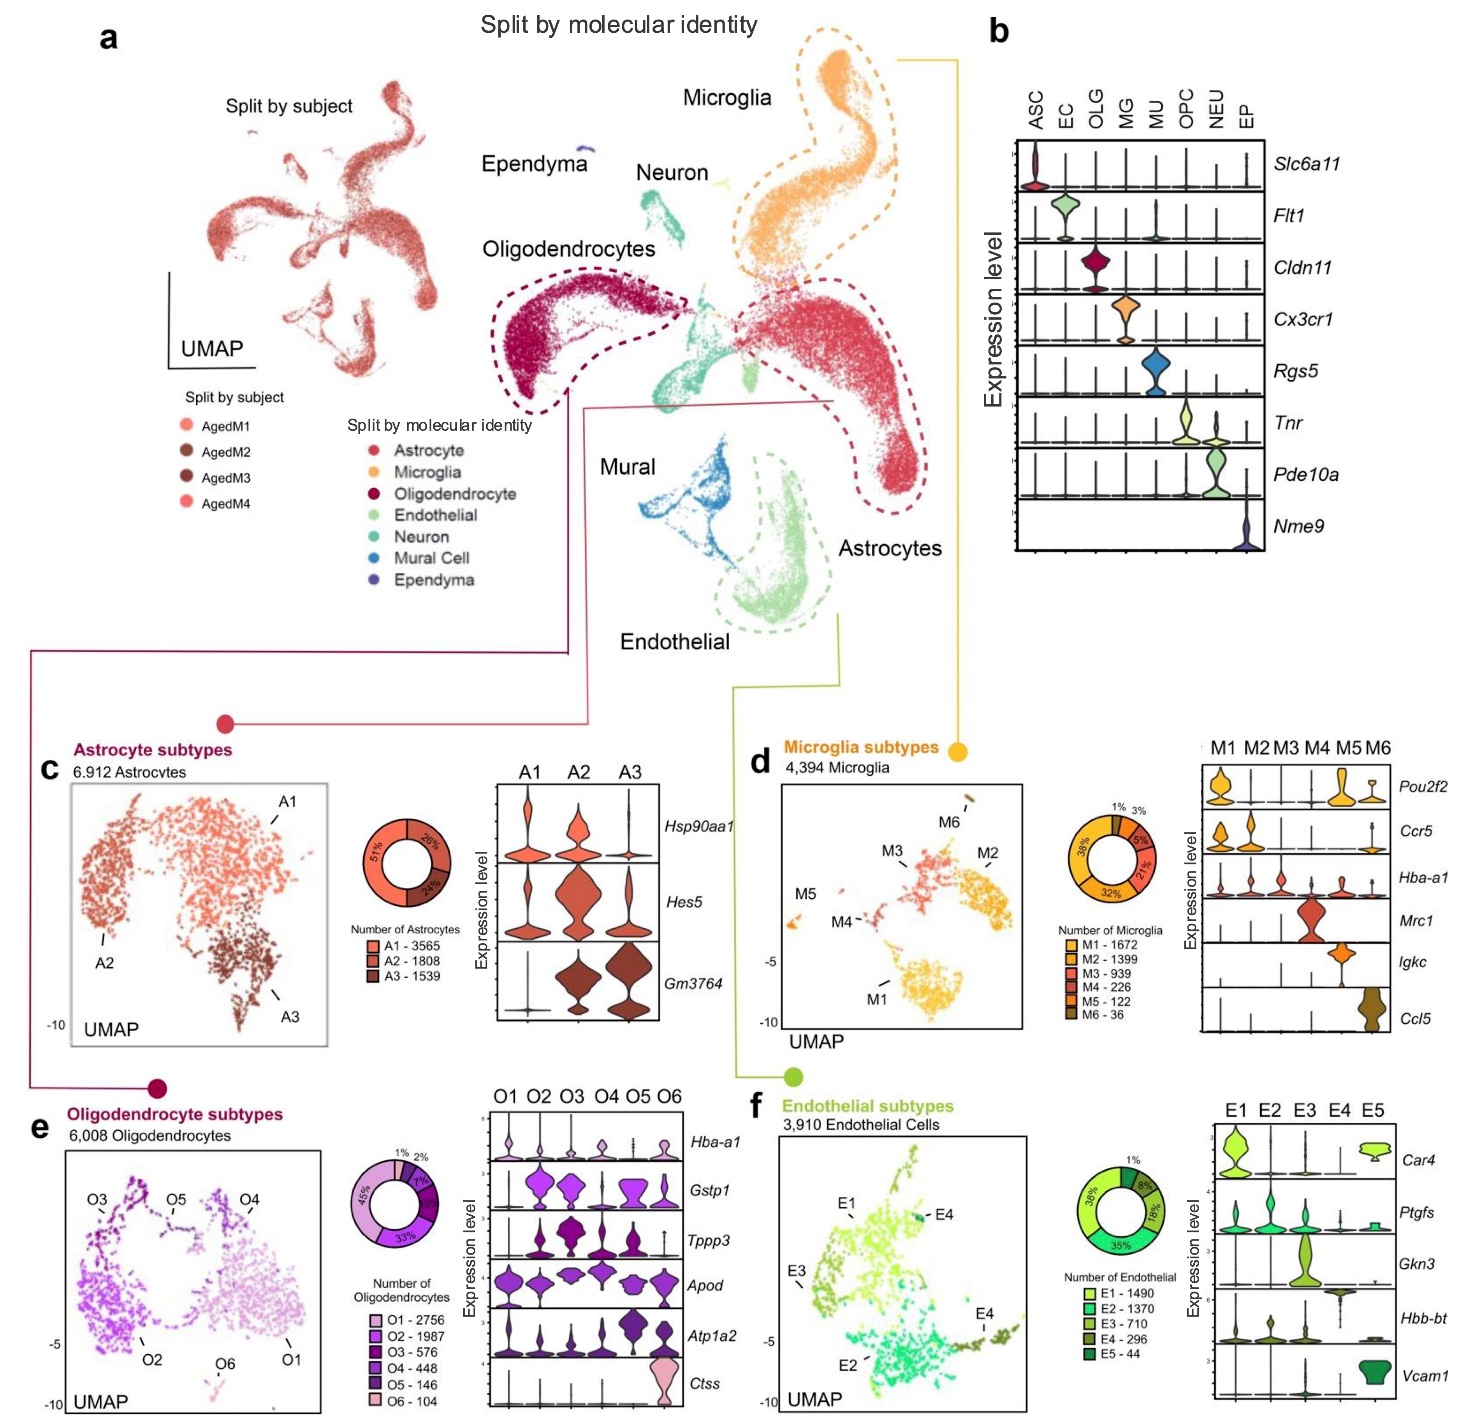

**Supplementary Fig 5: Single-cell analysis of aged striatal cells alone.** Single-cell RNA sequencing (scRNAseq) was used to evaluate transcriptomes of aged striatal cells (n = 4 mice). Uniform Manifold Approximation and Projection (UMAP) split by age (**a**) and molecular identity. Known cell markers identified cell classes, and a violin plot of select markers is shown (OLG = oligodendrocyte, ASC = astrocyte, MG = microglia, NSC = neural stem cell, EC = endothelial cell, OPC = oligodendrocyte precursor cell, NEU = neuron, MU = mural cell, EP = ependyma cell). (**b**). The astrocyte (**c**), microglia (**d**), oligodendrocyte (**e**) and endothelial (**f**) cell classes were individually subset from the broader data set and a second tier of community Louvain detection for higher granularity. There are 3 aged astrocytes subtypes (**c**), 6 aged microglia subtypes (**d**), 5 aged endothelial subtypes (**f**) and 6 aged oligodendrocytes subtypes (**e**). Individual subtypes contribute varying percentages to the total cell class, and this quantification is indicated in each associate pie chart. Under each pie chart is the number of cells in each subcluster, and the pie chart indicates the percentage each subcluster contributes to the total. Each sub-cluster had identifying markers, which are represented in the violin plots to the right of each pie chart.

#
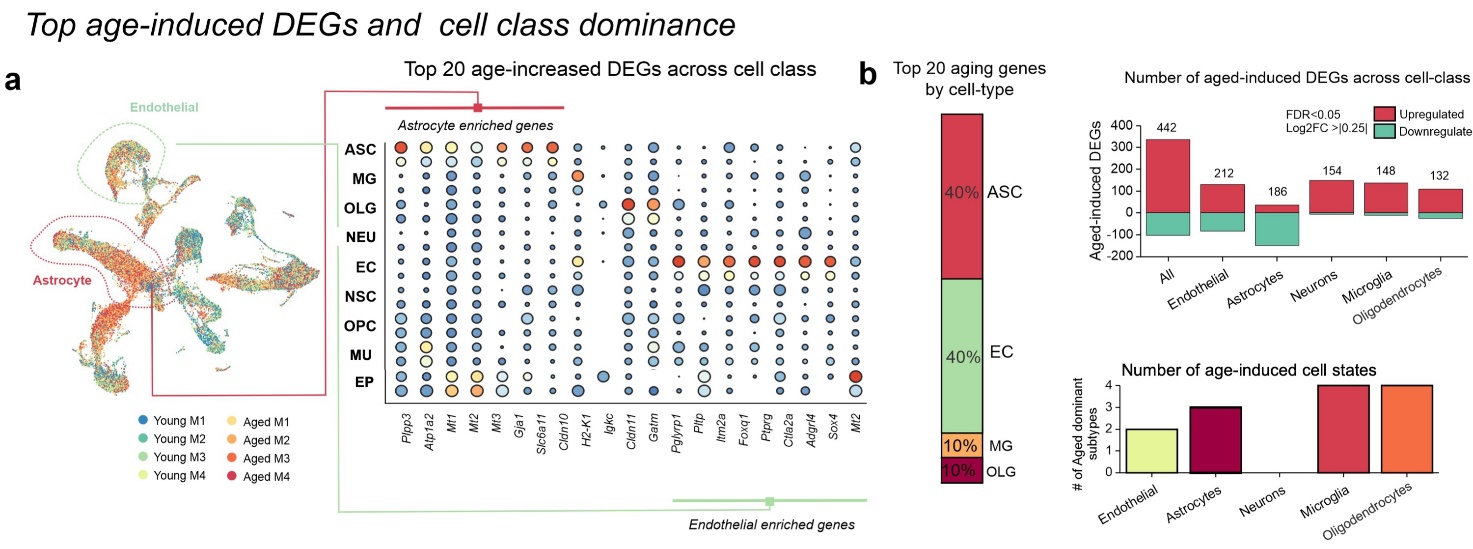

**Supplementary Fig 6: Top age-induced DEGs within the striatum irrespective of cell class and their expression across all cell-types**. **a.** UMAP of all cells split by age (n = 4 young mice, n = 4 aged mice). Accompanied by dot plot showing top 20 age induced differentially expressed genes, and their expression across each subtype (OLG = oligodendrocyte, ASC = astrocyte, MG = microglia, NSC = neural stem cell, EC = endothelial cell, OPC = oligodendrocyte precursor cell, NEU = neuron, MU = mural cell, EP = ependyma cell). **b.** 80% of differentially expressed aging genes were enriched in either astrocytes or endothelial cells Endothelial cells and astrocytes had the most DEGs across cell types, and new age-induced cell states. These cell types data that had newly clustered subsets that were aged dominant subtypes (Figure 1, Supplementary Figure 8). This is the number of new aged-dominant subtypes in the merged datasets, demonstrating significant cell shifts that were molecularly distinct enough to Louvain cluster into a new molecular subset.

**
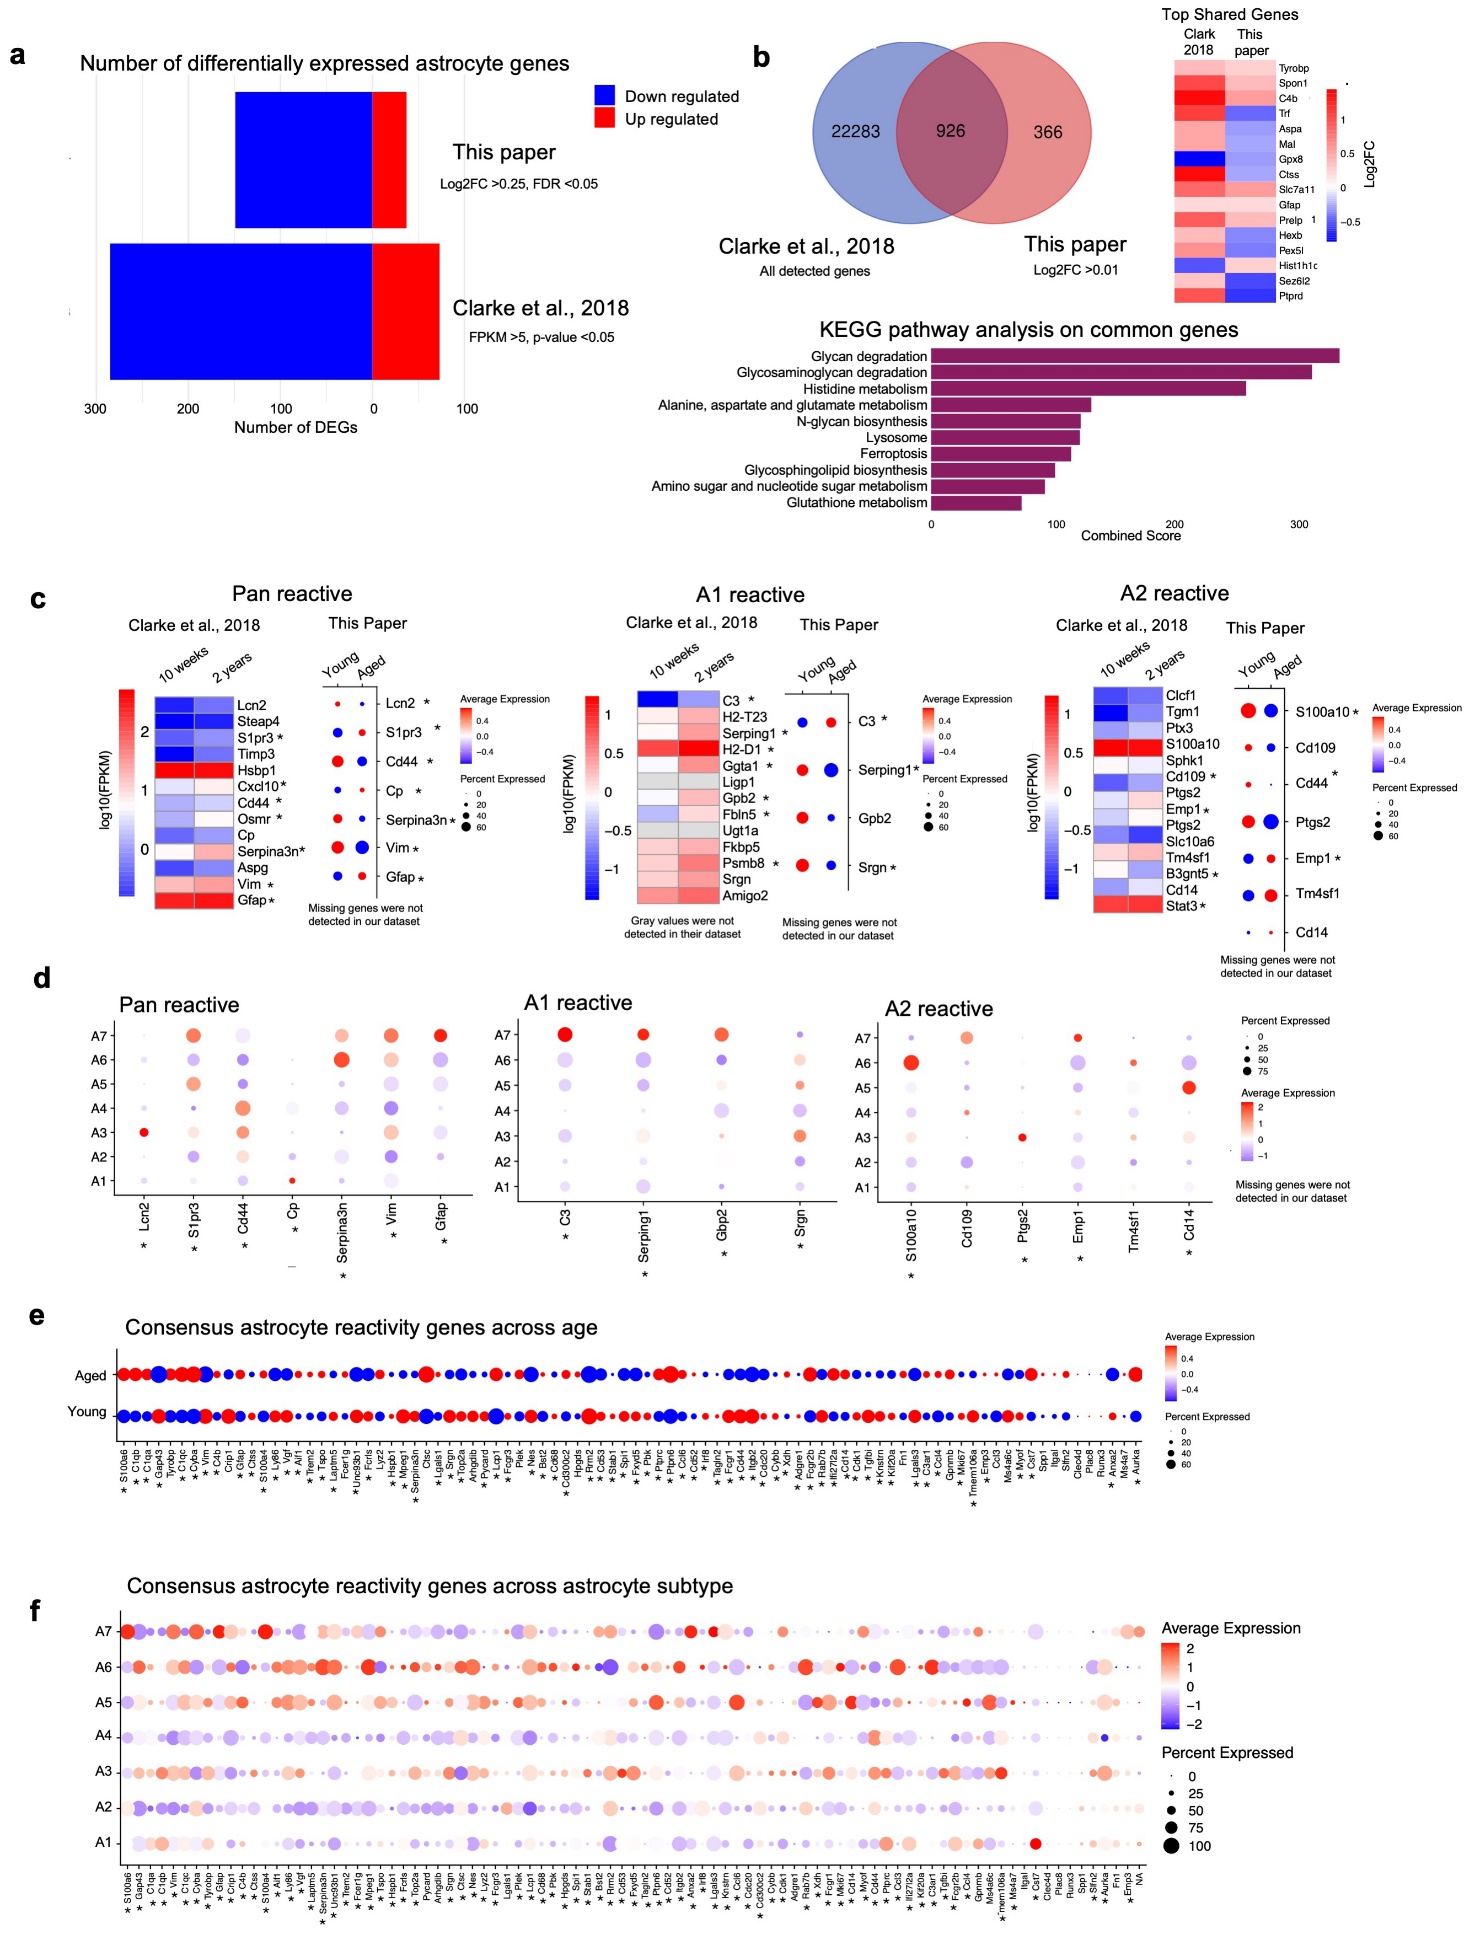
**

**Supplementary Fig 7: Comparison of differentially expressed genes between our data sets and past work.** (**a**) Comparison of differentially expressed genes in our paper (cut off = Log2FC >0.25, FDR <0.01), and Clarke et al., 2018 (cut off = FPMK >5, FDR <0.05). (**b**) The venn diagram shows all detected genes from the Clarke et al., paper (blue) and our paper (red) There were 926 common genes. The heatmap shows the common 16 genes from our paper with the cut off Log2FC >0.25 and FDR <0.05, and the Clarke paper with the cut off FPKM >5, and FDR <0.05. This heatmap show Log2FC in the Clarke et al paper^5^ (2 years compared to 10 weeks) and our paper (18 months compared to 2 months). We used Enrichr to perform KEGG pathway analysis on the top 16 common genes. (**c**) We compared the expression Pan reactive, A1 reactive and A2 reactive expression in Clarke paper and our paper using heatmaps (visualizes the Log10(FPKM) from the Clarke paper) and dotplots show the average expression of the markers in this paper between old and young. Genes that are missing from normalized counts in our dataset due to low expression were not included. Asterix indicates significant differential expression using MAST DEG analysis (FDR <0.05). (**d**) We compared Pan reactive, A1, and A2 markers across the different astrocyte subsets. Genes that are missing from normalized counts in our dataset due to low expression were not included. Asterix indicates significant differential expression across astrocyte subtypes using Wilcoxon rank sum analysis (Seurat Find all markers, FDR <0.05). (**e**) We compared the 170 genes in the consensus astrocyte reactivity genes (cARGs)^6^ across age. 88 genes were detected and using MAST DEG differential expression analysis 87% of these genes were significantly differentially expressed (* indicates FDR < 0.05). (**f**). We compared the 170 genes in the consensus astrocyte reactivity across astrocyte subtype. 88 genes were detected and using Wilcoxon rank sum analysis (Seurat Find all markers) 91% of these genes were significantly differentially expressed (* indicates FDR <0.05).

#
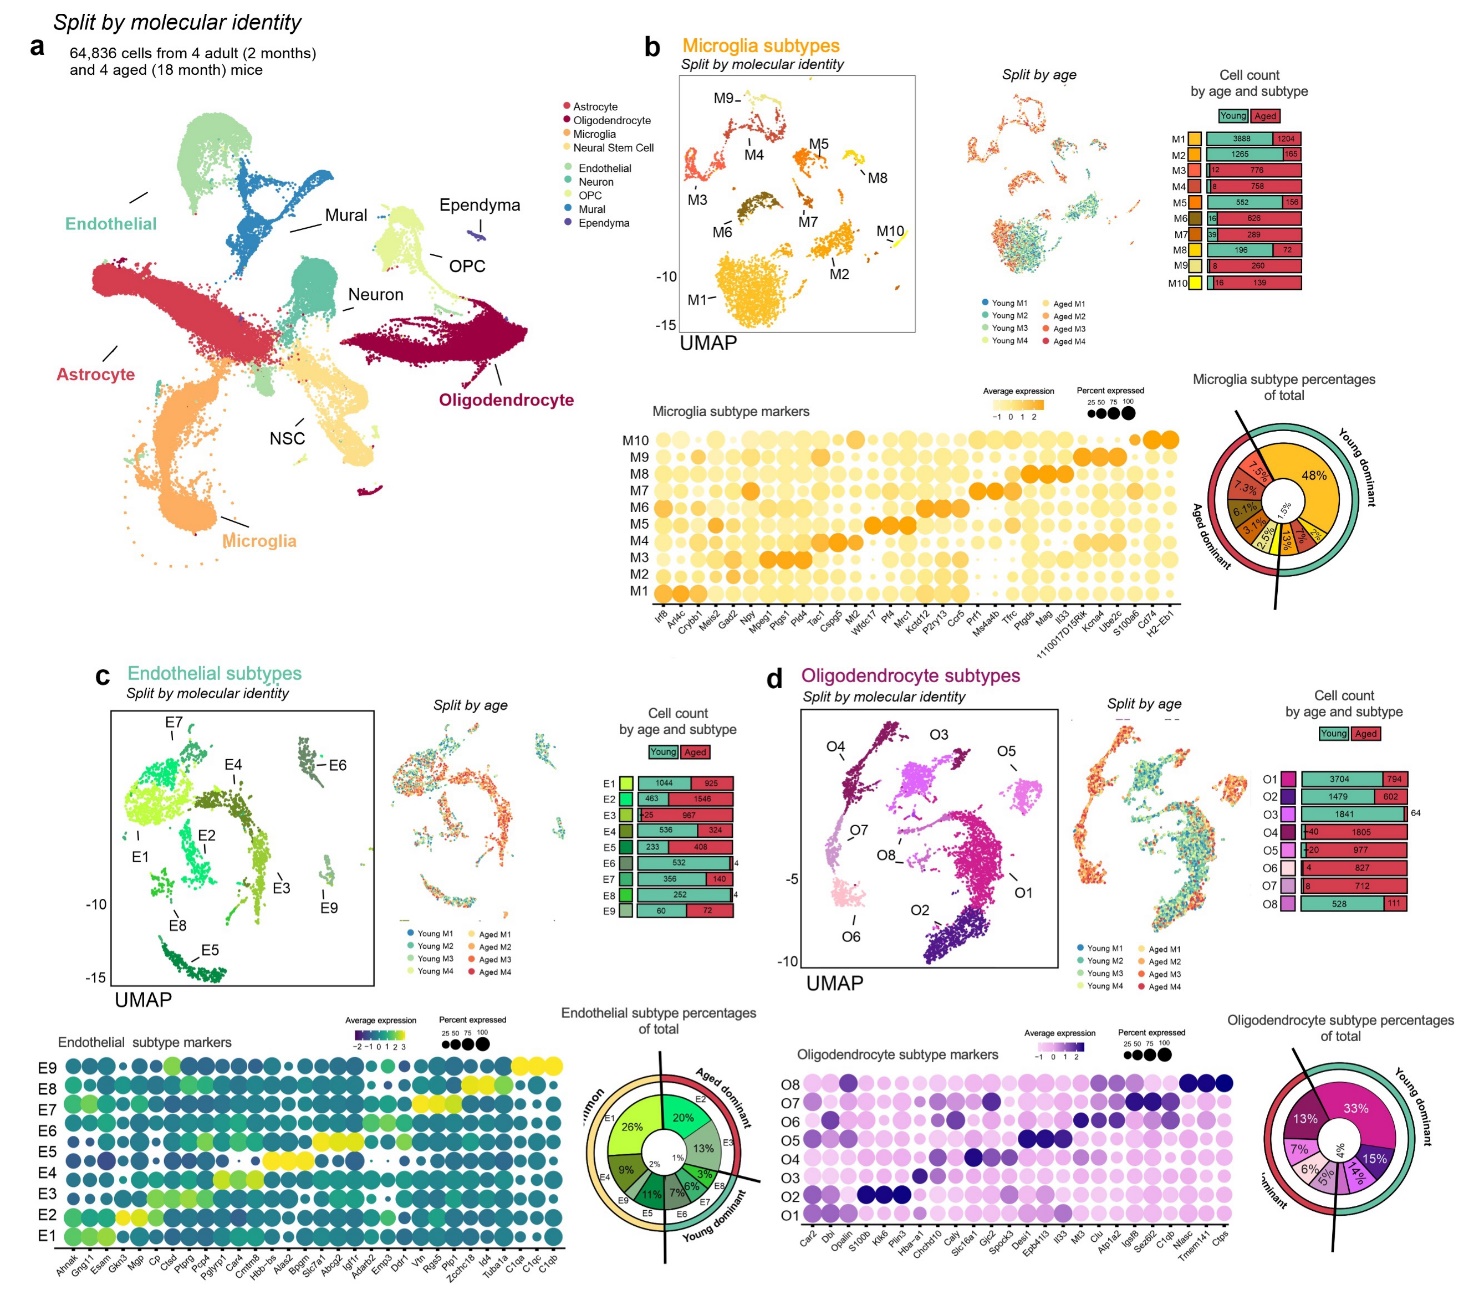

**Supplementary Fig 8: Single-cell RNAseq analysis of other major glial populations and endothelial cells in the striatum with age. a.** UMAP of all cell clusters within the striatum split by molecular identity (n = 4 young mice, 4 aged mice). UMAP of microglia (**b**), endothelial (**c**) or oligodendrocytes (**d**) shows putative subtypes identified with Louvain clustering (resolution = 0.1), split by molecular identity and age. The numbers of each cell type derived from young (green) or old (red) for each glial subtype (M1-10; E1-9; O1-6) is shown to display contribution of young or aged cells to each astrocyte subcluster. The relative percentage of each glia subcluster commits to the total amount of each respective glia (inner pie) and if the subcluster is dominated by cells from aged, young or neither (common) samples (outer pie). Subclusters were determined to be young or aged dominant if >70% of the cells within that cluster came from young or aged mice. Expression of three distinct subtype markers for each subcluster are shown, with the scaled average expression level indicated by circle color, and the percentage of cells within a cluster expressing the marker indicated by circle size.

**
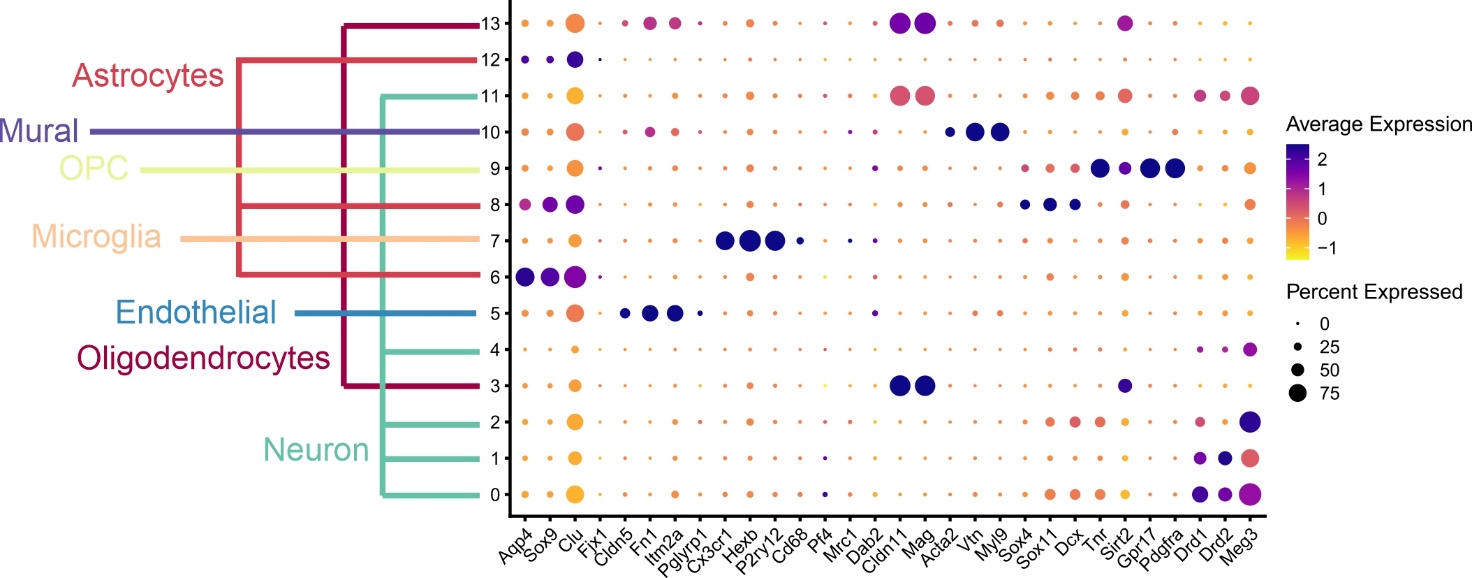
**

**Supplementary Fig 9: MERFISH cell type identification through established markers.** Canonical markers for individual cell classes were used to identify MERFISH cell populations. Each cell class marker expression is shown across all cell populations using a dot plot, where the color of each dot indicates the scaled average expression, and the size of the dot indicates the percentage of cells in the population expressing the marker.

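The dot plot sets the scaled mean of each marker, and the share of cells in which it was found, side by side for the cell populations. From the deposited counts, the markers of a class were higher in its own cluster than in the others by a median of 69.5-fold for microglia-like, 48.8-fold for oligodendrocyte-like and 38.1-fold (mural markers) for vascular-like cells. For OPC-like cells the median was 37.3-fold and for medium spiny neuron-like cells 12.4-fold. The neuron-like cluster separated least, with a median of 1.95-fold over all other cells, medium spiny neuron-like cells included.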

#
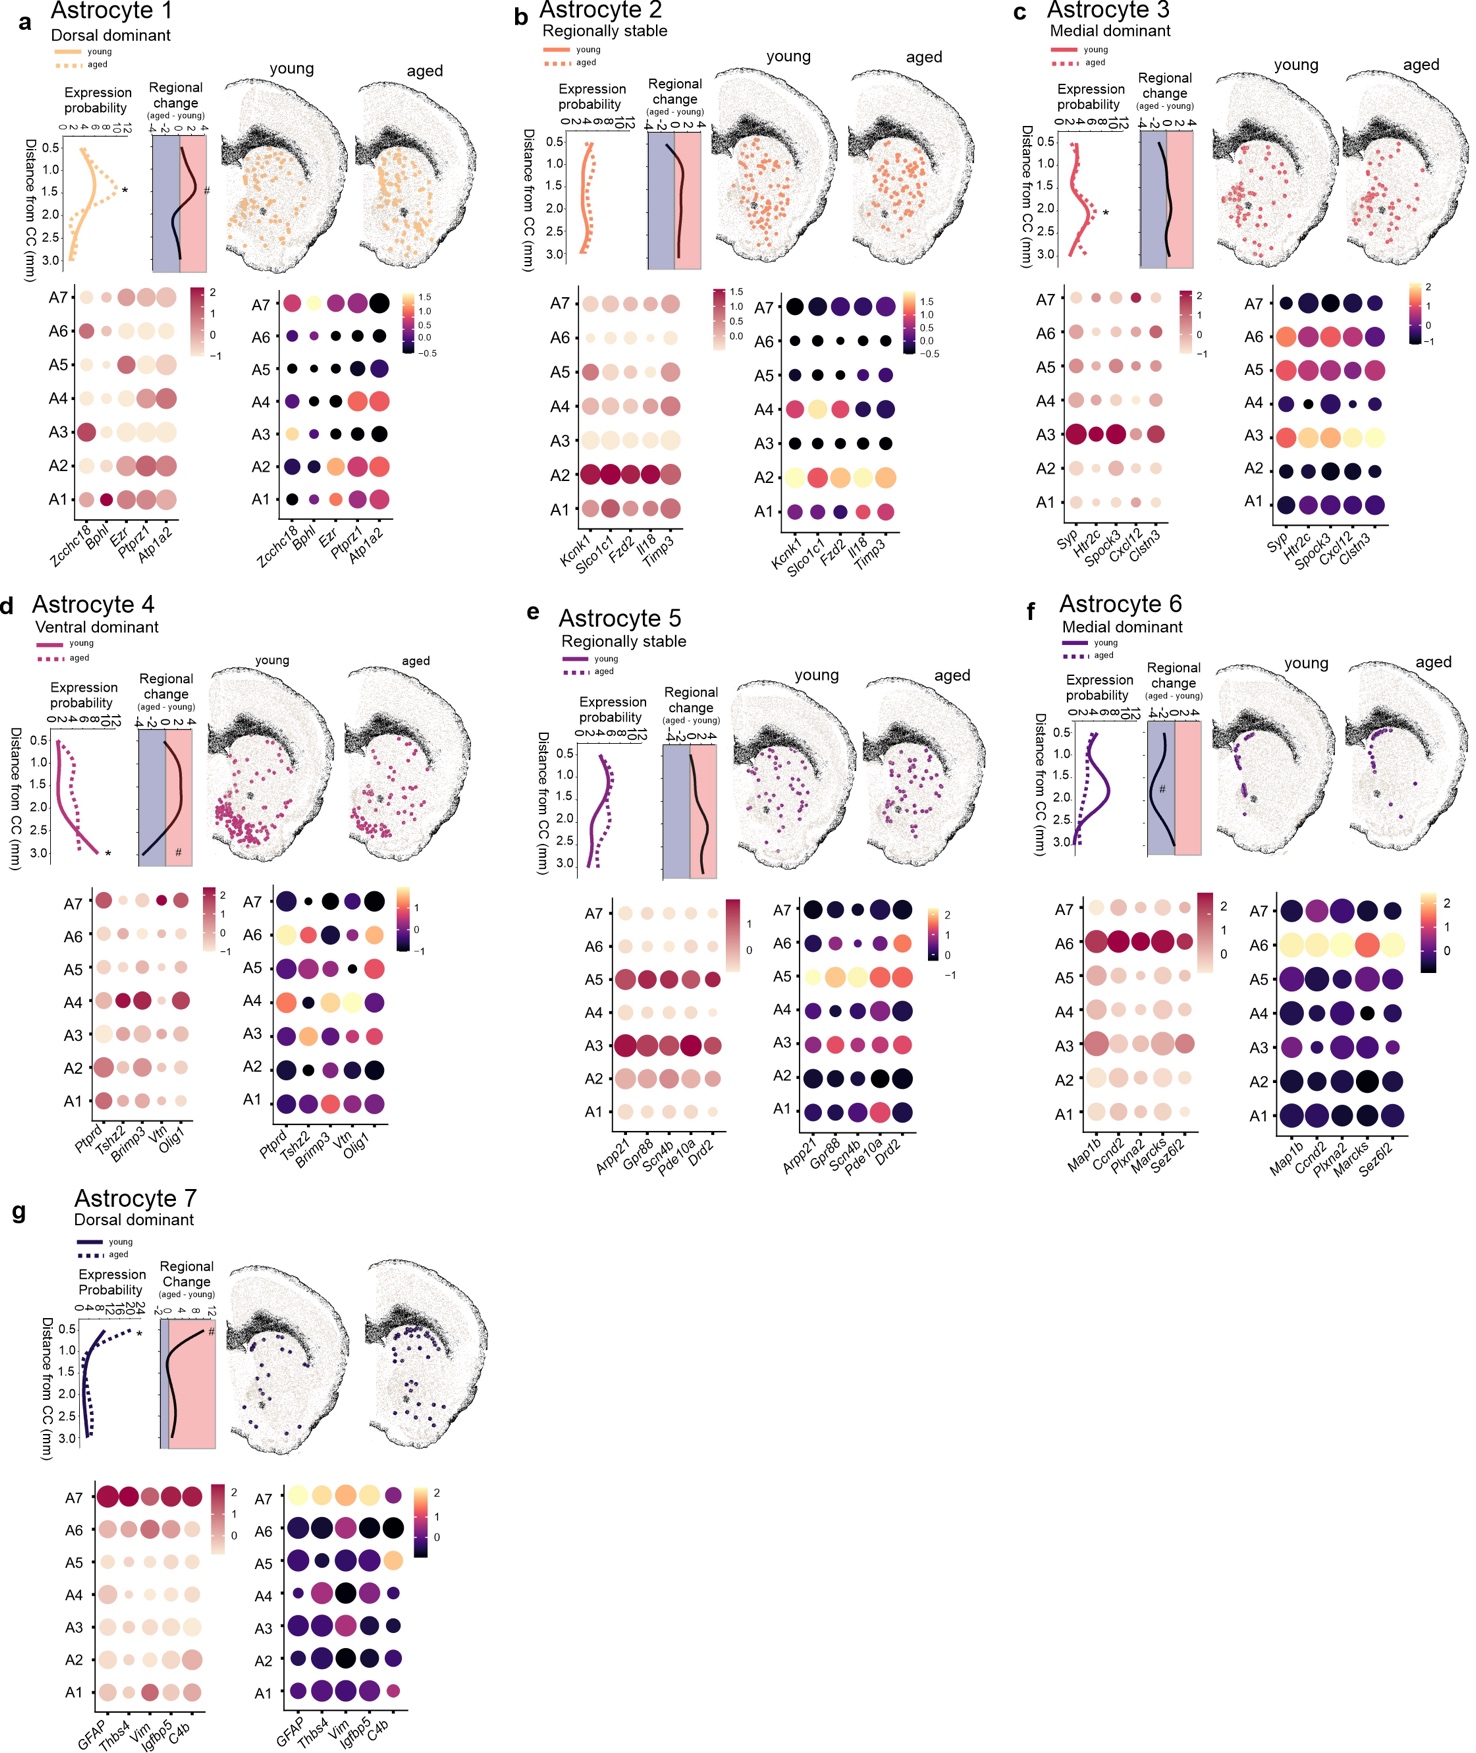
**Supplementary Fig 10: MERFISH astrocyte subtype markers and spatial allocations. a-g.** Each astrocyte subtype shows the astrocyte subtype expression probability and the change in this probability with age (n = 4 mice). This is followed by representative images of XY spatial expression of individual astrocyte subtypes across the striatum. Under the spatial representations of each astrocyte subtype, two dot plots of astrocyte subtype marker expression are shown. The first dot plot shows the marker expression in MERFISH astrocytes, and the second dot plot shows marker expression in scRNAseq astrocytes. **a.** Astrocyte subtype 1 has higher population density in the dorsal striatum. **b.** Astrocyte subtype 2 is a regionally stable population. **c.** Astrocyte subtype 3 is medial dominant. **d.** Astrocyte subtype 4 is ventral dominant (**a-d**). Five individual markers for A1-A4 expression patterns across astrocyte subtypes are visualized in dot plots in both scRNAseq and MERFISH. **e.** Astrocyte subtype 5 is a regionally stable population. **f.** Astrocyte subtype 6 is a population that is medial dominant and resides near ventricle borders in young mice. **g.** Astrocyte subtype 7 is dorsal dominant in young mice and increases in population in aged mice. **a-g.** Five individual markers for A1-A7 expression pattern across astrocyte subtypes are visualized in dot plots in both scRNAseq and MERFISH.

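Expression probability divides the share of a subtype within a segment by the number of cells of that subtype, so that subtypes of different size can be compared along the axis. From the deposited counts, the ratio of this probability between the 2 ventral-most and the 2 dorsal-most segments was calculated for marker-assigned subtypes A1 to A4. For A1 it was 1.02 in young and 0.864 in aged sections, and for A2 0.773 and 1.34. For A3 it was 1.09 and 0.906, and for A4 1.17 and 1.08, each over 2 sections per age. Without single sections, A1 ranged from 0.843 to 1.26 in young and from 0.737 to 1.04 in aged sections, on both sides of 1.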

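A6 is described as a population near the ventricle borders of young mice. The neuroblast markers outside the A6 list (Dcx, Sox11, Sox4 and Dlx6os1) made up 458 and 721 of 10000 transcripts in the A6-assigned cells of the young sections. In the other striatal astrocyte-like cells of these sections they made up 62.9 and 27.4. In the aged sections the values were 92.8 and 383 in A6-assigned cells, and 19.5 and 28.5 in the others. Marker-assigned A6 cells numbered 135 and 105 in the young and 75 and 91 in the aged sections. For A8, 3 microglia markers outside its list were 1.60 to 2.49 times higher in assigned cells than in the others.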

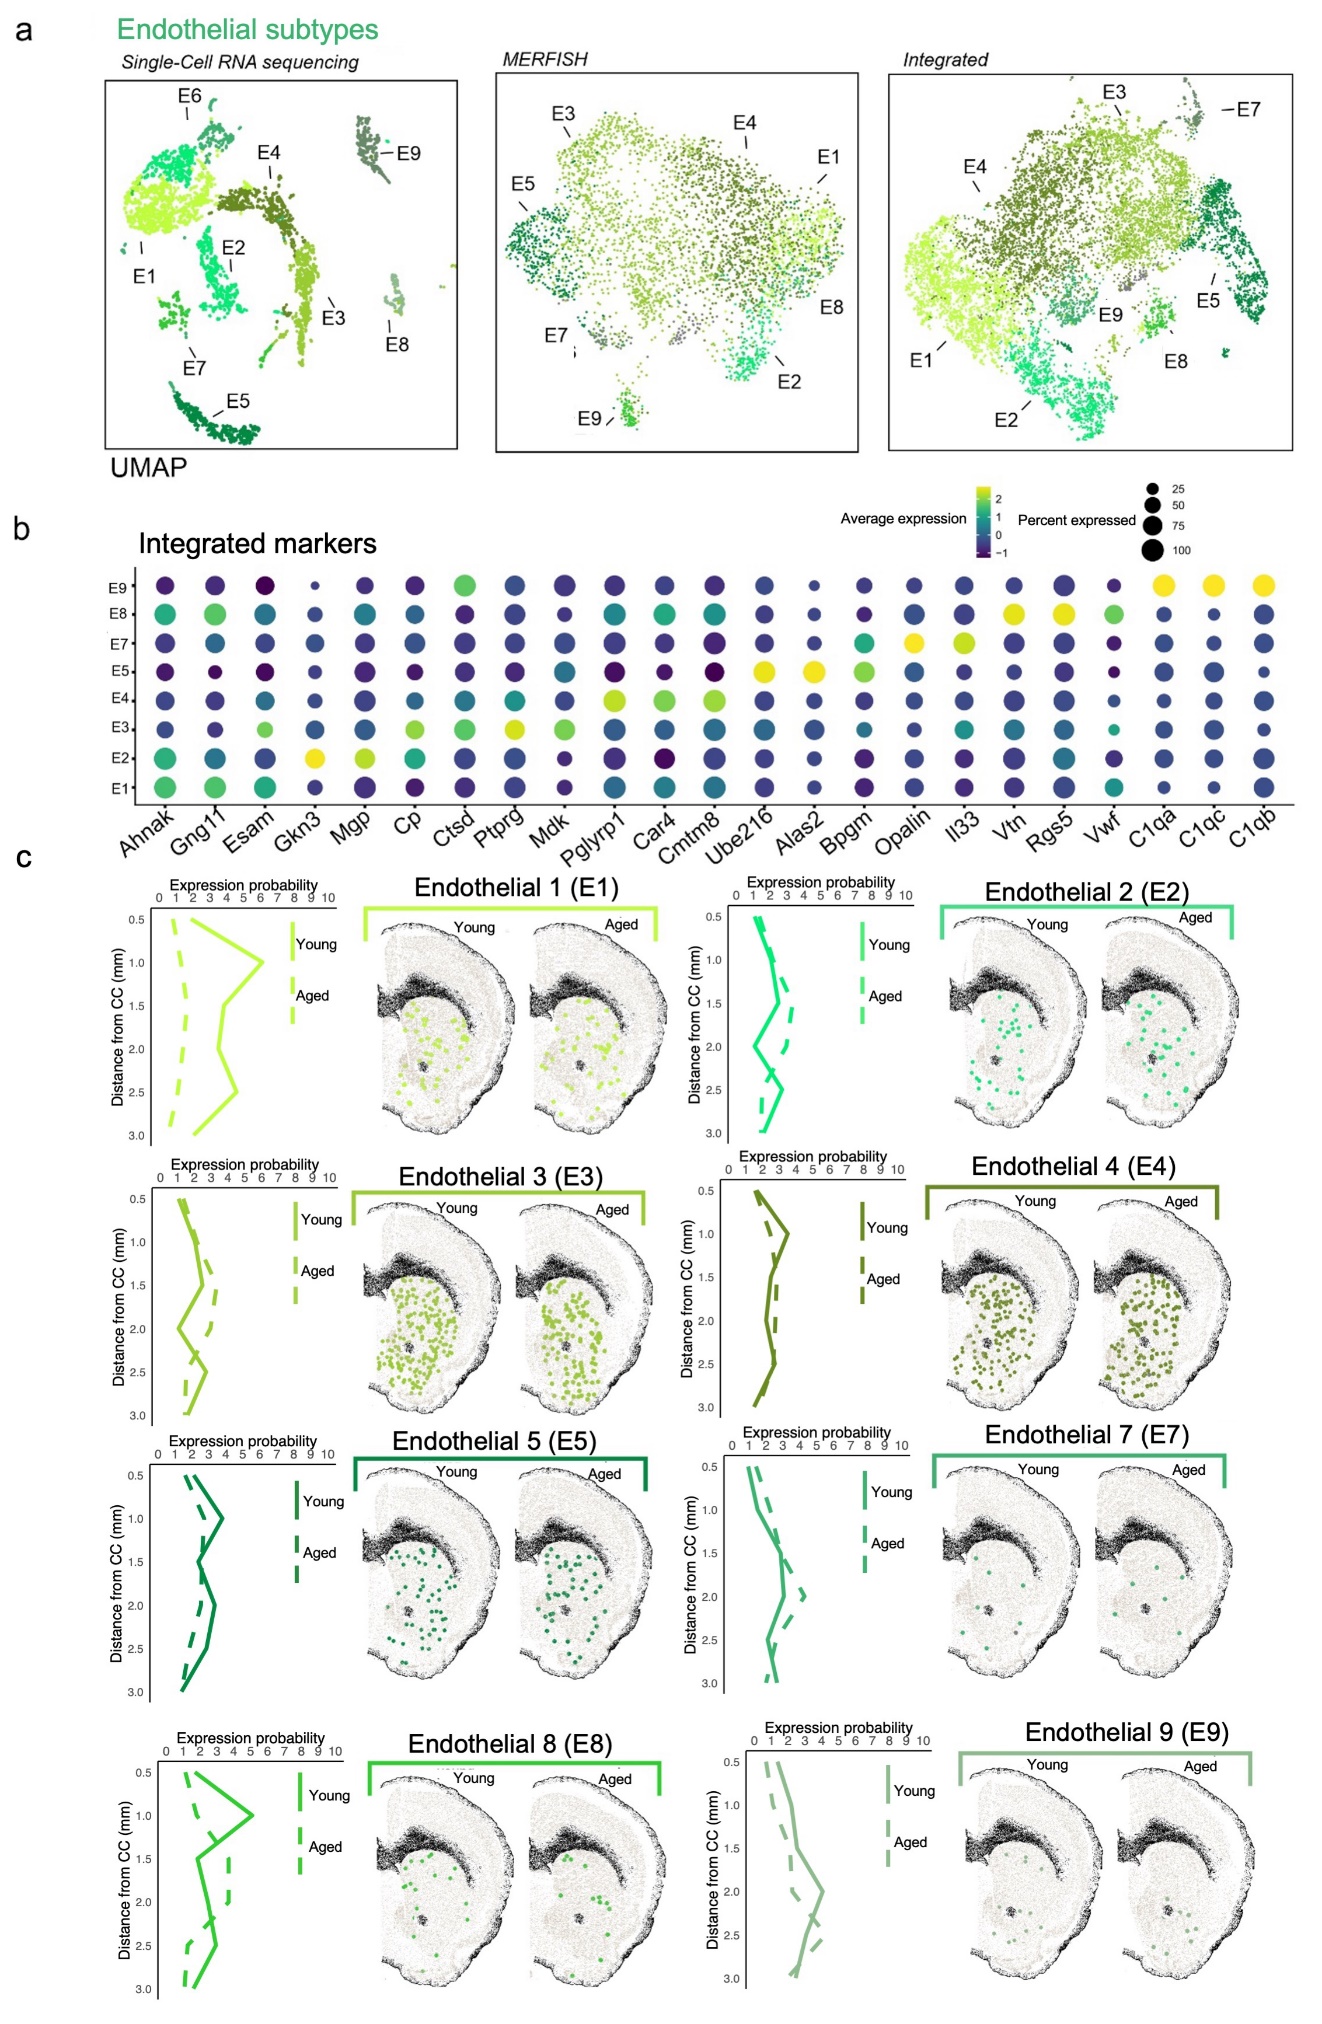

**Supplementary Fig 11: MERFISH endothelial subtype markers and spatial allocations. a.** UMAPs of striatal endothelial subtypes in scRNAseq, MERFISH and integrated data sets from young (n = 4 mice) and aged mice (n = 4 mice). Each embedding used Louvain clustering to derive endothelial subclusters, after subsetting from larger striatal cell datasets. Endothelial subset 6 was not identified in the MERFISH dataset **b.** Dot plot shows three markers for each individual endothelial subtype and their expression; circle size indicates the percentage of cells that express the marker and circle color indicates the scaled average expression. **c.**  Endothelial expression probability was calculated for each subset identified in the MERFISH data set. This endothelial expression probability quantification was calculated by the number of endothelial within a subcluster (E1-5, E7-E9) within each 500 μm subregion (0-5) (X_E1...E9_ within Y_0...5_) divided by the total number of endothelial cells within that 500 μm section (Σ_total_) normalized to the total number of endothelial cells within each respective subcluster (σ_E1...E9_) ([(X_E1,..E8_ within Y_0...5_/Σ_total_)/σ_E1...E9_ ]). The regional change is quantified by subtracting the young endothelial expression probability by the aged expression probability. The solid line represents young endothelial expression probability, and the dashed line represents the aged subtype expression probability. Representative spatial map of individual endothelial subtypes (E1-5, E7-9) across the striatum.

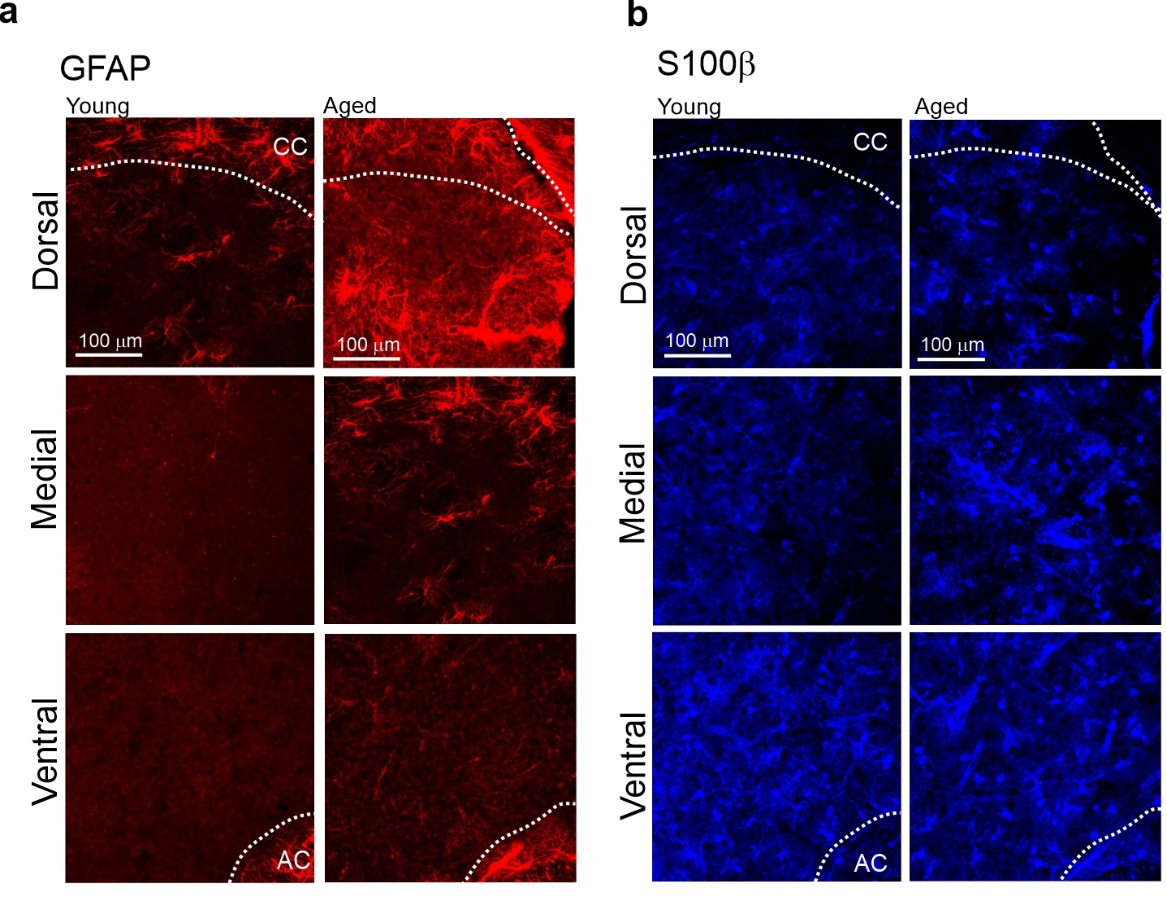

**Supplementary Fig 12. IHC for GFAP and S100β across the striatum in young and aged mice. a.** Representative images of the dorsal, medial and ventral striatum are shown for young and aged mice. GFAP expression coverage in image areas of 500 μm^2^ in the dorsal, medial, and ventral striatum for young (2 month) and aged (18 months) mice (n = 4-5 mice). **b.** Representative images of S100β expressing cells in image areas of 500 μm^2^ in the dorsal, medial, and ventral striatum for young (2 month) and aged (18 months) mice (n = 4-5 mice).

#
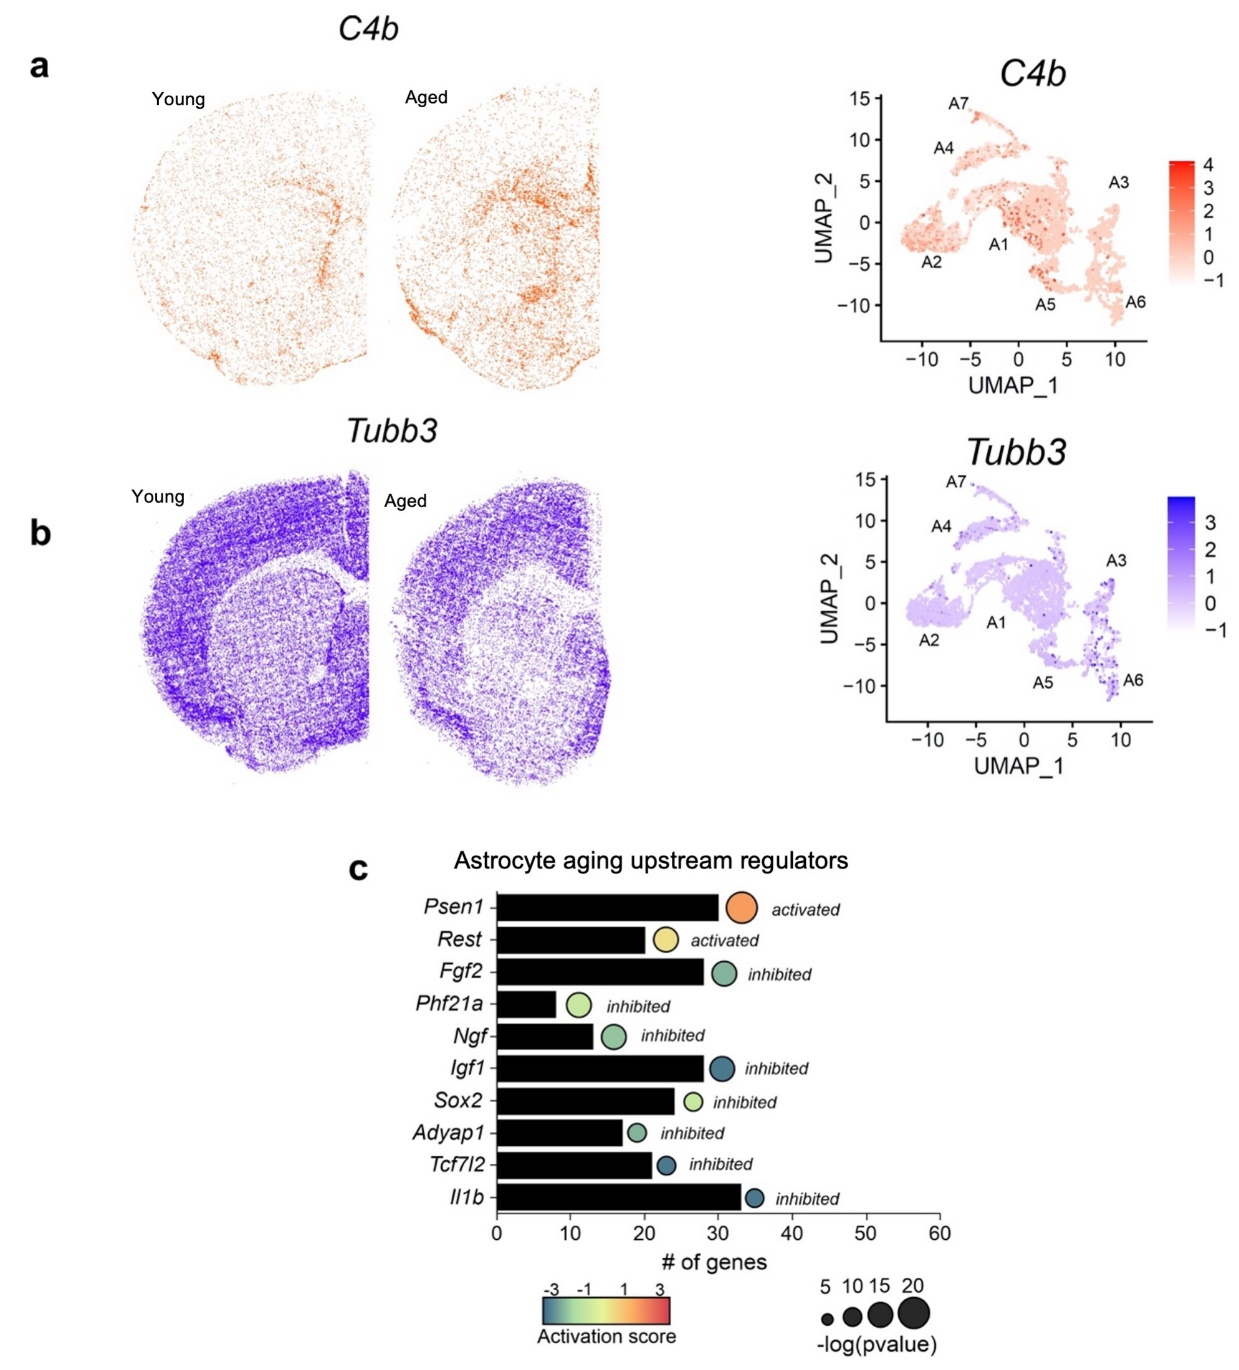

**Supplementary Fig 13. Additional molecular properties of astrocytes from scRNAseq and MERFISH data.** **a, b.** Representative images of MERFISH RNA counts shows age increases *C4b* in the dorsal striatum and decreases Tubb3 in the ventral striatum. Single-cell UMAP feature plot shows *C4b* or *Tubb3* expression across each subcluster. *C4b* goes up with age and demarcates age dominant astrocytes (A1, A5); *Tubb3* decreases with age and demarcates young dominant (A6, A3). **c.** IPA upstream regulator analysis was performed on age-induced DEGs in striatal astrocytes from the scRNA sequencing dataset. Each black bar indicates the number of genes per pathway or upstream regulator, circle size indicates the -log(pvalue), and color within the circle indicates the activation score number for each upstream regulator.

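The images show single transcripts of C4b and Tubb3, whose number in astrocyte-like cells of the striatum sets the precision of any regional comparison. Dorsally, the 2 young sections held 47 and 74 Tubb3 transcripts and the 2 aged sections 9 and 30. Ventrally they held 39 and 26, and 14 and 12. Between 273 and 346 astrocyte-like cells lay in each part, dorsal or ventral, of a section's striatum, with 28314 to 48543 transcripts.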

# **References cited in the Supplementary figures**

1 Allen, W. E., Blosser, T. R., Sullivan, Z. A., Dulac, C. & Zhuang, X. Molecular and spatial signatures of mouse brain aging at single-cell resolution. *Cell* **186**, 194-208.e118, doi:10.1016/j.cell.2022.12.010 (2023).

2 Ximerakis, M. *et al.* Single-cell transcriptomic profiling of the aging mouse brain. *Nature neuroscience* **22**, 1696-1708, doi:10.1038/s41593-019-0491-3 (2019).

3 Schmid, K. T. *et al.* scPower accelerates and optimizes the design of multi-sample single cell transcriptomic studies. *Nature communications* **12**, 6625, doi:10.1038/s41467-021-26779-7 (2021).

4 Wu, Y. E., Pan, L., Zuo, Y., Li, X. & Hong, W. Detecting Activated Cell Populations Using Single-Cell RNA-Seq. *Neuron* **96**, 313-329 (2017).

5 Clarke, L. E. *et al.* Normal aging induces A1-like astrocyte reactivity. *Proceedings of the National Academy of Sciences of the United States of America* **115**, E1896-E1905 (2018).

6 O'Shea, T. M. *et al.* Lesion environments direct transplanted neural progenitors towards a wound repair astroglial phenotype in mice. *Nature communications* **13**, 5702, doi:10.1038/s41467-022-33382-x (2022).

# Supplementary material for: Aging in mice alters regionally enriched striatal astrocytes
**Source:** Nat Commun. 2025 Sep 26;16:8496. doi: 10.1038/s41467-025-63429-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Supplementary data 1:** Genes used in the MERFISH panel.

**Supplementary data 2:** Contribution of each sample to each individual cell type in single cell and MERFISH, and a comparison of the subcluster percentages in single cell and MERFISH for astrocyte and endothelial cells.

**Supplementary data 3:** Comparison of genes detected in published striatal astrocyte RiboTag RNAseq data (Chai et al., 2017) and the genes detected in this study for astrocytes. The file also shows the results of IPA pathway analysis and all cluster defining markers for astrocyte subsets from this study.

**Supplementary data 4:** Full CellChat table for astrocytes, microglia and endothelial cells with p-values, log2Fc, and probability scores.

**Supplementary data 5:** Full gene lists used in human comparisons as part of Figure 4h and astrocyte DEGs from scRNAseq summarized in Fig. 4a. Age-related DEGs for oligodendrocytes, microglia and endothelial cells are also reported.

# Supplementary material for: Aging in mice alters regionally enriched striatal astrocytes
**Source:** Nat Commun. 2025 Sep 26;16:8496. doi: 10.1038/s41467-025-63429-8
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | sc-RNA Seq: sc-RNA seq data was performed with the 10X genomics platform. Single cell libraries were generated and sequenced on the Illumina NextSeq500 sequencer.<br>Spatial transcriptomics was performed with the MERFISH imaging was performed on an automated Vizgen Alpha Instrument using imaging buffers, hybridization buffers and parameter files provided by Vizgen.<br>Imaging for IHC was conducted on an Olympus FV3000 confocal microscope using Fluoview software.                                                                                                                                                              |
| Data analysis   | sc-RNA Seq: Sequence reads were processed and aligned to the mouse genome using CellRanger 3.0 (10X Genomics). Processing and visualization were conducted with R-package Seurat ( <a href="https://CRAN.R-project.org/package=Seurat">https://CRAN.R-project.org/package=Seurat</a> , Satija Lab).<br>MERFISH data was analyzed with custom scripts in R ( <a href="https://github.com/kaylinker/AgingAstrocytes">https://github.com/kaylinker/AgingAstrocytes</a> ) and Seurat R-package.<br>All data, unless otherwise stated were plotted with OriginPro 2018 (v 9.6.5)<br>Statistical analysis was conducted with OriginPro 2018 (v 9.6.5) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

scRNAseq data sets are available under GEO accession number GSE198027, GSE225741 and GSE226138. MERFISH data sets are available under GEO accession number GSE262083. Human striatal astrocyte aging are available under accession numbers GSE46706 and GSE36192, human striatal astrocyte Huntington's Disease are available under accession number GSE242198, and human Parkinson's Disease are available under accession number GSE157783. Source data for analyses of scRNAseq, MERFISH, immunohistochemistry and RNAscope are provided with this manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were selected based on data from the use of similar models by our laboratory and in past studies that are cited in the manuscript.                                                 |
| Data exclusions | No data was excluded from this manuscript                                                                                                                                                       |
| Replication     | To verify the reproducibility of the experimental findings, all data collection was done in multiple batches comprising at least four replicates. All experiments were successfully replicated. |
| Randomization   | For all experiments, the mice were randomly allocated to a group.                                                                                                                               |
| Blinding        | For all analyses, the investigators were blinded to group allocation during data collection, as numerical mouse IDs were the only identifier used.                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Primaries:  
mouse anti-NeuN (Millipore #MAB377)  
rabbit anti-S100 $\beta$  (Abcam #ab41548),  
chicken anti-GFAP (Abcam, #ab4674)

Secondaries:

Alexa Fluor 488 goat anti-chicken (A11039)  
 Alexa Fluor 488 goat anti-rabbit( A11008)  
 Alexa Fluor 488 goat anti-mouse (A28175)  
 Alexa Fluor 546 goat anti-mouse (A48255)  
 Alexa Fluor 546 goat anti-rabbit (A28175)  
 Alexa Fluor 647 goat anti-rabbit (A21244)

## Validation

The antibodies used in this manuscript have been validated and reproduced by our lab across at least 7 manuscripts by checking cell specificity, background signal, and noting antigen specificity using western blot techniques (Srinivasan et al., 2016; Chai et al., 2017, Nagai et al., 2019; Yu et al., 2020; Diaz-Castro et al., 2019; Endo et al., 2022, Gangwani et al., 2023). All Khakh lab manuscripts.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

C57BL/6NTac mice were maintained as an in-house breeding colony or purchased from Taconic Biosciences.  
 Both males and females were used in alternating batches.

## Wild animals

The study did not involve wild animals

## Field-collected samples

This study did not use field-collected samples

## Ethics oversight

All experiments were conducted in accordance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals and were approved and overseen by the Chancellor's Animal Research Committee (ARC) at the University of California, Los Angeles (UCLA)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

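MERFISH data of 4 coronal brain sections were used, 2 from young mice (2 months) and 2 from aged mice (18 months). The grouping of sections follows the deposited sample titles and their age labels. Labels inside the data of the 2 young sections carry other numbers than these titles. Which young section is called the first thus rests on the titles. The authors imaged each section with a custom probe library, decoded transcripts with MERLIN and segmented cells. The deposited count of each gene in each cell is a whole number of decoded transcripts of 383 genes, without normalization and before any filter on cells. The authors also deposited the volume of each cell, an imaging signal in cubic micrometres, and its position, which were used as given. A further table by the authors gives the mean count of transcripts per cell for each gene and section, and it was used only to check that the genes and sections had been read correctly.

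Cells with fewer than 10 detected genes or a volume under 50 µm³ were left out, as the study's methods state. Counts were divided by volume and by the cell's total, multiplied by 10000, log-transformed and scaled with a limit of 10. A graph of 20 nearest neighbours on 15 principal components was clustered with the Louvain method (igraph 0.11.9) at a resolution of 0.08. The 35 genes whose change with age is reported were left out of the clustering, so that no cluster is defined by them. Clusters were named from lists of 3 to 7 panel markers per class, by the highest median fold of a list over the other cells, with a minimum of 1.5-fold for at least 3 markers. No annotation of cells by the authors was used, so all class names are rebuilt. A cell counted as mixed, and was left out, when at least 3 markers of its own class and at least 3 of another were detected. This rule stands in for the study's removal of cells with markers of several types, whose threshold the paper's text does not name.

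The striatum was taken as squares of 50 µm in which medium spiny neuron-like cells were at least 40% of the cells within 150 µm, in the 2 largest connected areas per section after an erosion of 4 squares. The files give no orientation. The dorsal-ventral axis of a section was set perpendicular to the line between its anterior commissures, seen as patches dense in oligodendrocyte-like cells, and points away from the corpus callosum. Dorsal and ventral striatum were parted at the middle of the extent of each hemisphere, and 6 segments of 500 µm were measured from its dorsal edge. Areas came from the squares that held a kept striatal cell. Subtypes were assigned by the highest mean standardized expression of the 10 markers per subtype with the largest fold change in Supplementary Data 1. Genes that change with age were not taken out of these lists. The aging score follows Seurat's module score with 24 bins and up to 100 control genes per gene. It uses the 20 panel genes with the largest fold change in Supplementary Data 5, which the study derived from scRNAseq.

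Counts were summed over the cells of a class in each section, and ages were compared with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3. The change with age was compared between dorsal and ventral striatum by the interaction term of a fit with the section as a block. Classes with at least 200 cells in every section were tested. Shares, densities and scores were compared with two-sided exact permutation tests, whose smallest p is 0.333 for 2 sections against 2. DESeq2 1.42.0 and limma 3.58.1 were used as alternative tests. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0. Gene coordinates are those of the GENCODE annotation of GRCm38, since the files give symbols alone.

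The tests were tried on simulated counts of the 383 genes with 200 genes changed by known folds, drawn from the means and totals of the real sections. The spread between simulated sections was set to the same value for every gene and was not estimated from the data. Where real sections vary more, fewer changed genes would be called. In the comparison of ages in astrocyte-like cells, edgeR tested 373 genes, called 86.9% of the 198 changed genes among them and 99.2% of those changed at least 2-fold, with 3 unchanged genes called. DESeq2 called 73.2% with 0 unchanged genes, and limma 78.5% of all 200 with 11 unchanged genes. The estimated change was a median of 1.01 times the true change by edgeR and DESeq2 and 0.713 times by limma. The simulated limma fit used log values of summed counts. In the sections, limma was fitted to means of log values per cell, so its simulated results do not carry over. In the comparison of dorsal and ventral change, edgeR tested 251 genes and called 45.5% of the 132 changed ones, and 58.0% of those changed at least 2-fold, with 1 unchanged gene called. Smaller regional differences can thus be missed at this depth, and more of them where sections vary more than was simulated.

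Kept cells held 36035355 and 31172121 transcripts in the young sections and 18765491 and 29004185 in the aged sections. Counting intervals cover counting error only. Genes named in the text were fixed by rule: the genes that the paper names from MERFISH (Gfap, C4b, Tubb3, S100b) or as markers (C3, S100a6), and up to 5 higher and 5 lower genes with the largest fold change among those past the threshold in astrocyte-like cells and changed the same way in all 4 pairs of an aged and a young section. In the other classes, genes named in the closing section were chosen after their values were seen. Alternatives changed the test, the normalization, the filters on genes and cells, the genes and resolution of the clustering, the rule on mixed cells, the depth per cell (50 transcripts), the regions (parted at the middle, or with the middle part of the axis left out), the gene list of the score and the sections included. Subtypes of vascular-like cells and A7 were left out, the first because no cluster of endothelial cells alone was found and the second because the table of markers has none for it. The scRNAseq, imaging of proteins and human data of the paper were not used here, apart from the lists named above.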

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

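Of the tests in this part, those that leave out cells with neuroblast markers, that follow neuron markers or abundant neuron transcripts in microglia-like cells, that follow Mal and Trf in OPC-like cells and that set endothelial against mural markers were chosen after the result was seen. Genes of classes other than astrocyte-like were also singled out after their values were seen. The lists of oligodendrocyte, microglia and endothelial genes that change with age in Supplementary Data 5 were not used here.

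A few genes that passed the threshold in astrocyte-like cells moved the opposite way with age in every pair of sections of another class. The difference between the classes was not tested, and chance puts all 4 pairs on one side in 16.7% of cases in each direction. C4b rose in astrocyte-like cells (log2 fold change 0.78) and fell in neuron-like cells (−0.34, edgeR with Benjamini-Hochberg adjusted p = 0.987). It rose in all 4 pairs of oligodendrocyte-like (2.64), microglia-like (0.90) and OPC-like cells (0.77). Brinp3 rose in astrocyte-like cells (0.63) and in all 4 pairs of vascular-like cells (0.28), and fell in oligodendrocyte-like cells (−0.51, edgeR with Benjamini-Hochberg adjusted p = 0.266). No technical explanation of these opposite directions was tested, apart from those of the rise of C4b in oligodendrocyte-like cells given below, and a response to age that differs between the classes stays open as well.

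Top2a fell in astrocyte-like cells (−2.38), and also in all 4 pairs of OPC-like (−2.63, edgeR with Benjamini-Hochberg adjusted p = 6.17e-06) and oligodendrocyte-like cells (−1.28, 0.0822). It rose in microglia-like cells (0.72), short of the threshold (0.387). It is among the 10 genes that set the astrocyte-like cluster apart, so its level there depends on how the cluster was made. Dlx6os1 fell in astrocyte-like cells (−1.82) and rose in 4 other classes, most in OPC-like cells (1.41, edgeR with Benjamini-Hochberg adjusted p = 0.112). Dcx fell in astrocyte-like cells (−1.55) and rose in medium spiny neuron-like cells (0.27, edgeR with Benjamini-Hochberg adjusted p = 0.785) and 1 more class. A candidate explanation for the fall in astrocyte-like cells is that the aged sections hold fewer neuroblast-like cells inside this cluster. With cells that had 2 or more neuroblast markers left out, the median log2 fold change of the 11 other genes called lower shrank from −0.99 to −0.13, and 0 of them passed edgeR's threshold. They did not shrink alike. Top2a (−0.85), Dpysl3 (−0.58), Marcksl1 (−0.56), Marcks (−0.49) and Ect2 (−0.39) stayed lower, while the other 6 lay between −0.13 and 0.25. For these 5 genes the explanation covers a part of the fall, and what is left was not tested. The biological reading, fewer neuroblast-like cells at 18 months, and less ventricle wall inside the aged sections stay open.

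C4b rose in oligodendrocyte-like cells (log2 fold change 2.64, edgeR with Benjamini-Hochberg adjusted p = 0.000213), outside the astrocytes for which the text describes its change by MERFISH. It went from 4.98 ± 0.163 to 30.9 ± 7.24 of 10000 transcripts (SD, n = 2 per age), higher in all 4 pairs, and stayed between 2.36 and 2.93 in the 8 alternatives. Astrocyte transcripts inside these cells would raise astrocyte markers too, but their median log2 fold change there was 0.23, with markers between −0.46 and 0.42. With every cell thinned to 50 transcripts the log2 fold change was 2.75. Counts were summed and scaled per section, and thinning leaves such shares largely in proportion. This value therefore cannot decide whether a difference in depth per cell contributed. Whether the probes separate C4b from C4a is not known from the files. A change with age in these cells stays a hypothesis, found and tested on the same sections.

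Calb1 rose in microglia-like cells (2.00, edgeR with Benjamini-Hochberg adjusted p = 5.02e-06), from 5.37 ± 0.952 to 21.7 ± 2.67 of 10000 transcripts (SD, n = 2 per age), higher in all 4 pairs. Snhg11 (2.28), Meg3 (1.83) and Gfap (1.23, from 23.6 to 56.0) were called higher as well. Calb1 also rose in all 4 pairs of astrocyte-like (0.83), oligodendrocyte-like (0.80) and vascular-like cells (0.85), and changed by 0.02 in neuron-like and 0.00 in medium spiny neuron-like cells. Neuron transcripts inside microglia-like cells were tested as an explanation. The rise of Calb1 equals 17.3% of its level in aged medium spiny neuron-like cells and 33.8% of that in aged neuron-like cells. The 10 most abundant transcripts of these classes reached a median of 4.69% and 12.8% of their level there in aged microglia-like cells, any transcripts of the microglia-like cells' own included. This argues against transcripts of either class, at their mean levels, as the whole of the rise of Calb1, while a rarer neuron type rich in Calb1 was not tested. For Snhg11 and Meg3 a far smaller share would do. The neuron markers moved apart, with Syp at 0.65, Nsg2 at 0.70 and Gng3 at −0.38 around a median of 0.14, so for this pair of genes transcripts from neurons and a change in microglia cannot be told apart. Transcripts of astrocytes, to which Gfap would point, and a background of Calb1 shared by several classes were not tested, and they stay open along with a change with age in these cells.

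Mag fell in OPC-like cells (−2.32, edgeR with Benjamini-Hochberg adjusted p = 1.68e-07), from 48.3 ± 14.2 to 9.60 ± 3.72 of 10000 transcripts (SD, n = 2 per age), lower in all 4 pairs. Cldn11 (−2.19), Mobp (−1.70) and Tspan2 (−0.95), which are also genes of mature oligodendrocytes, were called lower as well, as were Sirt2 (−1.37) and the OPC marker Gpr17 (−0.92). Mal changed by 0.50 without passing the threshold, and Opalin was too low to be tested. Fewer transcripts of mature oligodendrocytes inside these cells were tested as an explanation. The fall of Mag equals 8.03% of its level in young oligodendrocyte-like cells. Mal and Trf, which with 795 and 714 of 10000 transcripts are more abundant there than Mag (482), made up 10.6 and 9.36 in young OPC-like cells, or 1.32% of their level (1.24% and 1.40% in the young sections), and did not fall with age. Sirt2 was higher in young OPC-like (170) than in young oligodendrocyte-like cells (97.3). These values argue against transcripts of mature oligodendrocytes as the whole of the fall. Cells between the OPC and mature stages inside this cluster, and a change with age, stay open and untested.

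Col4a2 fell in vascular-like cells (−1.08, edgeR with Benjamini-Hochberg adjusted p = 0.0335), from 15.9 ± 3.17 to 7.52 ± 1.21 of 10000 transcripts (SD, n = 2 per age), lower in all 4 pairs. The call rests on all 4 sections, since leaving out any 1 of them left 0 genes past edgeR's threshold in this class (18 to 56 at an unadjusted p under 0.05). A lower share of endothelial against mural cells would lower endothelial markers more, but the 2 medians differed by −0.0431 (−0.41 and −0.37). Other technical explanations were not tested, and a change with age stays open.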

How the results depend on the processing

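The alternatives were set before the data were examined, except those restricted to the striatum in the comparisons of all sections, with neuroblast-marker cells left out, with the crossed block, with a second axis, with A6-assigned cells left out, and with mixed cells kept in the regional, density and subtype results, which were chosen after seeing the data. So were the cluster resolution of 0.3 for the agreement of sign and the alternatives of vascular-like density. Unless a value shows it, the cause of a change was not tested.

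In astrocyte-like cells, 20 of 371 genes were called (4 higher, 16 lower). DESeq2 called 32, edgeR without TMM 29 (6 higher, 23 lower) and cells thinned to 50 transcripts 20. Fewer were called without the filter on genes or volume (12), with mixed cells kept (7), in the striatum alone (13), there with mixed cells kept (6) and with neuroblast-marker cells left out (5). No gene was called by limma (0, 67 at an unadjusted p under 0.05), at a resolution of 0.3 (0, 35), by the rule per cell without clusters (0, 17) or with the stricter rule on mixed cells (0, 24). Leaving out single sections gave between 0 and 20 calls, with 0 without the second aged section. All 20 genes were among those DESeq2 called, and 2 of the 5 called with neuroblast-marker cells left out were among the 20. Of these 5, C3, C4b and Snhg11 were higher and Cd38 and Tnf lower, so the 16 lower genes were no longer called.

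C4b stayed higher in all 23 alternatives but short of the threshold at a resolution of 0.3 (0.60), by limma (0.48), with mixed cells kept (0.72), without the filter on genes or volume (0.74), by the rule per cell (0.62), in the striatum alone (0.71), there with mixed cells kept (0.69) and with the stricter rule (0.68). Its range without single sections was 0.66 to 0.94, with both aged sections needed for the call. Tubb3 stayed lower but short of the threshold by limma (−0.36), with mixed cells kept (−0.61), without the filter on genes or volume (−0.93) and in the striatum with mixed cells kept (−0.67). Without single sections it lay between −1.19 and −0.83, with the second young and the second aged section needed for the call. It reversed at a resolution of 0.3 (0.0309), with neuroblast-marker cells left out (0.00406), by the rule per cell (0.16) and with the stricter rule (0.0464). Gfap kept its direction and stayed short of the threshold throughout (0.06 to 0.42).

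Under the rule per cell, S100b reversed to −0.0643 and Dlx6os1 to 0.61. Under the stricter rule on mixed cells they reversed to −0.0360 and 0.29. At a resolution of 0.3, Dlx6os1 reversed to 0.10 and Dcx to 0.0232. S100a6 reversed with mixed cells kept (−0.0464), in the striatum alone (−0.51) and there with mixed cells kept (−0.46). C3, Calb1, Brinp3, Marcksl1 and Dpysl3 kept their direction in every alternative that tested them. They fell short of the threshold in some, Calb1 in 14, Brinp3 in 16, Marcksl1 in 8 and Dpysl3 in 7 of 23, and C3 in 6 of 22.

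In the other classes, DESeq2 called 1 gene in neuron-like cells (0 by edgeR, 11 at an unadjusted p under 0.05), 30 in oligodendrocyte-like (11), 8 in vascular-like (2), 21 in microglia-like (6) and 4 in OPC-like cells (12). In medium spiny neuron-like cells edgeR and DESeq2 called 0 (24 and 25 at an unadjusted p under 0.05). Without TMM, which moved the median of all genes by 0.13 in oligodendrocyte-like and 0.21 in microglia-like cells on the log2 scale, the first had 32 calls, 24 higher and 8 lower, against 6 higher and 5 lower. The second had 5, all higher, against 4 higher and 2 lower, and vascular-like cells had 8. Without single sections, calls ranged from 0 to 2 in medium spiny neuron-like, 19 to 46 in oligodendrocyte-like, 3 to 12 in microglia-like and 7 to 18 in OPC-like cells. Vascular-like cells had 0 by edgeR without any 1 section (18 to 56 at an unadjusted p under 0.05). C4b in oligodendrocyte-like cells was called in all 8 alternatives.

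Section numbers were also fitted as a replicate block. Deviations of same-numbered sections had correlations across genes of −0.15 in astrocyte-like, −0.24 in vascular-like, −0.42 in medium spiny neuron-like, −0.12 in microglia-like, −0.06 in neuron-like, −0.15 in oligodendrocyte-like and 0.02 in OPC-like cells, so the numbers do not pair the sections. With the block, 17 genes were called in astrocyte-like, 38 in oligodendrocyte-like, 4 in vascular-like, 5 in microglia-like and 13 in OPC-like cells, and 0 by edgeR in neuron-like and medium spiny neuron-like cells (11 and 8 at an unadjusted p under 0.05). A block of crossed numbers gave 26 calls in astrocyte-like, 17 in oligodendrocyte-like, 0 in vascular-like (50 at an unadjusted p under 0.05), 5 in microglia-like and 13 in OPC-like cells.

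Between dorsal and ventral striatum, 0 genes differed in their change with age (2 at an unadjusted p under 0.05). Leaving out the middle part of the axis gave 2, mixed cells kept 5, and leaving out single sections 0 to 10, with 10 without the first aged section. The ventral minus dorsal change passed the threshold in that setting for Gfap (−1.58) and C4b (−1.52), and with mixed cells kept in C4b (−0.76). Without single sections it ranged from −1.54 to −0.30 for Gfap, past the threshold without the first aged section, and from −1.17 to −0.57 for C4b. For Tubb3 it reversed with the second axis (−1.35) and with mixed cells kept (−0.0536), and ranged from −0.58 to 1.15 without single sections. Tubb3 had too few counts to be tested with the middle part left out. For S100b it reversed with mixed cells kept (−0.10) and ranged from −0.16 to 0.46. Within the regions, ventral Gfap reversed with mixed cells kept (0.17) and ranged from −0.96 to 0.42. With the middle part left out, ventral C4b reversed (−0.0418), as did dorsal S100b (−0.0186), and the latter ranged from −0.40 to 0.53.

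The share of astrocyte-like cells fell in all alternatives but the rule per cell, where it rose by 0.255 percentage points. Its size ranged from −5.03 without the filter on genes or volume to −0.106 in the striatum with mixed cells kept, against −2.37. It was −0.672 at a resolution of 0.3, −0.908 in the striatum, −0.965 with neuroblast-marker cells left out and −1.10 with mixed cells kept. In all but the rule per cell and the striatum with mixed cells kept, both aged sections lay below both young sections. Their density rose, except with mixed cells kept (−0.878 per mm²), by 1.87 to 5.89 without single sections. Without single sections, the change with age ranged on both sides of 0 for the dorsal minus ventral share of A1 (−3.49 to 4.45), A4 (−4.19 to 1.08) and A5 (−4.12 to 2.04) and for the overall share of A2 (−6.69 to 0.182) and A3 (−1.41 to 2.37). With mixed cells kept, the changes of the overall shares kept their direction, but that of A6 was −1.81 against −5.74 percentage points, that of A4 1.63 against 3.08 and that of A8 1.04 against 2.41. The ages then overlapped for A1 (0.865) and A5 (1.56), and in the dorsal segments for A2. Shares of a whole depend on each other. With A6-assigned cells left out, A1 (−0.0503) and A3 (−0.287) reversed, while A2 (−5.47), A4 (1.93), A5 (1.60) and A8 (2.29) kept their direction. The middle share of A1 then no longer separated the ages, while those of A4 and A8 still did. Those of A2 (−6.27) and A3 (−3.79) came to separate them. The change with age of the dorsal minus ventral aging score reversed with the higher genes alone (0.128) and with the signed score (0.179), and ranged from −0.00438 to 0.00279 without single sections. Ventral scores stayed higher, by −0.206 and −0.222 with these lists. The percent of genes with the same sign as in scRNAseq fell below 50 with the stricter rule (43.4), at a resolution of 0.3 (36.4) and with neuroblast-marker cells left out (37.9).

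Depth limits the regional results. The dorsal or ventral striatum held between 28314 and 48543 transcripts of astrocyte-like cells per section, and Tubb3 as few as 9. With 2 sections per age, the exact permutation test used for shares, densities and scores cannot pass the threshold whatever their size. This is a limit of that test, and no other test of these values was run. Where a section was left out, the lone section of its age was assumed to vary like the others.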

Differences from the paper's values

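The paper's table of MERFISH cells lists 1123 and 1330 striatal astrocytes in the young sections and 1029 in the first aged section (the paper's values), against 650, 595 and 594 here. Sections were matched by the numbers in their titles, which for the young sections differ from the labels inside their data. Among the alternatives set before the data were examined, mixed cells kept gave 1449, 1266 and 1194, each within 1.5 times the paper's value, but 1309 for the second aged section. That is over 1.5 times the paper's 822, which the 636 cells found here without mixed cells do not differ from by that much. Clustering on all panel genes came within that range for the first aged section (688). It did not for the young sections, and neither did the filter on 20 genes, the resolution of 0.3, the rule per cell or the stricter rule on mixed cells for any of the 3.

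A6 made up 6.65% of aged striatal astrocytes in the paper's table (the paper's value) and 13.5% of marker-assigned cells here. For A8 the paper's values are 2.35% in young and 2.92% in aged sections, against 6.21% and 8.63%. Leaving out single sections, the alternatives set before the data were examined, also differed for each of these. So did keeping mixed cells, chosen after seeing the data (14.0%, 9.49% and 10.5%).

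The ratio of ventral to dorsal expression probability of A4 from the paper's source data is 7.61 for young and 5.01 for aged (the paper's values), against 1.17 and 1.08 here. For A2 in the aged group the paper's value is 0.468, against 1.34. The source data hold more columns per age than there are sections, and what each column stands for is not known. The values without single sections, set before the data were examined, differed too (1.04 and 1.31 for A4 in young, 1.10 and 1.05 in aged, 1.51 and 1.18 for A2).

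Some directions differed as well. The paper reports higher aging scores in dorsal than in ventral astrocytes (Fig. 4g), while the mean dorsal minus ventral score here was −0.0491 in young and −0.0499 in aged sections, and stayed below 0 with each gene list. The paper reports a larger decrease of Tubb3 in the ventral than in the dorsal striatum, while the log2 fold change here was −1.14 ventrally and −1.40 dorsally, with a difference that was not past edgeR's threshold. The second axis and mixed cells kept, both chosen after seeing the values, gave the paper's direction (−1.35 and −0.0536), as did leaving out the second young section (−0.12) or the first aged section (−0.58). The paper reports an increase of Gfap with age, which was positive here (0.25) but not past the threshold under any alternative in the whole section. In the dorsal striatum, Gfap passed without the first aged section (1.05, edgeR with Benjamini-Hochberg adjusted p = 0.0317, in a range of 0.0317 to 0.999 over 8 alternatives). The increase of C4b mainly in the dorsal striatum had the same direction here, and passed edgeR's threshold with the middle part of the axis left out and with mixed cells kept, the latter chosen after seeing the values.

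The text describes A1 as dominant in the dorsal striatum and more so with age, while its share here was 17.2% dorsally and 16.1% ventrally in young sections and 16.0% and 14.5% in aged sections. In the middle it was 12.1% and 16.1%. With mixed cells kept, chosen after seeing the values, the difference between dorsal and ventral shares was 2.53 percentage points in young and 2.99 in aged sections. The text describes a ventral enrichment of A4 that is diminished with age, while the ventral share here was 26.8% at both ages. Other values went both ways. The middle share of A4 rose from 14.4% to 21.5%, closer to the ventral share, and the ventral over dorsal probability fell from 1.17 to 1.08, by less than the spread between the young sections, and rose without the second young section (from 1.04). The dorsal minus ventral share moved away from 0, from −3.38 to −4.94 percentage points. For A3, described as dominant in the middle of the striatum, 1 of 4 sections had its highest share there, and both young sections with A6-assigned cells left out, chosen after seeing the values. A5 is described as dorsal dominant in the text and as regionally stable in a legend, and its share here was 9.85% dorsally and 9.11% ventrally in young sections. The text names A1 as the subtype with the most astrocytes. In the paper's table A4 has 993 cells, A1 812, A2 716 and A6 592 (the paper's values), and here A4 was the most frequent in both aged sections, A2 in the second young section and A6 in the first.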

Other observations

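The test that leaves out cells with neuroblast markers was chosen after the result was seen, as was the gene-by-gene reading of its outcome. The other tests in this part were set before their values were seen, on patterns noticed in these sections.

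Among the genes called in astrocyte-like cells, Dlx6os1 fell from 73.3 ± 14.8 to 20.8 ± 1.90 of 10000 transcripts (SD, n = 2 per age). Dcx fell from 28.9 ± 0.174 to 9.89 ± 2.14, Marcksl1 from 8.98 ± 1.76 to 3.18 ± 0.238 and Dpysl3 from 16.9 ± 0.804 to 6.35 ± 0.978. Among the higher genes, C3 rose from 1.81 ± 0.373 to 5.90 ± 1.91 (log2 fold change 1.70, edgeR with Benjamini-Hochberg adjusted p = 9.27e-05), Calb1 by 0.83 and Brinp3 by 0.63. At a cluster resolution of 0.3, C3 rose by 0.37 and was not called. Calb1 and Brinp3 fell short of the threshold in 14 and 16 of the 23 alternatives. S100a6, named by the study, changed by 0.16 without passing the threshold. Each called gene named here moved the same way in all 4 pairs of sections.

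A hypothesis for the lower genes is that they follow neuroblast-like cells that share the astrocyte-like cluster. Without cells that had 2 or more of 5 neuroblast markers, the median log2 fold change of the 11 other lower genes was −0.13, though 5 of them stayed between −0.85 and −0.39. It was −0.11 at a resolution of 0.3, where such cells can form a cluster of their own. Tubb3 is one of these genes. In the astrocyte-like cluster with mixed cells kept, cells with 3 or more neuroblast markers numbered 955 and 989 in the young and 254 and 429 in the aged sections. Less ventricle wall inside the aged sections could bring fewer such cells. Cells with ependymal markers, which line the ventricle, were also fewer, at 0.53 times the young level per kept cell, against 0.338 for the neuroblast-marker cells. The ratio of both was 7.13 and 7.91 in the young and 4.88 and 4.71 in the aged sections. Less wall and fewer neuroblast-like cells with age cannot be told apart, since both counts fell. Both counts rest on detected markers and so depend on depth. The median depth of this cluster with mixed cells kept was 218 and 171 transcripts in young and 147.5 and 179 in aged sections. A part of either fall can thus come from depth, which was not tested.

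The marker list of A6 may pick neuroblast-like cells. Its assigned cells held neuroblast markers outside the list at 7.28, 26.3, 4.75 and 13.4 times the level of the other striatal astrocyte-like cells in young 1, young 2, aged 1 and aged 2, of which the lowest decided the test. This concerns cells assigned here, and the paper's own A6 cluster was not tested. The marker list of A8 consists of genes found in microglia. Microglia markers outside the list were between 1.60 and 2.49 times higher in the assigned cells, so transcripts of microglia and a subtype of astrocytes cannot be told apart. Too few markers and counts remain outside the list to decide it.

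Of the 89 panel genes on the paper's list of scRNAseq astrocyte aging genes, 88 were tested, and 53 had the same sign here (60.2%, 95% exact Clopper-Pearson interval 49.2 to 70.5). The same sign was found for 11 of 18 genes higher and 42 of 70 genes lower in scRNAseq, with a Spearman correlation across genes of 0.18, where genes are not independent replicates. For the genes shown in Fig. 4a, 17 of 29 tested had the same sign. The share moved most at a cluster resolution of 0.3, to 36.4%.

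In the other classes, 12 genes were called in OPC-like cells (3 higher, 9 lower), 11 in oligodendrocyte-like (6 higher, 5 lower), 6 in microglia-like (4 higher, 2 lower) and 2 in vascular-like cells (1 higher, 1 lower). No gene was called by edgeR in neuron-like (0, 11 at an unadjusted p under 0.05) and medium spiny neuron-like cells (0, 24).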
